# LPA receptor activity is basal specific and coincident with early pregnancy and involution during mammary gland postnatal development

**DOI:** 10.1038/srep35810

**Published:** 2016-11-03

**Authors:** Deanna Acosta, Susmita Bagchi, Pilib Ó Broin, Daniel Hollern, Silvia E. Racedo, Bernice Morrow, Rani S. Sellers, John M. Greally, Aaron Golden, Eran Andrechek, Teresa Wood, Cristina Montagna

## Abstract

During pregnancy, luminal and basal epithelial cells of the adult mammary gland proliferate and differentiate resulting in remodeling of the adult gland. While pathways that control this process have been characterized in the gland as a whole, the contribution of specific cell subtypes, in particular the basal compartment, remains largely unknown. Basal cells provide structural and contractile support, however they also orchestrate the communication between the stroma and the luminal compartment at all developmental stages. Using RNA-seq, we show that basal cells are extraordinarily transcriptionally dynamic throughout pregnancy when compared to luminal cells. We identified gene expression changes that define specific basal functions acquired during development that led to the identification of novel markers. Enrichment analysis of gene sets from 24 mouse models for breast cancer pinpoint to a potential new function for insulin-like growth factor 1 (Igf1r) in the basal epithelium during lactogenesis. We establish that β-catenin signaling is activated in basal cells during early pregnancy, and demonstrate that this activity is mediated by lysophosphatidic acid receptor 3 (Lpar3). These findings identify novel pathways active during functional maturation of the adult mammary gland.

The adult mammary gland is a complex tissue composed of many different cell types that function together to provide nutrients in the form of milk proteins and lipids, as well as protective immune factors for the offspring. The mammary gland contains two major tissue compartments, the epithelium and the stroma within the mammary fat pad. Luminal cells are the major component of the epithelial layer. They surround the duct, undergoing differentiation into milk-producing alveoli during pregnancy. The basal layer of the epithelium, composed primarily of myoepithelial cells, is a meshwork of cells that enclose the luminal cells and contract during lactation to assist in the secretion of milk. These cells also contribute to the synthesis of the basement membrane, which surrounds the epithelial compartment^1^. Communication between and within the cellular compartments is essential for the functional development and differentiation of the mammary gland^2^,^3^,^4^,^5^,^6^,^7^,^8^.

The functional development of the mammary gland primarily occurs postnatally. At birth only a rudimentary gland is present^9^. Proliferation of the epithelial cells and invasion into the mammary fat pad occurs at puberty with the ducts reaching the end of the fat pad, shaping the mature gland^10^,^11^. Once pregnancy begins, the luminal epithelial cells proliferate, producing tertiary branches, whereby they differentiate into milk-producing alveolar cells^12^,^13^. The first stage of lactogenesis occurs during late pregnancy when lipid droplets form and milk proteins are produced and secreted. The second stage is characterized by the abundant milk secretion that occurs after parturition, when mature alveolar cells produce and secrete milk into the lumen of the alveoli^12^,^14^. It is only at this stage that the gland reaches a fully differentiated state^15^. After lactation, involution of the mammary epithelium begins resulting in the tightly regulated death of alveolar cells and extensive tissue remodeling to revert the gland to a pre-pregnancy-like state.

The current knowledge of the functional differentiation and development of the mammary gland is largely based on studies of the luminal epithelial population because luminal cells (i) are the most prevalent cell type in the mammary gland, especially during pregnancy and lactation; (ii) produce milk proteins and lipids, and therefore are accountable for the major function of the mammary gland; (iii) are the origin of the most common and malignant breast cancer subtypes^16^,^17^,^18^,^19^,^20^. Recent interest in basal epithelial cells has heightened due mainly to the discoveries that this population regulates the structural integrity of the epithelial compartment, communicates with luminal cells to regulate ductal outgrowth and branching morphogenesis during puberty and comprises a minor population of mammary stem cells^6^,^8^,^21^,^22^,^23^,^24^,^25^,^26^,^27^,^28^,^29^. Recent evidence reveals that the basal compartment provides signals to coordinate the functional differentiation of luminal progenitor cells during lactogenesis^30^.

The genes and signaling pathways driving development of the mammary gland have been extensively characterized^31^,^32^,^33^,^34^,^35^,^36^,^37^. These studies have been fundamental to identify pathways governing the various phases of mammary gland development. However, a major limitation of these studies is the use of combined RNA from all cell subtypes present in the adult mammary gland. The results most likely reflect the transcriptional profile of the dominant cell type, the luminal epithelial cells, during mammary gland development. The basal cells are less prevalent; thus, minor development-specific gene expression changes in this subtype may remain undetected. Together with luminal cells, the basal epithelial population undergoes significant changes at the gene expression level when exposed to the ovarian hormones 17β-estradiol and progesterone^7^,^38^. Gene expression analysis of four different human and mouse mammary epithelial cell populations (mammary stem/basal cells, committed luminal progenitor, mature luminal and stromal cell) revealed that the basal population contains the largest number of conserved genes between the two species providing insight into conserved lineage-specific pathways functional in the adult mammary gland^39^. These studies also validated the use of mouse models for studying gene expression profiles in enriched populations during normal mammary gland development. However, a detailed characterization at the gene expression level of enriched epithelial cell populations during all stages of postnatal mammary gland development remains to be done.

The work presented here transcriptionally profiles enriched basal populations during eight different stages of murine postnatal mammary gland development compared to enriched luminal epithelial cells. Our results uncover an unexpected dynamic transcriptional activity in basal cells that led us to identify an expression profile that defines the specific functions acquired by these cells during mammary gland differentiation. We discovered novel markers associated with known basal functional pathways. Additionally, gene set enrichment analysis of the spatio-temporal gene set with a gene set of 24 mouse models for breast cancer led us to identify a potential new function for insulin-like growth factor 1 (Igf1r) in the basal epithelium during lactogenesis. Finally, we established that exposure of basal cells to lysophosphatidic acid (LPA) triggers a morphological switch in these cells that is associated with β-catenin signaling activation and mediated by lysophosphatidic acid receptor 3 (Lpar3). We propose that during early pregnancy, canonical Wnt signaling is initiated in the basal epithelial cells and that this activity is mediated by Lpar3 signaling. These findings greatly improve the current knowledge of basal cell function during mammary gland development, and provide novel markers for functional validation in normal mammary gland development and breast tumorigenesis.

## Results

### Generation of CD24^+^ CD29^lo^ and CD24^+^ CD29^hi^ RNAseq datasets across murine mammary postnatal development

To characterize the transcriptional activity of basal cells relative to the luminal population during pregnancy, lactation and involution we first isolated luminal and basal epithelial cells during postnatal development^27^,^28^,^29^,^39^,^40^,^41^,^42^,^43^,^44^,^45^,^46^. Across all time points, the mammary epithelial cells consistently separated into two distinct epithelial cell populations, Lin^−^CD24^+^ CD29^lo^ and Lin^−^CD24^+^ CD29^hi^ (referred to as the luminal and basal subtypes, respectively) (Supplementary Figure S1). We worked under the assumption that the expression of the markers used for sorting was not altered during development. As an initial technical validation of luminal and basal cell enrichment, we re-sorted 1,000 cells from each population and confirmed low cross contamination (<2%) between the Lin^−^CD24^+^ CD29^lo^ and Lin^−^CD24^+^ CD29^hi^ enriched cells (Supplementary Figure S1). Overall, our experimental approach allowed for the collection of a sample set of enriched luminal and basal cells from the murine mammary epithelium during eight time points of postnatal development.

To identify cell subtype specific gene expression changes occurring during postnatal mammary gland development, we performed transcriptomic analysis using RNA-sequencing on enriched basal cell populations and compared the developmental profile to matched luminal cells in three biological sets. 

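The data behind the comparisons of luminal and basal cells are 46 RNA-seq libraries, 24 luminal and 22 basal, from 8 time points. These were mice at 10 weeks (W10) and 4 months (M4) of age that had not been pregnant, pregnancy days 3.5 (P3.5) and 14.5 (P14.5), lactation days 3 (L3) and 10 (L10), 2 days after weaning (Id2) and 4 weeks after weaning (Iw4). Each of the 16 combinations of time point and cell type had 3 replicates, except basal cells at P14.5 and L10 with 2 each. Luminal and basal cells of the same replicate were collected in the same sort, and there were 24 sorts in all. The labels give 22 sort dates, as L3 and L10 share a date for replicate 4 and for replicate 5. These were treated as separate sorts. The authors amplified the RNA, aligned the reads with GSNAP to the mm9 genome and counted reads per Ensembl gene with htseq-count. They divided the counts by edgeR's effective library size, which is the library size times a scaling factor, and gave the result as CPM. The table they deposited holds 17078 genes, after their removal of genes under 1 CPM in 3 samples and of genes with very many reads and little variation. Every value in it is a whole multiple of what 1 read is worth in its library, so the number of reads behind each value was recovered for 100% of the values. At W10 the libraries held 6551784 to 11438112 reads in luminal libraries (median 8378344, n = 3) and 8113350 to 12847730 in basal libraries (median 10649797, n = 3). At P3.5 there were 8551434 to 11148617 reads in luminal libraries (median 10840173, n = 3) and 10984471 to 13818887 in basal libraries (median 11185770, n = 3). The P14.5 libraries held 9519867 to 14937202 reads in luminal libraries (median 11889301, n = 3) and 4463977 to 5658476 in basal libraries (median 5061226, n = 2). At L3 the depth was 8295520 to 12413569 reads in luminal libraries (median 11621415, n = 3) and 9625119 to 14028675 in basal libraries (median 11147738, n = 3). At L10 it was 7777828 to 20023054 reads in luminal libraries (median 17457370, n = 3) and 13128473 to 13779302 in basal libraries (median 13453888, n = 2). The Id2 libraries held 7756125 to 8578999 reads in luminal libraries (median 7966921, n = 3) and 7382662 to 11204244 in basal libraries (median 8485798, n = 3). At Iw4 there were 4654463 to 6499961 reads in luminal libraries (median 5289986, n = 3) and 4398806 to 5763600 in basal libraries (median 4717337, n = 3), and at M4 5549247 to 6901489 reads in luminal libraries (median 6592201, n = 3) and 4980557 to 8171848 in basal libraries (median 8077296, n = 3). The median was 8518616 reads over the 46 libraries, 8464889 in luminal and 9055458 in basal cells. The smallest amount taken as measurable, 3 reads, was worth between 0.17 and 1.05 CPM depending on the library. The reads carry no molecular identifiers, so this floor covers counting error only. Milk protein genes (*Csn1s1*, *Csn1s2a*, *Csn1s2b*, *Csn2*, *Csn3* and *Wap*) took 27.1 to 58.2% of the reads of luminal libraries at L3, and at most 5.25% in any basal library. The 10 genes with the most reads took 7.46 to 68.8% of a library. Fold changes were computed on log2(CPM + 1), a scale that understates the change of genes with few reads. They were tested with limma's moderated test with a mean-variance trend, in a single model of the 16 conditions, so that all libraries share an estimate of the spread. A gene was called at a fold change of at least 2 and a Benjamini-Hochberg false discovery rate (FDR) under 0.01. Luminal and basal libraries of the same sort deviated together from their condition means, with a median correlation across genes of 0.25 over 22 pairs, 21 of them positive. The same model was therefore also fitted with the sort as a block, with a consensus correlation of 0.179, and both results are given. Sequencing lanes and RNA amplification batches followed the time points. W10 and Id2 libraries shared an amplification batch, as did L3 and L10, and P3.5 and P14.5, while the remaining 3 batches each held M4 and Iw4 libraries. A comparison between time points of different batches can therefore not be told apart from the batch, whereas luminal and basal cells of a time point shared lane and batch.

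**Figure D1:**
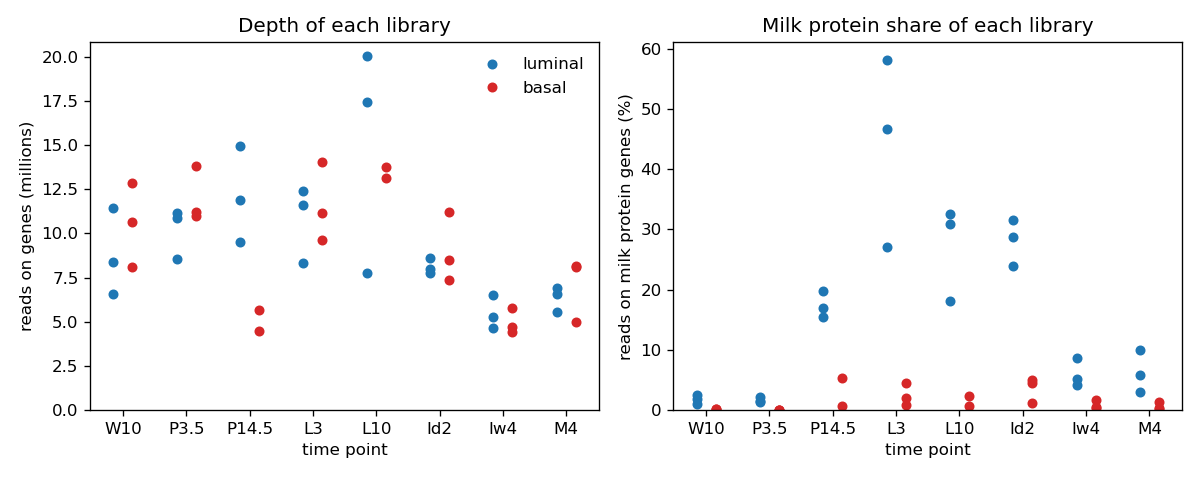
Reads on genes (left) and the percent of reads on milk protein genes (right) for each library by time point, with luminal libraries in blue and basal libraries in red. Luminal libraries at L3 have milk protein shares of 27.1 to 58.2%, and no basal library exceeds 5.25%.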

Sample outliers were identified by comparing the Pearson correlation coefficients between samples and sample-sample variability as determined by principal component analysis (PCA). 

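Of the 47 libraries profiled, the basal library of P14.5 replicate 2, which the authors removed, is not analysed here. Among the 46 that remained, the median R² between replicates of a condition was 0.938 on log2(CPM + 1) over 44 pairs. It was 0.84 between libraries of the same cell type at different time points and 0.687 between luminal and basal libraries. These correlations are across genes, which are not independent replicates. No pair of replicates held identical values.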

Subsequent analyses excluded the identified outlier (Supplementary Figure S2). 

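For the 28 genes chosen for RT-PCR, the luminal RNA-seq values at P3.5 and L3 (n = 3 each) were compared in the model of all 46 libraries. A total of 15 genes were higher at P3.5 and 13 were lower. The change was called for 10 genes, with or without the sort block. The 8 called higher at P3.5 were *Ncapg2*, *Smc2*, *Ccnb1*, *Cdc25c*, *Epha7*, *Cbx5*, *Matr3* and *Zfp664*, and the 2 called lower were *Cdh13* and *Pik3r1*. The largest differences were in *Ncapg2*, with a log2 fold change of 3.13 (adjusted p = 4.7e-06 from limma), and in *Cdh13*, with -3.66 (adjusted p = 0.00016). At the other end, *Mfap2* (-0.02), *Pdzd7* (-0.03) and *Pdcd7* (-0.04) hardly differed. In basal cells of the same time points, 14 genes were higher at P3.5 and 10 were called, and 19 of the 28 genes changed in the same direction in both cell types.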

We conducted a preliminary technical validation using luminal cells from the early pregnancy and lactation time points and found that 78.5% of the genes tested by RT-PCR validate the RNA-seq findings (Supplementary Figure S2). To discern the contribution of technical versus biological variation to global transcriptomic changes, we conducted a PCA on the normalized data set. We used an approach adapted from Teschendorff *et al.*^47^, in which we calculated a p-value for the association between each covariate and a principal component (PC) using analysis of variance (ANOVA) linear modeling. Since each time point and replicate were sorted independently over a course of several months, we wanted to ensure that this variable did not introduce uncontrolled noise to the dataset and included it as a technical covariate (labeled as Sorting time on the heatmap, Fig. 1a). The first two principal components embodied most of the variability (41.3%) observed between the samples. 

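In the 46 libraries, the first principal component (PC1) of log2(CPM + 1) held 39.4% and the second (PC2) 16.5% of the variance, 55.9% together, and the third held 6.4%. Genes were centred and not scaled. The alternative that moved these shares most, scaling each gene to unit variance, gave 21.8% for PC1 and 14.2% for PC2.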

Cell subtype differences were substantially represented in the first principal component with a p-value less than 2.9 × 10^−26^ (Fig. 1a) and contributed, as expected, to the most difference. 

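Cell type explained 93.3% of the variance of the PC1 scores (permutation p = 1e-05, the smallest that 100000 permutations of the labels can give). Luminal libraries scored between -82.6 and -36.2 (n = 24) and basal libraries between 37.2 and 126.3 (n = 22), without overlap. With each of 20 of the 24 sorts left out in turn, the share stayed between 92.6 and 94.1%.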

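On PC2, time point explained 91.9% of the variance of the scores, stage 81.9% and the combination of time point and cell type 96.5%, each with a permutation p of 1e-05. Cell type alone explained 2.0% of PC2 (permutation p = 0.35). On PC1, the combination of time point and cell type explained 97.8%, time point alone 2.7% (permutation p = 0.99) and stage alone 2.3% (permutation p = 0.8). The permutations test only whether a label explains more variance than chance does. They moved single libraries, so libraries of the same sort counted as independent.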

The other variables of biological interest, cell population, specific developmental time point and pregnancy stage, were significantly associated with PC1 and PC2 with p-values less than 2.5 × 10^−15^ (Fig. 1a). All technical covariates analyzed displayed an insignificant contribution to PC1 (p-values > 0.1). 

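The sequencing lane explained 1.3% of the variance of PC1 (permutation p = 0.99), the RNA amplification batch 2.6% (permutation p = 0.96) and the sort date 7.2% (permutation p = 1).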

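For PC2, the lane explained 65.8% of the variance of the scores (permutation p = 1e-05), the RNA amplification batch 52.7% (permutation p = 2e-05) and the sort date 94.2% (permutation p = 1e-05). Because lanes, batches and sort dates mostly follow the time points, these shares and that of the time point are not separate. The 3 batches that each held both M4 and Iw4 libraries allow batch and time point to be told apart. There the batch explained 8.7% of PC2 (permutation p = 0.65, n = 12) and time point 9.6% (permutation p = 0.31). Cell type explained 54.7% in the same libraries (permutation p = 0.013) and was not taken into account in these shares. They therefore do not decide whether batch or time point has an effect there. Within the batch of W10 and Id2, time point explained 94.3% of PC2 (permutation p = 0.0022, n = 12), and within that of P3.5 and P14.5 it explained 81.0% (permutation p = 0.0021, n = 11). In the batch of L3 and L10, 2 time points of the same stage, it explained 0.2% (permutation p = 0.91, n = 11). These permutations moved single libraries, although both libraries of a sort share a time point and deviate together. With so few sorts, permuting whole sorts could not give p-values as small as those within the other 2 batches. Only the shares are therefore read there.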

The use of different sequencing lanes, RNA amplification batch and variations due to sorting times were slightly more associated with PC2 (p-values 3.5 × 10^−4^, 2.4 × 10^−3^ and 7.4 × 10^−4^, respectively), though these associations were minor relative to condition, time point and stage (p-values < 2.5 × 10^−15^) (Fig. 1a, Supplementary Figure S2). We therefore concluded that expression changes were associated with biological functions of mammary gland development, rather than technical variation. 

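The mean PC1 score was -70.1 ± 3.7 (SD, n = 3) in luminal and 54.1 ± 3.7 (SD, n = 3) in basal cells at P3.5, and -57.2 ± 20.2 (SD, n = 3) and 118 ± 12.4 (SD, n = 2) at L10, the time point with the widest gap. Within each cell type, the lowest PC2 means were those of P3.5, at -74.8 ± 4.8 (SD, n = 3) in basal and -40.4 ± 4.8 (SD, n = 3) in luminal cells. The highest were those of Id2, at 77.7 ± 18.8 (SD, n = 3) in basal and 67.3 ± 2.1 (SD, n = 3) in luminal cells.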

The first component differentiates the luminal and basal epithelial cell populations, while the second component was primarily driven by stage-specific differences (Fig. 1b,c).

### Gene set expression of luminal and basal specific markers remains constant in CD24^+^ CD29^lo^ and CD24^+^ CD29^hi^ enriched populations though pregnancy and lactation and defines luminal and basal cell subtypes

To our knowledge, our dataset is the first of its kind and therefore there are no known, distinct luminal and basal developmental markers. Consequently we manually curated a list of markers commonly used for FACS enrichment of mammary cells^27^,^28^,^42^, luminal and basal mammary epithelial cell markers^27^,^39^,^42^,^43^,^45^,^48^,^49^ and mammary gland development genes^12^,^50^,^51^. To ensure enrichment of the cell populations at all time points, we first conducted a supervised clustering analysis to test how the samples group relative to the expression of a curated set of luminal and basal cell markers (Fig. 2a). 

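Average-linkage clustering on the correlation of the 28 curated marker genes, each centred over the 46 libraries, separated a cluster of the 24 luminal libraries from a cluster of the 22 basal libraries. The markers with higher luminal expression at each of the 8 time points were *Krt18*, *Cd24a* and *Elf5*. Those with higher basal expression at each of the 8 were *Acta2*, *Mef2c* and *Snai2*, all called at a fold change of at least 2.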

The samples clustered into two distinct groups based on their specific cell subtypes. Surprisingly, the early involution (Id2B) basal population clustered with, yet was still distinct from, the luminal cells. 

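In the same clustering, the 3 basal Id2 libraries fell in the cluster of the other 19 basal libraries, and no basal library fell in that of the luminal libraries. The correlation of their marker values with the mean luminal profile was 0.11, -0.56 and -0.22 for replicates 2, 4 and 6, and with the mean profile of the other basal libraries -0.38, 0.32 and -0.03. Replicates 2 and 6 were thus no nearer to the basal than to the luminal profile by this measure, or not clearly so.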

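At Id2, *Acta2* (ENSMUSG00000035783) was at 3150 ± 4550 CPM (SD, n = 3) in basal and 73.2 ± 37 CPM (SD, n = 3) in luminal cells, a log2 fold change of 4.27 (standard error 0.62, adjusted p = 1.1e-06, 1.1e-07 with the sort block) from limma. The fold changes were 4.29 (standard error 0.59, adjusted p = 5.6e-07, 8.7e-08 with the sort block) for *Mef2c* (ENSMUSG00000005583), 3.58 (standard error 0.51, adjusted p = 8.1e-07, 6.4e-08 with the sort block) for *Snai2* (ENSMUSG00000022676) and 1.99 (standard error 0.37, adjusted p = 5.3e-05, 6.2e-06 with the sort block) for *Lifr* (ENSMUSG00000054263). In contrast, *Trp63* (ENSMUSG00000022510) was at 13.3 ± 11.9 CPM (SD, n = 3) in basal and 13.2 ± 9.61 CPM (SD, n = 3) in luminal cells, and its log2 fold change of 0.03 (standard error 0.68, adjusted p = 0.98, 0.98 with the sort block) was within the spread of the replicates. That of *Krt14* (ENSMUSG00000045545) was 0.08 (standard error 0.64, adjusted p = 0.95, 0.94 with the sort block). *Krt5* (ENSMUSG00000061527) and *Id4* (ENSMUSG00000021379) were higher in basal cells by 2.29 (standard error 0.79, adjusted p = 0.023, 0.0092 with the sort block) and 1.49 (standard error 0.46, adjusted p = 0.011, 0.0049 with the sort block), and these passed the FDR of 0.01 with the block but not without it. With edgeR's test on the recovered reads the values were 4.17 (adjusted p = 0.0009) for *Krt5* and 1.27 (adjusted p = 0.18) for *Krt14*. A pseudocount of 0.1 turned *Krt14* to -0.02 (adjusted p = 0.99). With an Id2 library left out, *Krt14* lay between -1.15 and 0.73 and *Trp63* between -0.83 and 0.70. Against the mean of the other basal time points, the Id2 basal libraries had a log2 fold change of -5.80 in *Trp63* (adjusted p = 3.8e-11), -6.68 in *Krt5* (adjusted p = 5.5e-11) and -6.49 in *Krt14* (adjusted p = 5.6e-13). Also lower than at the other time points were *Acta2* (-2.84) and *Snai2* (-2.29). The Id2 basal libraries also carried more RNA of fibroblast, endothelial and pericyte marker genes than the other basal libraries, with median log2 differences of 3.06, 2.62 and 1.95.

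**Figure D2:**
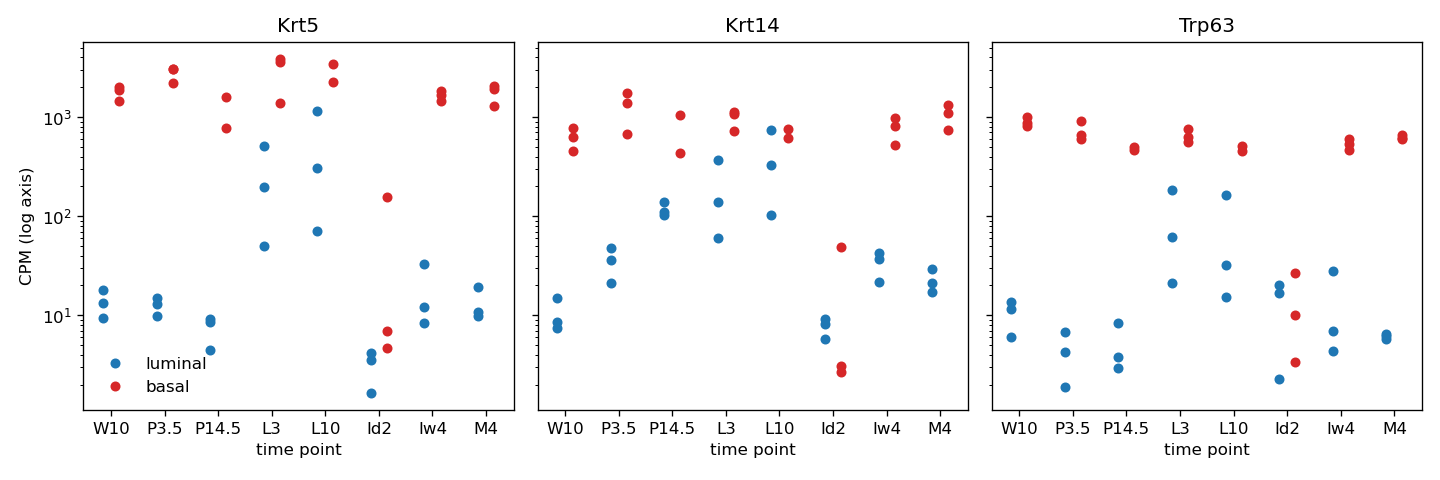
CPM of *Krt5*, *Krt14* and *Trp63* in each library by time point on a log axis, luminal in blue and basal in red. A library at 0 CPM is not drawn. At Id2 the basal libraries are below every basal library of the other time points, with *Trp63* at 3.39 to 26.6 CPM and *Krt5* at 4.68 to 156 CPM.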

Though genes for several well characterized basal markers, *Acta2* (smooth muscle actin), *Mef2c* (myocyte enhancer factor 2c), *Snai2* (snail homolog 2) and *Lifr* (leukemia inhibitory factor receptor alpha) were maintained at a significantly higher level than in luminal cells (FDR < 0.01), other well characterized markers such as *Trp63* (tumor protein 63), *Krt5/14* (cytokeratins 5 and 14) and *Id4* (inhibitor of DNA binding 4) appear to be down regulated in this population during early involution (Fig. 2a), yet further validation would be required at the protein level. The other basal markers provided additional evidence that the basal population is enriched for basal epithelial cells, and the dynamic expression patterns during the different time points may be reflective of their function during mammary gland development. 

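*Krt18* (ENSMUSG00000023043) was between 691 and 1500 CPM in luminal and between 49.4 and 230 CPM in basal cells, as the means of each of the 8 time points. At L3, where the luminal mean was lowest, it was 691 ± 252 CPM (SD, n = 3) against 49.4 ± 20.9 CPM (SD, n = 3) in basal cells. Over all time points the log2 fold change of basal against luminal cells was -3.47 (standard error 0.2, adjusted p = 6.6e-18, 1.2e-19 with the sort block) from limma.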

In the luminal epithelial cells, the well-characterized luminal epithelial cell marker cytokeratin 18 (*Krt18*) was highly expressed throughout development relative to the basal cells. 

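Averaged over the time points, the log2 fold change of basal against luminal cells was -3.46 (standard error 0.19, adjusted p = 2.1e-18, 2.2e-19 with the sort block) for *Elf5* (ENSMUSG00000027186), -3.23 (standard error 0.24, adjusted p = 2.3e-14, 6.3e-16 with the sort block) for *Foxa1* (ENSMUSG00000035451) and -2.84 (standard error 0.21, adjusted p = 1.5e-14, 1e-15 with the sort block) for *Kit* (ENSMUSG00000005672). It was -2.37 for *Krt19* and -1.62 for *Esr1*. By time point, *Elf5* was called luminal at all 8, *Kit* and *Foxa1* at 7, *Krt19* at 6, *Esr1* at 5, and *Areg* and *Cyp24a1* at 4. *Foxa1* varied from 143 ± 14.7 CPM (SD, n = 3) at W10 to 11.1 ± 3.26 CPM (SD, n = 3) at P14.5 in luminal cells. For the progesterone receptor gene *Pgr* the luminal mean fell from 139 ± 41.8 CPM (SD, n = 3) at W10 to 3.11 ± 3.55 CPM (SD, n = 3) at L3, and its difference over all time points was not called, with -0.63 (standard error 0.25, adjusted p = 0.028, 0.011 with the sort block). By time point it was called luminal at 0 and basal at 1, which was L3.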

The expression of other luminal markers varied throughout development, but they were predominantly expressed in the luminal population (Fig. 2a). 

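Of the lineage markers among the curated genes, *Ptprc* (ENSMUSG00000026395), which encodes CD45, did not exceed a mean of 11 CPM, reached in luminal cells at Id2 (11 ± 8.69 CPM (SD, n = 3)). *Itgam* (ENSMUSG00000030786), which encodes CD11b, had its highest mean of 12.3 CPM in the same libraries. In luminal cells at W10, *Ptprc* averaged 0.0467 CPM, which is under the 3 reads taken as measurable. In the annotation, 70% of the exon bases of *Itgam* overlap another gene, so its reads are uncertain. Other antigens of the negative selection were not low in basal cells at Id2, where *Pecam1* (ENSMUSG00000020717), which encodes CD31, was at 1130 ± 1790 CPM (SD, n = 3) with libraries at 81.4 to 3210 CPM, and *Pdgfra* (ENSMUSG00000029231), which encodes CD140a, at 785 ± 1060 CPM (SD, n = 3) with libraries at 51.5 to 2000 CPM. In luminal cells at Id2 they were at 50 ± 36.6 CPM (SD, n = 3) and 57 ± 85 CPM (SD, n = 3), and in basal cells at W10 at 34.8 ± 18.1 CPM (SD, n = 3) and 13.6 ± 6.87 CPM (SD, n = 3). *Ly6c1* (ENSMUSG00000079018), for Ly-6C, was at 93.9 ± 110 CPM (SD, n = 3) in basal cells at Id2 and 4.71 ± 3.56 CPM (SD, n = 3) at W10. The paper lists the CD140a antigen as human and the other antigens of the negative selection as mouse. Whether cells with mouse CD140a were removed cannot be told from these values.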

As expected, the majorities of the lineage negative markers (see Supplementary Table S1) were not detectable, or were expressed at very low levels in both cell populations (Fig. 2a). Additionally, the luminal and basal markers used for sorting, *Cd24a* and *Itgb1* (CD29), were consistently highly expressed throughout development, demonstrating that we collected a population of Lin^−^CD24^+^ CD29^lo^ and Lin^−^CD24^+^ CD29^hi^ cells at all stages of pregnancy, lactation, and involution. 

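*Cd24a* (ENSMUSG00000047139) had its lowest luminal mean at P3.5 (1060 ± 40.4 CPM (SD, n = 3)) and its highest at P14.5 (2160 ± 201 CPM (SD, n = 3)). In basal cells it ranged from 138 ± 55.5 CPM (SD, n = 2) at L10 to 620 ± 431 CPM (SD, n = 2) at P14.5. Its log2 fold change of basal against luminal cells over all time points was -2.28 (standard error 0.13, adjusted p = 2.4e-17, 3.1e-18 with the sort block) from limma. *Itgb1* (ENSMUSG00000025809) was between 436 and 887 CPM in basal cells and between 253 and 376 CPM in luminal cells, a log2 fold change of 1.09 (standard error 0.081, adjusted p = 1.4e-14, 5.2e-16 with the sort block). By time point, *Cd24a* was called higher in luminal cells at all 8, and *Itgb1* was called higher in basal cells at 3.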

We therefore concluded that the sorted populations consist of basal and luminal cells at all stages analyzed.

We next sought to determine if the transcriptomes of these populations reflect their known developmental functions. 

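Luminal libraries of W10, Iw4, M4 and P3.5 scored between -44.7 and -9.8 on PC2 (n = 12) and those of P14.5, L3, L10 and Id2 between -10.7 and 69 (n = 12), so that the ranges overlapped only between W10 and P14.5. In basal cells the ranges were -79.8 to -32.5 (n = 12) and -0.6 to 97.8 (n = 10), without overlap.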

The initial principal component analysis demonstrated that the expression profile distinguishes the lactogenic and early involution stages from the non-pregnant and early pregnancy time points (Fig. 1c). To confirm that the variability in gene expression reflects the functional changes that occur during postnatal mammary gland development, we assessed the expression of several genes known to be involved in lactation, and cell contraction during lactation and involution of the mammary gland. 

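The milk protein genes *Csn2* (ENSMUSG00000063157) and *Wap* (ENSMUSG00000000381) rose in lactating luminal cells by log2 fold changes of 3.68 (standard error 0.49, adjusted p = 3.2e-07, 1.9e-07 with the sort block) and 7.15 (standard error 0.6, adjusted p = 5.4e-11, 9.4e-12 with the sort block) against the mean of the remaining time points. *Lalba* was not called in the same comparison with all libraries. In 6 fits that each left out a luminal lactation library its change was 1.35 to 1.85, and 1 of them called it. *Csn2* reached 463000 ± 254000 CPM (SD, n = 3) at L3, compared with 6440 ± 6100 CPM (SD, n = 3) at W10. In basal libraries *Csn2* was at 12000 ± 7630 CPM (SD, n = 3) at L3, and over L3 and L10 the 6 milk protein genes in basal libraries amounted to between 2.64 and 3.68% of their luminal level. The contraction genes *Oxtr* (ENSMUSG00000049112) and *Acta2* rose in lactating basal cells by 2.85 (standard error 0.49, adjusted p = 1.6e-05, 1.1e-05 with the sort block) and 1.80 (standard error 0.39, adjusted p = 0.00033, 0.00046 with the sort block). *Oxtr* was at 3140 ± 1480 CPM (SD, n = 3) at L3 and 45.3 ± 30.5 CPM (SD, n = 3) in luminal cells. At Id2, luminal cells had more *Lif* (ENSMUSG00000034394), by 2.93 (standard error 0.5, adjusted p = 3.1e-05, 3.3e-05 with the sort block), more *Cd14* (ENSMUSG00000051439), by 2.62 (standard error 0.48, adjusted p = 8.5e-05, 7.5e-05 with the sort block), and more *Timp1* (ENSMUSG00000001131), by 3.00 (standard error 0.52, adjusted p = 4.1e-05, 5.3e-05 with the sort block). *Lif* was at 1350 ± 208 CPM (SD, n = 3) in luminal and 187 ± 124 CPM (SD, n = 3) in basal cells.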

We found that these genes displayed both stage and cell subtype specific expression patterns (Supplementary Figure S2). This demonstrates that our novel transcriptomic data set also reflects the functional changes that occur in luminal and basal epithelial cell populations during postnatal mammary gland development. Taken together, we have established a unique RNA-seq data set that allows for an in depth investigation of cell subtype-specific expression changes during mouse postnatal mammary gland development.

### Spatio-Temporal Transcriptomic Analysis Reveal that the Basal Epithelial Cell Population is More Transcriptionally Dynamic Relative to the Luminal Population During Lactation and Involution

We next hypothesized that basal cell transcription profiles are unique at each stage of postnatal mammary gland development. To characterize the basal epithelial cells and identify potential novel cell subtype-specific mammary gland development genes, we explored the spatio-temporal transcriptome profile of the enriched basal population relative to luminal cells. From the PCA, we determined that the developmental stages separate based on the onset of lactogenesis, represented by the late pregnancy time point in this dataset (P14.5). The non-pregnant time points cluster close together with early pregnancy (P3.5) and therefore are more tightly associated at the gene expression level than the later time points (Fig. 1c and Supplementary Figure S2). 

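On log2(CPM + 1), the condition means of W10, Iw4, M4 and P3.5 differed by a root mean square over genes of 0.507 in luminal cells (6 pairs, 0.326 to 0.63) and 0.55 in basal cells (6 pairs, 0.301 to 0.771). Replicates of a condition differed by 0.649 on average in luminal cells (24 pairs) and 0.712 in basal cells (20 pairs). Means of 2 or 3 libraries vary less than single libraries, so these distances are not on the same footing.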

The lactogenesis and involution time points are not as strongly associated to one another (Fig. 1c), suggesting that the gene expression profile of both cell populations during lactogenesis and early involution is highly dynamic.

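Among P14.5, L3, L10 and Id2 the same distance between condition means averaged 0.745 in luminal cells (6 pairs, 0.58 to 0.89) and 0.938 in basal cells (6 pairs, 0.686 to 1.1). Basal cells at P14.5 and L10 had 2 replicates in place of 3, which by itself makes a mean less precise.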

With this study, we aimed to assess the global transcriptome dynamics of luminal and basal epithelial cells with an emphasis on identifying novel basal specific pathways. 

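Of the 17078 genes in the deposited table, 12139 (71.1%) varied across the 16 conditions at an FDR under 0.01 in limma's moderated F test. With the sort as a block there were 12160, of which 11923 were shared. The alternative that moved the count most, a filter on genes with a mean of at least 5 CPM, left 8944 genes. On simulated data with no change among conditions and the same dispersion for every gene, the same test called 0 of 17078 genes.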

We used ANOVA to filter for genes that were differentially expressed (DE) in at least one cell population during a minimum of one time point (FDR < 0.01), and found that 12,663 (71.9%) of the 17,606 normalized genes met this criterion (Supplementary Figure S3). To identify genes that were spatially or temporally regulated, we set a conservative, arbitrary threshold of >2-fold change and FDR < 0.01. Given that within our samples cell population and stage specific differences contributed the most to variability, we did not include the technical covariates in the linear model. 

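Among these genes, 7694 (63.4%) were called between luminal and basal cells at a time point or more, and 10477 (86.3%) between a pair of time points in either cell type. With the sort as a block, the counts were 8292 (7669 shared) and 10423 (10267 shared). The comparison with most calls between cell types was L3, with 4414 genes, and that with fewest was Iw4, with 2117 (with the sort block it was P3.5, with 2457). For the spatial count the alternative that moved it most took the spread from the 2 groups compared alone, and gave 4951. edgeR's quasi-likelihood test on the recovered reads gave 7389 spatial genes (6881 shared with limma) and 9995 temporal genes (9403 shared).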

We found that, of the spatially and temporally expressed genes, 8,718 (68.8%) genes were spatially DE between luminal and basal cells in at least one time point, and 9,821 (77.6%) genes were temporally DE between any two time points in either cell subtype (Supplementary Figure S3). Additionally, 50.7% of the 12,663 expressed genes were both spatially and temporally DE within the cell populations, meaning that of the spatially regulated genes, 73.6% were also temporally differentially expressed. 

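In the present model, 6830 genes (56.3%) were called both between cell types and between time points, and 88.8% of the spatially DE genes were also temporally DE. With the block, 7284 genes were called in both ways.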

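A total of 11341 genes (93.4% of those varying across conditions) were called between cell types, between time points or in both ways, and 11431 with the sort as a block (11166 shared).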

Based on these findings, we concluded that most (95.7%) of the genes expressed in adult luminal and basal mammary epithelial cells are spatially and temporally regulated during pregnancy, lactation and involution.

To characterize the individual cell populations during the developmental time points, we focused our analysis on changes of temporal patterns within the group of spatially DE genes (Supplementary Figure S3). We defined luminal and basal specific genes as those that were upregulated in either the luminal or basal population in at least one time point during development relative to the other population (fold change ≥2, FDR < 0.01). 

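Of the 7694 genes called between cell types, 3204 (41.6%) were higher in luminal cells only, 4294 (55.8%) in basal cells only and 196 (2.55%) in luminal cells at some time points and basal cells at others. The counts were 3447, 4560 and 285 with the sort as a block. There were 422 switching genes at an FDR under 0.05 and 54 with the spread taken from the 2 groups compared. Basal-higher calls made up 61.8% of the calls over the time points, and 61.5% after the libraries were rescaled by median ratios.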

Of the 8,718 spatially DE genes, 35.8% were luminal specific, 46.7% were basal specific and a subset of the genes (17.5%) switched between luminal and basal specificity throughout development (Supplementary Figure S3). Of the luminal specific genes, 570 (18.3%) were specific to the luminal population throughout all stages of development, and of the basal specific genes, 1,292 (31.7%) were specific to this population. These findings indicate that the majority of the differentially expressed genes in each population were not population specific across all the developmental time points analyzed and support the premise for a temporally regulated pattern.

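At the same threshold, 178 genes were called luminal specific at all 8 time points, 5.56% of the luminal specific genes, and 437 were called basal specific at all 8, or 10.2% of the basal specific genes. There were 232 and 521 with the sort as a block. The requirement is met only if each of 8 comparisons, of 2 or 3 libraries against 3, passes the threshold, and at an FDR under 0.05 the luminal count was 304.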

The basis of the present characterization of the luminal and basal populations during postnatal mammary gland development was to identify genes that are time point and/or stage specific. As the primary functional and morphological changes occur in the mammary epithelium during pregnancy, lactation and involution, we expected a dynamic expression profile during these time points in both cell subtypes. We performed pairwise comparisons between each time point/stage and the remaining time points (or stages) and selected genes that were statistically significant across all comparisons (fold change ≥2 and FDR < 0.01). All genes that met this threshold are listed in Supplementary Table S2. Stages are defined in Supplemental Procedures Table 1 with the exception of lactogenesis (P14.5, L3 and L10), lactation-involution (lact-invo, L3, L10 and Id2) and lactogenesis-involution (lacto-invo, P14.5, L3, L10 and Id2). 

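In luminal cells, a gene counted as specific to a time point if it was called against each of the other 7 in the same direction and was also called between the cell types. By this rule Id2 had 64 genes, L3 6, L10 3, P14.5, P3.5 and W10 2 each, and Iw4 and M4 0. With the sort as a block the numbers were 63 at Id2 and 7 at L3. When each time point was set against the mean of the others, the luminal counts were 477 at Id2, 429 at L3, 175 at L10, 48 at P14.5, 148 at W10, 84 at P3.5, 46 at M4 and 16 at Iw4. The top genes at Id2 were *Orm1* (ENSMUSG00000039196) and *Orm2* (ENSMUSG00000061540), with log2 fold changes of 6.26 (adjusted p = 2e-12) and 5.61 (adjusted p = 2.8e-13) against the mean of the rest, but they are paralogs whose reads the counting could have split. *Bst1* (ENSMUSG00000029082) followed with 4.02 (adjusted p = 9.9e-09). At L3 the top genes were *Slc25a1* (ENSMUSG00000003528), at 221 ± 123 CPM (SD, n = 3) and a log2 fold change of 2.68 (adjusted p = 3.9e-11), *Elovl5* and *Scd2*. At L10 they were *Spock1*, with 24.4 ± 7.02 CPM (SD, n = 3), and *Ccdc33*, with 2.67 ± 1.64 CPM (SD, n = 3).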

A larger number of differentially expressed genes were detected in luminal cells during late pregnancy, lactation and early involution time points (Fig. 2b, top). The stage specific temporal analysis allowed for the detection of additional novel genes that were differentially regulated across multiple time points. 

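Among luminal stages, the joint stage of P14.5, L3, L10 and Id2 had 193 specific genes, that of L3, L10 and Id2 142, lactation (L3 and L10) 49 and that of P14.5, L3 and L10 29. The non-pregnant stage had 6 and pregnancy 1. Against the mean of the remaining time points the order was different, with 564 for L3, L10 and Id2, 480 for P14.5 to Id2, 436 for lactation and 308 for P14.5 to L10.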

We found that the lactation (L3 and L10 time points) and lactatogenesis-involution (lacto-invo, P14.5, L3, L10 and Id2 time points) stages had the largest number of DE genes (Fig. 2c, top). The basal population had an overwhelmingly larger number of significant DE genes in both the time point and stage specific analysis relative to the luminal population, 3,144 versus 1,559 unique DE genes, respectively (Fig. 2b,c). 

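Over all time points and stages, 911 basal and 350 luminal genes were specific, a ratio of 2.6. With the sort as a block there were 922 and 360, of which 894 and 346 were the same genes. The counts depend on what a time point is compared with. Set against the mean of the remaining time points, there were 2654 basal and 1294 luminal genes. Without the condition that the gene is also called between the cell types, there were 1619 and 786, and with the time points alone, without stages, 159 and 79. edgeR's quasi-likelihood test on the recovered reads gave 558 and 220. The basal count was larger in each of these settings, and it was also larger in each of 20 fits that left out a sort, with 745 to 1031 basal and 280 to 418 luminal genes. From the larger number in basal cells, the paper proposes that the basal population is the more transcriptionally dynamic of the pair.

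**Figure D3:**
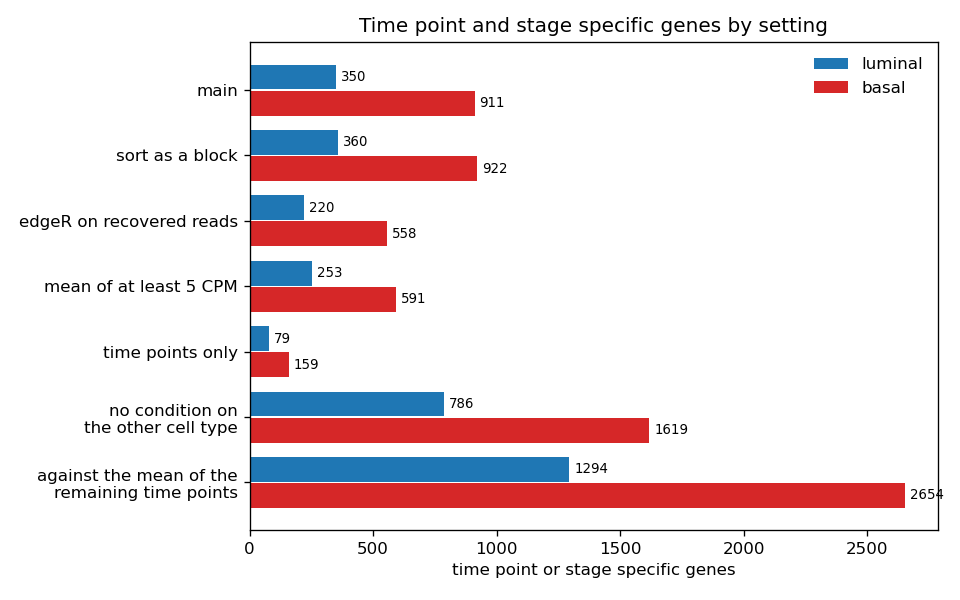
Number of time point and stage specific genes in luminal (blue) and basal (red) cells under the main setting and 6 alternatives. The bars start at 0, and the basal bar is the longer in each setting, from 159 against 79 genes with time points only to 2654 against 1294 against the mean of the remaining time points.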

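In basal cells the time points with most specific genes were Id2 with 95, L10 with 37 and P3.5 with 13, followed by L3 and P14.5 with 7 each, and W10, Iw4 and M4 had 0. Among stages, P14.5 to Id2 had 608, L3 to Id2 274, lactation 211 and P14.5 to L10 59. With the sort as a block, Id2 had 110, L10 38 and P3.5 14 genes. Against the mean of the remaining time points there were 1051 at L10, 965 at Id2, 716 at L3 and 280 at P3.5. The upregulated gene with the largest change at P3.5 was *Serpinb11* (ENSMUSG00000026327), at 252 ± 48.3 CPM (SD, n = 3) and a log2 fold change of 5.89 (adjusted p = 2.8e-08), followed by *Serpinb10* (4.02) and *Aldh1a7* (3.26), a paralog of *Aldh1a1* whose reads the counting could have split. At L3 it was *Tnni2* (ENSMUSG00000031097), at 60.7 ± 38.6 CPM (SD, n = 3) and 5.19 (adjusted p = 4.7e-14). At L10 the largest were *Tbx5* (ENSMUSG00000018263) with 5.33 (adjusted p = 2.8e-08), *Lhcgr* (4.97) and *Kcna5* (4.83). At Id2 they were *Timp1* with 6.16 (adjusted p = 1.2e-11), at 762 ± 597 CPM (SD, n = 3), *Bmper* (5.14) and *Gdf6* (4.74).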

Most of the changes in the basal population occurred in the P3.5, L3, L10 and Id2 time points, and during the lactation and lactogenesis-involution stages (Fig. 2b,c, bottom).

To biologically validate our dataset, we assessed the enrichment of the spatio-temporal gene set (Fig. 2b,c) in a published dataset of murine and human luminal and basal specific genes. We used a published expression data set of sorted mature luminal, luminal progenitor, mammary stem cell enriched (our basal population) and stroma cells from adult mouse and human mammary tissue (GEO series GSE19446 and GSE16997)^39^. We found a significant (p < 0.01) enrichment of the Lim *et al.* mouse luminal and basal genes in our luminal and basal gene sets, respectively (Fig. 2d,e). When we tested for conservation in human, we found a significant enrichment of the luminal populations in some of our luminal gene sets, and a more consistent, significant enrichment in the basal population as previously observed^39^ (Fig. 2f,g). We also observed a significant enrichment of stromal genes in our basal gene sets. This was consistent with the published data set, where of the 1,257 basal genes identified, 277 (22%) were also identified in the stromal population. This suggests that the basal population expresses stromal genes, which may result from and assist with the communication between the two cell populations. This analysis demonstrates that our gene sets biologically validate with an independent enrichment of adult virgin cell subtypes and are conserved in human, confirming the identity of the enriched luminal and basal populations throughout the development of the mammary gland.

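The change between the non-pregnant time points and lactation was compared directly, and it differed between basal and luminal cells for 1948 genes at the same threshold (2326 with the sort as a block, 1943 of them shared). The change was more positive in basal cells for 1017 of these genes and more positive in luminal cells for 931. Of the 1948 genes, 1113 were called between lactation and the non-pregnant time points in basal cells and 644 in luminal cells, 130 of them in both. With each of 9 lactation libraries left out in turn, the count was between 1784 and 2030.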

Based on the sorting conditions we used, the enriched basal epithelial population appears to be more transcriptionally dynamic than the luminal population. From the temporal analysis, we found that the majority of the cell population specific genes are temporally regulated during pregnancy, lactation and involution. These results suggest that the expression changes observed in the sorted populations reflect functional changes that occur during postnatal mammary gland development.

### Analysis of Lactation Specific Pathways Reveals Novel Functional Targets in Each Cell Population

To establish whether the transcriptome dynamics during pregnancy, lactation and involution reflect the developmental function of these cell subtypes, we tested for the enrichment of the time point and stage specific genes in functional groups annotated in the gene ontology (GO), KEGG and Reactome databases^52^,^53^,^54^. We set a threshold of FDR < 0.01 to determine the most statistically significant enrichment classifications. No significant KEGG pathways met this threshold; results from the GO analysis are available in Supplementary Table S3. We centered our results on the findings from the Reactome analysis because they contain well-curated pathways.

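The 11 genes of the SREBP pathway that the paper names were all called higher in lactating luminal cells than in the mean of the remaining luminal time points, with or without the sort block. Their log2 fold changes ranged from 1.05 to 3.46 with a median of 1.48. All 11 had their highest luminal mean at L3 or L10, and 10 were higher in luminal than in basal cells during lactation. *Srebf1* (ENSMUSG00000020538) itself was at 565 ± 376 CPM (SD, n = 3) at L3 and 138 ± 32.2 CPM (SD, n = 3) at M4, a log2 fold change of 1.32 (standard error 0.21, adjusted p = 9.8e-06, 1e-05 with the sort block) from limma. *Fasn* (ENSMUSG00000025153) rose by 2.95 (standard error 0.28, adjusted p = 5.1e-10, 2.2e-10 with the sort block). With a luminal lactation library left out, between 9 and 11 genes were called.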

In the luminal population, we observed an upregulation of genes involved in lipid biosynthesis during lactation, specifically through SREBP (sterol regulatory element-binding protein) transcriptional regulation (Supplementary Figure S4 and Table S4). The Srebp family of transcription factors is important for milk lipid production across multiple species^55^,^56^,^57^. When we focused on the genes upregulated within this pathway, we uncovered known Srebf1 targets *Idi1*, *Mvd* and *Pmvk* as potential novel regulators of cholesterol biosynthesis during lactation specific to the luminal population (Supplementary Figure S4). These results support Srebf1 as a key transcription factor regulating the functional differentiation of luminal epithelial cells and identifies novel targets in the cholesterol biosynthesis pathway.

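*Idi1* (ENSMUSG00000058258) was at 13.9 ± 6.29 CPM (SD, n = 3) at L3 and 12.9 ± 8.58 CPM (SD, n = 3) at L10 in luminal cells, and 7.25 ± 5.88 CPM (SD, n = 3) at L3 in basal cells. Its luminal log2 fold change in lactation was 1.74 (standard error 0.26, adjusted p = 2.6e-06, 3.8e-06 with the sort block), and the log2 fold change of lactating basal against luminal cells was -1.39 (standard error 0.34, adjusted p = 0.0007, 0.00017 with the sort block). *Mvd* (ENSMUSG00000006517), at 19.2 ± 5.19 CPM (SD, n = 3) at L3, rose by 1.05 (standard error 0.27, adjusted p = 0.0025, 0.0016 with the sort block) and differed between the cell types by -3.15 (standard error 0.34, adjusted p = 9.5e-10, 3e-11 with the sort block). *Pmvk* (ENSMUSG00000027952), at 49.6 ± 11.9 CPM (SD, n = 3), rose by 1.48 (standard error 0.24, adjusted p = 1e-05, 9e-06 with the sort block) and differed by -1.76 (standard error 0.31, adjusted p = 1.1e-05, 1.2e-06 with the sort block).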

As expected, lactation in the basal epithelium is primarily characterized by the upregulation of muscle contractile genes (FDR = 1.25 × 10^−14^, Fig. 3a and Supplementary Table S4). We observed enrichment for adrenoceptors, specifically α1- and α2-adrenoceptors (*Adra1b*, *Adra1d*, *Adra2a*, *Adra2b* and *Adra2c*). 

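Of the 5 receptor genes, *Adra1b* (ENSMUSG00000050541) had the largest change in lactating basal cells, a log2 fold change of 3.20 (standard error 0.22, adjusted p = 2.4e-13, 3.1e-13 with the sort block) against the remaining basal time points. It reached 29.9 ± 12.6 CPM (SD, n = 2) at L10, compared with 0.102 ± 0.112 CPM (SD, n = 3) at W10, which is under the level of 3 reads. In luminal cells it was at most 0.252 CPM on average. The changes were 2.35 (standard error 0.34, adjusted p = 7.3e-07, 9.4e-07 with the sort block) for *Adra1d* (ENSMUSG00000027335), 2.18 (standard error 0.36, adjusted p = 6.9e-06, 1.3e-05 with the sort block) for *Adra2a* (ENSMUSG00000033717), 1.59 (standard error 0.29, adjusted p = 2.7e-05, 2.9e-05 with the sort block) for *Adra2b* (ENSMUSG00000058620) and 1.41 (standard error 0.21, adjusted p = 1.8e-06, 2e-06 with the sort block) for *Adra2c* (ENSMUSG00000045318). The replicates were far apart, with *Adra2a* at 9 to 56.1 CPM in the 2 basal libraries of L10 and *Adra1d* at 0.241 to 15 CPM in the 3 of L3.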

Additionally, we found an enrichment of genes involved in Gα_q_ signaling events and PLCβ mediated events (FDR = 2.37 × 10^−3^ and 5.35 × 10^−4^, respectively Supplementary Table S4), primary downstream mediators of α1-adrenoceptor signaling^58^. Considering these findings and their established contractile function in smooth muscle cells^59^, we propose that α-adrenoceptors also play a role in regulating myoepithelial cell contraction. We also identified a novel, significant association with genes implicated in cell junction organization (Fig. 3a). 

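For the 17 cell junction genes that the paper names, log2 fold changes in lactating basal cells against the remaining basal time points ran from 1.02 to 3.79, with a median of 1.65. A total of 16 were called, with or without the sort as a block, and 17 passed when the FDR was taken over the 17 genes alone, which shows no stability because the genes are the paper's own calls on these data. All 17 were higher in basal than in luminal cells during lactation. The gene not called was *Flnc*. In 14 genes the highest basal mean was at L3 or L10, while *Cadm3*, *Cdh5* and *Parvb* had it at Id2. In the 3 fits that each left out a basal L3 library, 12 to 16 genes were called. RNA of endothelial and pericyte marker genes was also higher in these libraries, with median log2 differences of 2.14 and 3.41.

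**Figure D4:**
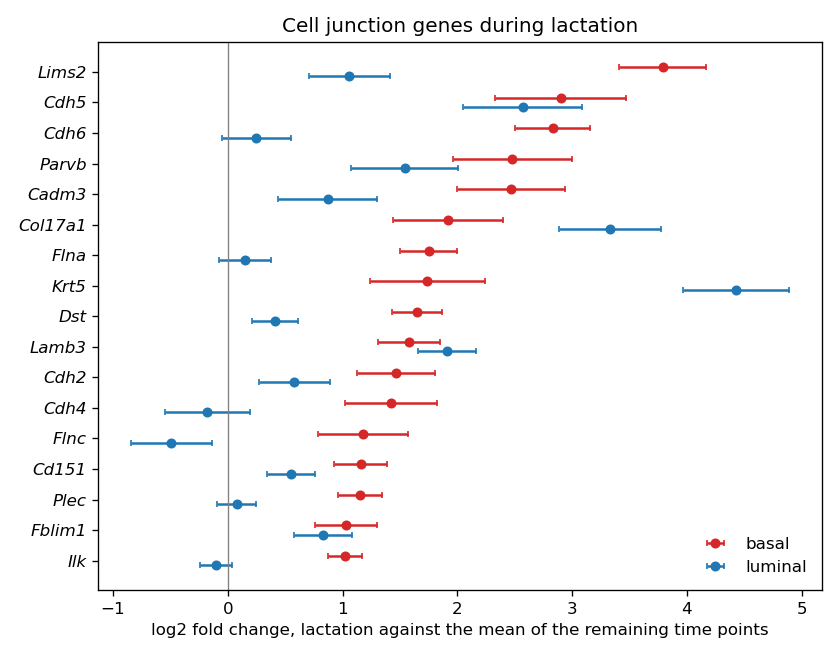
Log2 fold change of the 17 cell junction genes in lactation against the mean of the remaining time points, in basal (red) and luminal (blue) cells, with bars of 1 standard error. In basal cells every point is above 0, from 1.02 for *Ilk* to 3.79 for *Lims2*.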

The expression trajectories of the genes within this pathway demonstrated that they are specifically upregulated in the basal population during lactation (L3 and L10 time points, Fig. 3b). Functional interaction analysis revealed that several genes involved in adherens junction and cell-extracellular matrix (ECM) interactions (including type1 hemidesmosome assembly) were upregulated specifically during lactation in the basal cells (Fig. 3c, left and right boxes respectively). Adherens junction gene enrichment was centered on the identification of several cadherins (*Cdh2*, *Cdh4*, *Cdh5* and *Cdh6*), filamins (*Flna* and *Flnc*) and the filamin binding protein (*Fblim1*), which links the structural and motile functions of the actin cytoskeleton to cellular signaling^60^,^61^. 

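*Cdh2* (ENSMUSG00000024304) was at 75.2 ± 20.9 CPM (SD, n = 3) at L3 and 33.9 ± 10.2 CPM (SD, n = 3) at W10 in basal cells, with a log2 fold change in lactation of 1.47 (standard error 0.34, adjusted p = 0.00061, 0.00039 with the sort block) from limma. *Cdh6* (ENSMUSG00000039385) rose more, by 2.83 (standard error 0.33, adjusted p = 1.7e-08, 2.2e-08 with the sort block), and was near 0 in luminal cells. *Cdh4* (ENSMUSG00000000305) rose by 1.42 (standard error 0.4, adjusted p = 0.0044, 0.0047 with the sort block), with the 3 basal L3 libraries at 1.04 to 43.1 CPM. *Cdh5* (ENSMUSG00000031871) rose by 2.90 (standard error 0.57, adjusted p = 0.0001, 0.00013 with the sort block), but was highest at Id2, where the 3 basal libraries were at 122 to 4160 CPM. Over the 22 basal libraries, its deviations from the time point means followed those of the endothelial marker list, of which it is not a member, with Pearson r = 0.96 (permutation p = 3e-05, adjusted 0.0003) and Spearman rho = 0.94 (permutation p = 7e-05, adjusted 0.0007), and r was 0.90 without the 2 libraries farthest from the median of the list (10 relations were computed between genes and lists). *Flna* (ENSMUSG00000031328) rose by 1.75 (standard error 0.25, adjusted p = 6e-07, 4.1e-07 with the sort block) to 5920 ± 1810 CPM (SD, n = 3) at L3, and *Fblim1* (ENSMUSG00000006219) by 1.03 (standard error 0.27, adjusted p = 0.0022, 0.0029 with the sort block). *Flnc* (ENSMUSG00000068699) did not pass, with 1.18 (standard error 0.39, adjusted p = 0.014, 0.015 with the sort block).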

The enrichment of genes involved in cell-ECM revolved around the identification of the lactation-specific upregulation of the ILK-PINCH-Parvin (IPP) complex (*Ilk*, *Lims2* and *Parvb*). 

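*Lims2* (ENSMUSG00000024395) was at 108 ± 21.8 CPM (SD, n = 3) at L3, 187 ± 10.2 CPM (SD, n = 2) at L10 and 1.91 ± 1.04 CPM (SD, n = 3) at P3.5 in basal cells. Its log2 fold change in lactation was 3.79 (standard error 0.38, adjusted p = 6e-10, 1.2e-09 with the sort block). *Parvb* (ENSMUSG00000022438) rose by 2.48 (standard error 0.52, adjusted p = 0.00021, 0.00043 with the sort block), to 47.2 ± 2.16 CPM (SD, n = 2) at L10, and had its highest mean at Id2 (144 ± 222 CPM (SD, n = 3)). *Ilk* (ENSMUSG00000030890) rose by 1.02 (standard error 0.15, adjusted p = 1.3e-06, 1.3e-06 with the sort block), to 2.78 ± 1.54 CPM (SD, n = 3) at L3, and the 3 luminal L3 libraries list it at 0. In the annotation used here for names, 87% of the exon bases of *Ilk* overlap the genes *Taf10* and *Rrp8*, so the count of *Ilk* is uncertain. Over the 22 basal libraries, deviations of *Lims2* from its time point means followed the pericyte marker list with Pearson r = 0.58 (permutation p = 0.023, adjusted 0.029) and Spearman rho = 0.58 (permutation p = 0.017, adjusted 0.021), and r was 0.61 without the 2 libraries farthest from the median of the list. For *Parvb* and the endothelial marker list the values were Pearson r = 0.85 (permutation p = 0.0049, adjusted 0.0069) and Spearman rho = 0.68 (permutation p = 0.0077, adjusted 0.013), and r was 0.60 without the 2 libraries farthest from the median of the list.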

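In basal cells *Itgb1* was at 805 ± 47.1 CPM (SD, n = 3) at L3 and 887 ± 83.2 CPM (SD, n = 2) at L10, above 549 ± 63.3 CPM (SD, n = 3) at W10. Its log2 fold change in lactation against the remaining basal time points was 0.67 (standard error 0.14, adjusted p = 0.00021, 0.00024 with the sort block), which is below the threshold of 2-fold. Luminal cells were at 279 ± 38.2 CPM (SD, n = 3) at L3.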

IPP functions through its interaction with β1 integrin (*Itgb1*), also expressed in basal cells during lactation (Fig. 3c), and has been proposed to function as a bridge between cell adhesion and differentiation in the developing mammary gland^62^. Collectively, we identified novel receptors and cell-cell as well as cell-ECM interacting partners that are central to the function of basal cells during lactation.

### Luminal and Basal Epithelial Cells Have Independent Roles in Coordinating Tissue Remodeling During Early Involution

Early involution is characterized by an increased expression of genes involved in iron uptake, solute transport, by SLC (solute carrier) transporters, phagosomal maturation and endocytosis in the luminal cells (Supplementary Figure S4 and Table S4). The increase in iron uptake and solute transport supports previous associations between iron metabolism and apoptosis during mammary gland involution^63^,^64^. Lactoferrin (*Ltf*) binds and transports iron and functions in silencing casein milk proteins during early involution^65^. Consistent with previous reports, we found that this gene is also upregulated in the luminal cells during early involution (Supplementary Figure S2)^34^,^63^. 

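*Ltf* (ENSMUSG00000032496) was at 17500 ± 3630 CPM (SD, n = 3) in luminal cells at Id2, 8280 ± 2340 CPM (SD, n = 3) at L3 and 624 ± 257 CPM (SD, n = 3) at W10. The log2 fold change at Id2 against the mean of the remaining luminal time points was 4.22 (standard error 0.57, adjusted p = 7.1e-07, 3e-07 with the sort block) from limma. In basal cells it rose as well, by 3.52 (standard error 0.57, adjusted p = 8.9e-06, 4.1e-06 with the sort block), to 1260 ± 728 CPM (SD, n = 3).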

The upregulation of phagosomal and endocytosis related genes support recent studies demonstrating that autophagic machinery proteins in mammary epithelial cells regulate phagocytic clearance of dead cells during involution^66^. We identified key vacuolar ATPase (V-ATPase) components, an enzyme located on the plasma membrane and important in phagocytosis, as being upregulated specifically during early involution in the luminal cells (Supplementary Figure S4). Furthermore, we demonstrated that other proteins within the complex, as well as members of the NADPH-oxidase enzyme complex, are expressed in luminal cells during early involution (Supplementary Figure S4). This data supports a role for luminal epithelial cells in the clearing of both nutrients and cells from the epithelial lumen.

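The 6 V-ATPase genes named for this stage were all called higher at Id2 than in the mean of the remaining luminal time points, with or without the sort block, and all had their highest luminal mean at Id2. Their log2 fold changes ranged from 1.13 to 4.22, with a median of 1.31. *Atp6v0a2* (ENSMUSG00000038023) was at 328 ± 70.1 CPM (SD, n = 3) at Id2 and 175 ± 43 CPM (SD, n = 3) at L10, a change of 1.47 (standard error 0.17, adjusted p = 3.5e-08, 2.4e-08 with the sort block). *Atp6v1a* (ENSMUSG00000052459) was at 584 ± 58.9 CPM (SD, n = 3) and 310 ± 60.5 CPM (SD, n = 3), a change of 1.26 (standard error 0.19, adjusted p = 3.7e-06, 2.9e-06 with the sort block). Against each of the other time points separately, 0 of the 6 were called in every comparison. With a luminal Id2 library left out, 5 or 6 were called.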

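*Atp6v0b* and *Atp6v0e* reached 81.9 ± 6.32 CPM (SD, n = 3) and 186 ± 37.3 CPM (SD, n = 3) in luminal cells at Id2, and *Atp6v0c* 19.4 ± 3.85 CPM (SD, n = 3). Of the NADPH oxidase genes, *Cybb* (ENSMUSG00000015340) was at 28.3 ± 19.8 CPM (SD, n = 3) in luminal cells, a log2 fold change of 2.90 (standard error 0.56, adjusted p = 0.00017, 0.00035 with the sort block) against the remaining luminal time points, and at 62.1 ± 85.2 CPM (SD, n = 3) in basal cells. *Ncf4* (ENSMUSG00000071715) was at 1.39 ± 0.952 CPM (SD, n = 3), with 1.13 (standard error 0.17, adjusted p = 6.2e-06, 5.7e-06 with the sort block). *Cyba* (ENSMUSG00000006519) was at 13.4 ± 4.22 CPM (SD, n = 3), and its change of -0.66 (standard error 0.3, adjusted p = 0.11, 0.12 with the sort block) was not called. RNA of immune marker genes was higher in the luminal libraries of Id2 than in the other luminal libraries by a median log2 difference of 2.13.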

Involution day 2 in the basal cells was largely characterized by the upregulation of tissue remodeling genes, such as those involved in platelet activation and aggregation, degradation of the extracellular matrix (ECM) and collagen formation (Fig. 3d). 

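Of the 34 genes of collagen formation and ECM degradation named for basal cells at Id2, 27 were called higher at Id2 than in the mean of the remaining basal time points, and 28 with the sort as a block. All 34 fold changes were above 0, from 0.86 to 6.16 on the log2 scale with a median of 2.57, and 30 genes were higher in basal than in luminal cells. On the log2 scale 29 had their highest basal mean at Id2, while *Ctsk* and *Dcn* had it at P14.5, *Adamts14* and *Adamts2* at L10 and *Col27a1* at L3. The 7 not called were *Adamts2*, *Col27a1*, *Col8a2*, *Dcn*, *Lepre1*, *Leprel2* and *Serpinh1*. *Col1a1* (ENSMUSG00000001506) rose by 4.76 (standard error 0.89, adjusted p = 6.2e-05, 2.3e-05 with the sort block), to 11100 ± 14500 CPM (SD, n = 3), and the 3 libraries were far apart at 1150 to 27800 CPM. The result depended on single libraries, as 13 to 31 genes were called in the 3 fits that each left out a basal Id2 library. A fibroblast marker list was higher in the same libraries by a median log2 difference of 3.06.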

We observed a significant overlap in the degradation of the extracellular matrix and collagen formation genes, suggesting a coordinated role in the breakdown and reformation of the ECM during the second day of involution. 

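At Id2 in basal cells, *Hspg2* (ENSMUSG00000028763) was at 2980 ± 969 CPM (SD, n = 3) and rose by 1.49 (standard error 0.25, adjusted p = 1.5e-05, 1.2e-05 with the sort block) on the log2 scale against the remaining basal time points. It was above luminal cells by 3.94 (standard error 0.33, adjusted p = 9.5e-11, 2.5e-12 with the sort block). *Ctsk* (ENSMUSG00000028111), at 56.3 ± 66.8 CPM (SD, n = 3) with libraries at 8.59 to 133 CPM, rose by 2.58 (standard error 0.58, adjusted p = 0.00056, 0.00037 with the sort block) and was above luminal cells by 3.47 (standard error 0.75, adjusted p = 0.00039, 5.9e-05 with the sort block). *Pcolce* (ENSMUSG00000029718), at 432 ± 437 CPM (SD, n = 3), rose by 2.67 (standard error 0.46, adjusted p = 1.8e-05, 2.1e-05 with the sort block) and was above luminal cells by 3.00 (standard error 0.6, adjusted p = 0.00014, 3e-05 with the sort block). *Tll1* (ENSMUSG00000053626) was at 9.4 to 266 CPM in the 3 libraries and rose by 2.45 (standard error 0.63, adjusted p = 0.0022, 0.0024 with the sort block). It differed from luminal cells by 2.74 (standard error 0.82, adjusted p = 0.0084, 0.0033 with the sort block). Over the 22 basal libraries, the deviations of *Ctsk* from its time point means followed the fibroblast marker list with Pearson r = 0.91 (permutation p = 0.0011, adjusted 0.0033) and Spearman rho = 0.85 (permutation p = 0.0014, adjusted 0.0035), and r was 0.81 without the 2 libraries farthest from the median of the list. The values for *Pcolce* were Pearson r = 0.87 (permutation p = 0.0019, adjusted 0.0037) and Spearman rho = 0.79 (permutation p = 0.0026, adjusted 0.0052), and r was 0.75 without the 2 libraries farthest from the median of the list. Those for *Tll1* were Pearson r = 0.06 (permutation p = 0.92, adjusted 0.93) and Spearman rho = 0.31 (permutation p = 0.33, adjusted 0.36), and r was 0.10 without the 2 libraries farthest from the median of the list.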

Specifically, we identify cathepsin K (*Ctsk*), perlecan (*Hspg2*), procollagen C-endopeptidase enhancer (*Pcolce*) and tolloid-like1 (*Tll1*) as novel regulators of the tissue remodeling process expressed by the basal epithelium (Fig. 3e,f). Together, this data supports a model for the second phase of involution in which luminal cells regulate the clearance of dead cells and debris, while the basal cells regulate the physical process of tissue remodeling.

### Opposing Igf1r and Insr Function in Basal Cells

To further characterize our cell populations during development and identify potential population-specific gene expression changes that may be significant in tumorigenic processes we conducted a gene set enrichment analysis (GSEA) by comparing our spatio-temporal gene sets (separating the up- and down-regulated genes) to a published database comprising expression data from 24 different mouse models for breast cancer (Fig. 4a)^67^. When we set a cutoff of a FDR of 0.05, we found a significant enrichment of genes upregulated in the basal population during lactation and downregulated in the insulin-like growth factor 1 receptor (Igf1r) overexpression mouse model relative to the other tumor models. Igf1r has been shown to be necessary for normal alveolar proliferation and differentiation during pregnancy^68^. However, a basal cell specific function for Igf1r has yet to be established. We hypothesized that Igf1r signaling is diminished in the basal cells during lactation to inhibit proliferation and promote terminal cellular differentiation. To gain insight into a potential function of Igf1r in the basal epithelium during lactation, we observed the expression trajectories of Igf1r signaling associated genes and conducted a GO analysis on the identified gene targets. Our trajectory analysis demonstrates though that Igf1r was consistently expressed throughout development in both cell populations (Supplementary Figure S5). 

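*Igf1r* (ENSMUSG00000005533) was between 15.4 CPM at Id2 and 37 CPM at P3.5 in luminal cells, as means of 3 libraries, and between 70.2 at Id2 and 146 at W10 in basal cells. Its change in lactation against the remaining time points was 0.15 (standard error 0.24, adjusted p = 0.66, 0.68 with the sort block) in basal cells and -0.20 (standard error 0.22, adjusted p = 0.55, 0.55 with the sort block) in luminal cells, and the difference between these changes was 0.35 (standard error 0.33, adjusted p = 0.5, 0.45 with the sort block). In the fits that left out a luminal lactation library, the luminal change lay between -0.46 and 0.07.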

The basal specific expression of various insulin-like growth factor binding proteins (Igfbps 2, 4 and 6) and the inhibitor of Igf1r signaling, *Grb10*, suggested that these factors may restrict the signal transduction of Igf1r in the basal cells during lactation. 

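In lactation, *Igfbp2* (ENSMUSG00000039323) was above luminal cells in basal cells by a log2 fold change of 4.78 (standard error 0.58, adjusted p = 8.7e-09, 7.3e-10 with the sort block), *Igfbp4* (ENSMUSG00000017493) by 3.07 (standard error 0.41, adjusted p = 6.7e-08, 1.4e-08 with the sort block) and *Igfbp6* (ENSMUSG00000023046) by 4.42 (standard error 0.42, adjusted p = 3.1e-11, 3.1e-12 with the sort block). *Igfbp2* was at 426 ± 242 CPM (SD, n = 3) in basal and 14 ± 10.5 CPM (SD, n = 3) in luminal cells at L3. *Grb10* (ENSMUSG00000020176) was above luminal cells by 1.59 (standard error 0.31, adjusted p = 4.1e-05, 1.5e-05 with the sort block), and it was higher in luminal than in basal cells at P3.5, at 39.4 ± 2.97 CPM (SD, n = 3) against 4.24 ± 1.64 CPM (SD, n = 3). Its highest basal mean was at Id2 (210 ± 79.3 CPM (SD, n = 3)).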

GO analysis of the targets downregulated by Igf1r signaling (n = 339 L10, n = 422 lactation and n = 304 overlapping genes) and upregulated during lactation revealed that many of these genes are involved in development and differentiation processes (Supplementary Table S5). 

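Of the 26 transcription factor genes listed for lactating basal cells, 25 were called higher than in the remaining basal time points, with or without the sort as a block. The log2 fold changes ran from 0.74 to 4.19, with a median of 2.33, and all 26 were higher in basal than in luminal cells during lactation. The largest was *Tbx5*, with 4.19 (standard error 0.41, adjusted p = 3.2e-10, 3e-10 with the sort block). *Nfatc1* (ENSMUSG00000033016) rose by 1.28 (standard error 0.17, adjusted p = 2.9e-07, 3e-07 with the sort block) and *Klf4* (ENSMUSG00000003032) by 1.19 (standard error 0.22, adjusted p = 5.1e-05, 4.8e-05 with the sort block). *Hoxa2* (ENSMUSG00000014704) stayed under 2-fold, with 0.74 (standard error 0.11, adjusted p = 2.6e-06, 3.4e-06 with the sort block), at 2.03 ± 0.588 CPM (SD, n = 2) at L10. On the log2 scale, the highest basal mean of 22 genes was at L3 or L10, while *Ebf1*, *Hoxc8*, *Nr2f2* and *Tbx15* had it at Id2. The 3 fits without a basal L3 library called 24 or 25.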

Analysis of the molecular functions of these genes based on their GO reveals that 26 of the 304 overlapping genes identified are classified as transcription factors including members of the Homeobox (Hox), T-box (Tbx), nuclear factor of activated T cells (Nfatc) and Kruppel-like factor (Klf) families of transcription factors (Supplementary Tables S6). Taken together, these data support a model in which Igf1r signaling promotes proliferation during earlier mammary development and this signaling is inhibited specifically in basal cells during lactation (possibly through Grb10 and Igfbp activity) to promote the expression of genes important for promoting cellular differentiation.

Additionally, we observed upregulation of *Insr* (insulin receptor), the insulin receptor substrates (*Irs1/2*) and *Igf2* during lactogenesis. 

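Over P14.5, L3 and L10 against the remaining time points, *Igf2* (ENSMUSG00000048583) rose by 4.49 (standard error 0.42, adjusted p = 4.6e-10, 3.2e-10 with the sort block) in basal and 3.68 (standard error 0.38, adjusted p = 6e-09, 2.8e-09 with the sort block) in luminal cells. The basal changes of *Insr* (ENSMUSG00000005534), *Irs1* (ENSMUSG00000055980) and *Irs2* (ENSMUSG00000038894) were 0.26 (standard error 0.25, adjusted p = 0.45, 0.48 with the sort block), 0.59 (standard error 0.28, adjusted p = 0.1, 0.12 with the sort block) and 0.80 (standard error 0.28, adjusted p = 0.027, 0.022 with the sort block). Their luminal changes were 0.32, 0.21 and 0.44, and none of these was called. *Insr* was highest at Id2, at 634 ± 818 CPM (SD, n = 3) in basal cells, where its libraries were at 127 to 1580 CPM. Part of the exon bases of *Igf2* and *Irs1* overlap other annotated genes, so their reads are uncertain.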

Considering that Igf2 regulates alveologenesis and Igf2 binds to the A isoform of the Ir expressed in MECs^69^, we propose that local Igf2 promotes differentiation through Ir/Irs signaling^70^,^71^,^72^. Collectively, these findings support previous studies demonstrating that Igf1r promotes and regulates proliferation during early pregnancy, while Ir (insulin receptor) inhibits proliferation and promotes differentiation during lactogenesis^68^,^73^.

### ATX-LPA Axis is Activated in Basal Cells During Early Pregnancy and Involution

As the autotaxin–lysophosphatidic acid (ATX-LPA) signaling axis is one of the important survival factors and contributes to tumorigenesis, we investigated this further. We detected a significant correlation between the gene set downregulated in the basal cells during early involution and downregulated in the LPA receptor overexpression model (Fig. 4a). This suggests that LPA receptor signaling activation may take place during early involution. Given our initial discovery that GPCR signaling is important during lactogenesis and involution in the basal epithelial compartment and the fact that LPA receptors are GPCRs, we investigated their association with early involution further. To determine which receptor may be activated, we assessed the expression of the three LPA receptors overexpressed in the murine breast cancer model and *Enpp2* (ATX) at the gene expression and protein levels. 

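Over all time points, *Enpp2* (ENSMUSG00000022425) was above luminal cells in basal cells by a log2 fold change of 2.70 (standard error 0.35, adjusted p = 1.3e-08, 1.3e-09 with the sort block). Its highest basal mean was at P14.5 (90.9 ± 5.2 CPM (SD, n = 2)), followed by Id2 (38.3 ± 19.5 CPM (SD, n = 3)) and L3 (38.2 ± 53.8 CPM (SD, n = 3)), where the libraries were at 2.65 to 100 CPM. The change at P14.5 against the remaining basal time points was 2.70 (standard error 0.86, adjusted p = 0.13, 0.11 with the sort block), and against each time point separately 0 of 7 comparisons were called, with log2 fold changes from 1.34 against Id2 to 4.08 against W10. The difference between the basal and luminal change was 2.32 (standard error 1.1, adjusted p = 0.46, 0.3 with the sort block). Over the 22 basal libraries, its deviations from the time point means followed the fibroblast marker list with Pearson r = 0.76 (permutation p = 0.00036, adjusted 0.0018) and Spearman rho = 0.75 (permutation p = 0.0013, adjusted 0.0035), and r was 0.66 without the 2 libraries farthest from the median of the list.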

We found that *Enpp2* is expressed specifically in the basal population with the highest induction during late pregnancy and into early involution (Supplementary Figure S6). 

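*Lpar1* (ENSMUSG00000038668) was at 95.4 ± 115 CPM (SD, n = 3) in basal and 10.1 ± 8.15 CPM (SD, n = 3) in luminal cells at Id2, and next highest in basal cells at P14.5 (21.3 ± 8.72 CPM (SD, n = 2)). Its log2 fold change at Id2 against the remaining basal time points was 2.97 (standard error 0.54, adjusted p = 4.3e-05, 3.1e-05 with the sort block), and it was called against 6 of the other 7, the exception being P14.5 (1.18, adjusted p = 0.35). Basal cells were above luminal cells by 2.48 (standard error 0.71, adjusted p = 0.0057, 0.0017 with the sort block), and the difference between the basal and luminal changes was 1.31 (standard error 0.76, adjusted p = 0.26, 0.17 with the sort block). The 3 basal Id2 libraries were at 8.59 to 225 CPM, and with each of them left out the change was between 1.86 and 4.14. Over the 22 basal libraries, *Lpar1* followed the fibroblast marker list within time points with Pearson r = 0.84 (permutation p = 0.0045, adjusted 0.0069) and Spearman rho = 0.70 (permutation p = 0.0098, adjusted 0.014), and r was 0.68 without the 2 libraries farthest from the median of the list. For *Lpar2* (ENSMUSG00000031861) the difference between the cell types over all time points was not called, with -0.06 (standard error 0.16, adjusted p = 0.78, 0.8 with the sort block), but at Id2 basal cells were lower, with -1.78 (standard error 0.44, adjusted p = 0.0016, 0.00049 with the sort block).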

Of the LPA receptors, *Lpar1* is uniquely upregulated during early involution in the basal population (Supplementary Figure S6). We confirmed this expression at the protein level and demonstrate that cells with high levels of cytokeratin 14 (K14^hi^) express Lpar1 at a higher level than K14 low expressing cells (K14^lo^) (Supplementary Figure S6). This suggests a potential function for Lpar1 during early involution.

The other LPA receptor expressed in the mammary epithelium, *Lpar3*, was specifically upregulated during early pregnancy in the basal epithelial population (Fig. 4b). 

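*Lpar3* (ENSMUSG00000036832) was at 9.65 ± 1.48 CPM (SD, n = 3) in basal cells at P3.5, followed by 2.31 ± 0.962 CPM (SD, n = 3) at Iw4 and 1.33 ± 0.701 CPM (SD, n = 3) at M4, and the 3 basal libraries of Id2 list it at 0. Its log2 fold change at P3.5 against the remaining basal time points was 2.67 (standard error 0.24, adjusted p = 5.7e-10, 9e-10 with the sort block) from limma. It was called against each of the other 7 time points, with the smallest difference against Iw4 (1.72, adjusted p = 0.00064). In luminal cells the change at P3.5 was -0.07 (standard error 0.24, adjusted p = 0.91, 0.92 with the sort block), and the difference between the basal and the luminal change was 2.75 (standard error 0.34, adjusted p = 2.4e-06, 3.7e-07 with the sort block). With each basal P3.5 library left out, the basal change was between 2.58 and 2.78. Because of this timing in basal cells, the paper followed *Lpar3* further.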

Because of the specific timing of expression in basal cells, we investigated this gene further. To confirm the expression pattern at the protein level, we used confocal microscopy to test for Lpar3 expression in early pregnancy (P3.5) and week 10 (W10) mammary tissues. We observed low levels of Lpar3 (Lpar3^lo^) throughout the mammary epithelium (Supplementary Figure S7). However, a subset of cells demonstrated high levels of Lpar3 expression (Lpar3^hi^) irrespective of K14 levels, suggesting the presence of a LPA responsive subpopulation of cells (Supplementary Figure S7). There were no detectable Lpar3^hi^ or Lpar3^lo^ regions of interest (ROIs) in the non-primary antibody negative control, and we did not detect these staining patterns in the W10 tissue, supporting that the Lpar3 staining is accurately reflective of expression status (Supplementary Figure S7). 

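At P3.5, *Lpar3* was at 0.371 ± 0.122 CPM (SD, n = 3) in luminal cells, and 3 reads in these libraries are worth 0.191 to 0.244 CPM. The difference of basal from luminal cells at P3.5 was 2.95 (standard error 0.31, adjusted p = 3.2e-09, 3.4e-10 with the sort block) on the log2 scale. The highest luminal mean was at L10, with 1.91 ± 0.728 CPM (SD, n = 3) and all 3 libraries above 1 CPM, and the lowest was 0.0678 CPM at Id2.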

We did not detect any *Lpar3* transcript in our enriched luminal population (Fig. 4b); therefore the Lpar3^hi^ cells sort with the basal population during early pregnancy.

To further characterize the basal cell specific activity of the LPA receptor, we exposed normal spontaneously immortalized human mammary basal cells (HME50)^74^ to LPA in culture for 24 to 72 hrs. LPA exposure in HME50 cells significantly delays growth (p = 8.4108 × 10^−8^) (Fig. 4c) and prompts extensive morphological changes in the 2D pattern of cell growth suggestive of *in vitro* differentiation that is evident as early as 24 hr (Fig. 4d, top row). Mock treated HME50 cells display the typical morphology of elongated myoepithelial cells, while LPA treated cells have a more cuboidal morphology characteristic of cells generating polarized epithelia. In addition, LPA exposure induces the formation of protrusion resembling lamellipodia, the cytoplasmic sheets that extended at the front of migrating cells (Fig. 4d, top row, bottom left inserts). Staining for luminal K18 and basal K14 specific markers show a significant increase in the expression of the luminal marker K18 in LPA exposed basal cells when compared to the mock treated control cells with some cells expressing both K18 and K14 markers suggesting the expression of markers for both epithelial cell lineages (Fig. 4e,f). To confirm that basal HME50 cells exposed to LPA undergo a differentiation switch, we measured the expression levels of two well characterized mammary epithelial luminal differentiation markers, Forkhead Box A1 (*FOXA1*) and Mucin1 (*MUC1*), as well as three genes known to be expressed in cells primed for milk production, E74 Like ETS Transcription Factor 5 (ELF5), Milk Fat Globule-EGF Factor 8 Protein (*MFG-E8*) and Lactotransferrin (*LTF*) (Fig. 4g). LPA exposure of HME50 cells for 48 hrs induces a significant up-regulation of both luminal differentiation markers tested (*FOXA1*, 8.1^+/−^ 2.2 fold, *MUC1* 16^+/−^ 5.3 fold); the milk production marker *MFG-E8* was also significantly up-regulated (2.4^+/−^ 0.1 fold) while *LFT* showed a trend for up-regulation but the difference did not reach statistical significance (1.6^+/−^ 0.34 fold). *ELF5* did not show differential expression (0.9^+/−^ 0.13 folds). Collectively, our data suggest that under these experimental conditions, LPA exposure reduces proliferation and prompts the differentiation of the basal population. As milk production genes were upregulated, these data support that LPA may contribute to the differentiation observed during pregnancy.

LPA is a small, ubiquitous phospholipid that acts as an extracellular signaling molecule by binding to and activating at least six known G protein-coupled receptors LPAR1 to LPAR6. All six LPAR genes are expressed in HME50 cells (Supplementary Figure S7) with *LPAR1*, *LPAR2* and *LPAR6* expressed at higher levels in non-LPA treated HME50 cells. Upon LPA exposure (48 hr) *LPAR3* alone becomes significantly up-regulated at the mRNA level relative to mock treated controls (p = 0.0083) (Fig. 4h). We next used small interfering RNA (siRNA) using a combined pool of four different individual siRNAs to silence the expression of *LPAR3* in HME50 basal cells. We confirmed that 48 hr post transfection *LPAR3* mRNA levels were down-regulated ~70% relative to mock treated HME50 cells (~30% after 24 hr, Supplementary Figure S7). Morphologically, *LPAR3* down-regulation impairs the LPA induced morphological changes observed in wild-type and mock transfected cells (Fig. 4d bottom row), suggesting that under our experimental conditions LPAR3 is a key mediator of the morphological differentiation switch induced by LPA. To confirm that LPAR3 indeed mediates the LPA induced differentiation in HME50 cells, we measured the levels of expression of the luminal markers *FOXA1* and *MUC1* as well as that of the milk production genes *ELF5*, *MFG-E8*, and *LTF* in siLPAR3 treated cells. We observed a significant reduction in the induction of mRNA levels for *FOXA1* and *MUC1* siLPAR3 treated relative to siScramble cells (*FOXA1* 1.4 versus 2.6 fold, and *MUC1* 5.7 versus 13.7 fold change relative to mock treated controls, p = 0.0303 and p = 0.045 respectively) (Fig. 4i). We also tested for a potential reduction in the mRNA levels of the milk production genes *ELF5*, *MFG-E8* and *LTF*, but we did not observe a significant inhibition in their LPA induced activation (data not shown).

Our breast cancer mouse model analysis revealed a slightly significant association between genes upregulated in P3.5 basal cells and with Wnt overexpression. We, therefore, hypothesized that this subpopulation of cells may have active β-catenin signaling, given that LPA receptors have been found to promote migration and differentiation through enhanced β-catenin signaling^75^,^76^,^77^. 

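Of the 11 Wnt signaling genes named for basal cells at P3.5, 9 were called higher at P3.5 than in the mean of the remaining basal time points, with or without the sort as a block, and 11 had fold changes above 0, from 0.63 to 2.97 on the log2 scale with a median of 1.74. All 11 were higher in basal than in luminal cells at P3.5. *Tcf7* (ENSMUSG00000000782) was at 193 ± 46 CPM (SD, n = 3) at P3.5, with 2.97 (standard error 0.41, adjusted p = 1.9e-06, 1.8e-06 with the sort block), and *Wnt10a* (ENSMUSG00000026167) at 31.7 ± 11 CPM (SD, n = 3), with 1.79 (standard error 0.42, adjusted p = 0.0015, 0.0011 with the sort block). *Lgr5* (ENSMUSG00000020140) was at 73 ± 42.7 CPM (SD, n = 3) at P3.5 but 169 ± 49.2 CPM (SD, n = 3) at W10, and was not called, with 1.47 (standard error 0.44, adjusted p = 0.012, 0.013 with the sort block). *Amer2* (ENSMUSG00000021986) also had its highest mean at W10 (4.19 ± 1.38 CPM (SD, n = 3)) and stayed under 2-fold, with 0.63 (standard error 0.18, adjusted p = 0.0066, 0.0068 with the sort block). *Sostdc1* was highest at L3 and *Wif1* at Iw4, so 7 of the 11 peaked at P3.5 on the log2 scale. Against each other time point separately, 0 genes were called in every comparison. The 3 fits without a basal P3.5 library each called 6.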

Additionally, our gene ontology analysis revealed a P3.5 basal cell-specific upregulation of Wnt signaling genes (Supplementary Table S3 and Figure S8). We therefore embarked on a dual *in vitro* and *in vivo* approach aimed to better characterize the interaction between LPA receptors and the β-catenin pathway in the mammary epithelium. To determine if LPA is sufficient to induce activation of β-catenin, we examined the nuclear localization of β-catenin in HME50 cells exposed to LPA after serum starvation. LPA exposure for 72 hours is sufficient to trigger translocation of β-catenin from the membrane compartment to the nucleus (Fig. 5a and Supplementary Figure S8).

We next questioned if LPAR3 activity directly mediates β-catenin activation. The protein results suggesting that β-catenin activation takes place in response to LPA exposure were confirmed at the mRNA level, as shown by a significant up-regulation of *LPAR3*, *CTNNB1* and *LEF1* in response to LPA (Supplementary Figure S8). However, both *CTNNB1* and *LEF1* mRNA up-regulation was abrogated in siLPAR3 treated cells (Fig. 5b). The trajectory analysis (Supplementary Figure S8) and *in vitro* results demonstrate that LPAR3 and β-catenin are co-expressed in mammary epithelial cells during early pregnancy and LPA exposure activates β-catenin in basal mammary epithelial cells through LPAR3 signaling. 

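*Ctnnb1* (ENSMUSG00000006932), which encodes β-catenin, was at 518 ± 43.1 CPM (SD, n = 3) in basal cells at P3.5, its highest mean, and 480 ± 44 CPM (SD, n = 3) at M4. The log2 fold change against the remaining basal time points was 0.50 (standard error 0.17, adjusted p = 0.023, 0.02 with the sort block), under 2-fold. Luminal cells at P3.5 were at 387 ± 19.5 CPM (SD, n = 3). Against each time point separately, 0 of 7 comparisons were called.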

To further confirm that β-catenin signaling is active in the basal population during early pregnancy, we conducted an enrichment analysis of our gene sets in a dataset in which β-catenin was constitutively activated resulting in tumor formation (GSE43825). We found a significant enrichment (p < 2.64 × 10^−12^) of genes upregulated throughout pregnancy in the basal population in the genes upregulated due to β-catenin activation even in the earliest stage of tumor formation, small hyperplasia (Fig. 5c). The expression trajectories of these genes are depicted in Supplementary Figure S8. 

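Of the 11 β-catenin target genes shown, 10 were called higher in basal cells at P3.5 than in the remaining basal time points, with or without the sort block. The log2 fold changes ran from 1.03 to 3.22 with a median of 2.09, and all 11 genes were above luminal cells. The largest was *Krt15* (ENSMUSG00000054146), at 1190 ± 263 CPM (SD, n = 3) at P3.5 and 0.441 ± 0.63 CPM (SD, n = 3) at Id2, with 3.22 (standard error 0.49, adjusted p = 7e-06, 7e-06 with the sort block). *Krt14* was not called at this time point. In 9 genes the highest basal mean was at P3.5, while *Wif1* was at 333 ± 60.8 CPM (SD, n = 3) at Iw4 and 225 ± 45.9 CPM (SD, n = 3) at P3.5, and *Sostdc1* at 185 ± 2.17 CPM (SD, n = 3) at L3 and 156 ± 45.9 CPM (SD, n = 3) at P3.5. When a basal P3.5 library was left out, 5 to 7 were called. In comparisons with each other time point separately, 0 of the 11 were called throughout. The remaining time points include Id2, where *Krt15* was near 0.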

To assess β-catenin signaling activation during early pregnancy, we proceeded to analyze mammary glands isolated from TcfLef-H2BGFP transgenic mice at P3.5 and pregnancy day 10.5 (P10.5). The P10.5 time point was selected given that mRNA expression level of *Lef1* and *Tcf7* that peak at P14.5 and P3.5 in basal cells, respectively (Supplementary Figure S8). 

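*Tcf7* was highest in basal cells at P3.5 and was called there against 3 of the other 7 time points, with log2 fold changes from 1.73 against M4 to 5.9 against Id2. *Lef1* (ENSMUSG00000027985) had few reads. Its basal mean was highest at P14.5, at 0.93 ± 1.31 CPM (SD, n = 2) with the 2 libraries at 0 to 1.86 CPM, and next at Id2 (0.809 ± 0.787 CPM (SD, n = 3)). The change at P14.5 against the remaining basal time points was 0.36 (standard error 0.29, adjusted p = 0.66, 0.66 with the sort block), and 0 of 7 comparisons with single time points were called. In luminal cells *Lef1* was called higher at L3, with 1.12 (standard error 0.24, adjusted p = 0.0007, 0.00092 with the sort block).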

Glands from P10.5 mice, not P3.5, show the presence of clusters of cells within the basal compartment with GFP positive nuclei (Fig. 5d, magenta staining) indicative of active β-catenin signaling. GFP positive cells co-localize with Lpar3 positive cells at P10.5 as shown by immunofluorescence (Fig. 5d, merged layers) supporting our proposed model of Lpar3 basal specific activation via β-catenin during the early stages of pregnancy. Collectively, our results support the hypothesis that β-catenin is active during pregnancy in the basal population, and we propose that its activation through Lpar3 signaling events initiate a basal to luminal differentiation process that, during early pregnancy, is necessary to populate the mammary gland with cells of the milk production lineage.

## Discussion

The present work provides the first spatio-temporal transcriptome analysis of the luminal and basal population during mammary gland development. The ultimate goal of our analysis was to profile basal-specific regulatory networks. We present a technical and biological validation of the enrichment of luminal and basal mammary epithelial cells during mammary gland development. We demonstrate that Lin^−^CD24^+^ CD29^lo^ and Lin^−^CD24^+^ CD29^hi^ populations, luminal and basal epithelial cells respectively, consistently express their unique luminal and basal epithelial cell-specific markers throughout development. Finally, we show that the spatio-temporal control of key regulators of mammary gland development reflect their functional activity. The gene sets generated from these analyses have greatly improved our knowledge of regulators of epithelial cell activity throughout the various stages of mammary gland development. We identified over 4,000 basal specific temporally regulated genes, many of which define the identity and function of this largely unexplored cell population. Therefore, the present work provides an unprecedented dataset for the identification of new regulators of known pathways that can be further explored by functional characterization as we have performed here for the LPA signaling pathway.

We observed that the basal population has a more dynamic transcriptional profile than the luminal cells as reflected by the larger number of differentially expressed genes derived from the temporal analysis. We speculate that this could also be due, in part, to differences in population heterogeneity, with the basal population being more homogeneous than the luminal. The finding that the basal gene set is significantly more conserved than the luminal when comparing independently generated mouse and human gene sets supports this hypothesis^39^. The luminal population consists of a mosaic of hormonally responsive cell populations, while the basal population is thought to be composed primarily of myoepithelial cells with a minor stem/progenitor cell population. However, ductal and alveolar myoepithelial cells are structurally distinct and exhibit different expression patterns of smooth muscle cell markers, suggesting that a heterogeneous population of cells is also present within the basal layer^1^,^78^,^79^. Therefore, the data collected thus far do not allow for a definitive understanding as to whether basal epithelial cells are indeed more transcriptionally active, or if this is a reflection of the complexity and heterogeneity of these two main mammary epithelial cell subtypes. This data set, however, can be utilized to identify new markers for further enrichment of specific subpopulations of differentiated and progenitor mammary epithelial cells, making it possible to further explore the differences in transcriptional activity and functionality of these cells.

The transcriptional dynamics of the mammary epithelium throughout development are highly controlled by intrinsic and systemic signaling. Histologically, the basal epithelial cells create a barrier between the luminal epithelium and the surrounding stroma, and may serve as an intermediate of communication between both cellular compartments. During lactation, we observed an upregulation of genes involved in cell-ECM (ILK-PINCH-Parvin (IPP) complex and type I hemidesmosome components). Type I hemidesmosomes maintain the integrity and structure of tissues by linking the basal epithelial cell keratin cytoskeleton to the ECM, yet are able to quickly disassemble to allow for cell division, differentiation and migration^80^. Therefore, it is likely that these genes may be important in maintaining the structural integrity of the mammary epithelium during lactation where the epithelial compartment has drastically expanded and the myoepithelial cells are contracting to push milk through the ducts. Hormonal stimulation from prolactin and β1 integrin interaction with the ECM promotes milk protein production and epithelial cell differentiation through ILK signaling and activation of the Rho GTPase, Rac1^81^,^82^. Activation of Rac1 by ILK could occur through various ILK binding partners (Parvins, PINCH and Paxillin), however the mechanism by which ILK mediateds differentiation has yet to be determined^62^. We found that all genes in the IPP complex are expressed in basal cells during lactation, however we observe a basal population-specific upregulation of *Ilk*, *Lims2* (PINCH2), and *Parvb* (βParvin) suggesting that the ILK functions observed in previous studies are specific to the basal epithelium and occur through ILK/PINCH2 and ILK/βParvin interactions. Furthermore, evidence suggests that PINCH2 is not able to activate Rac1, however βParvin is a direct positive regulator of Rac1 activity^62^. We therefore propose that ILK/βParvin interactions promote Rac1 activity within the basal epithelium resulting in pro-differentiation signaling to the luminal epithelium, while the less understood ILK/PINCH2 interactions require further investigation.

Cell-cell adhesions through adherens junctions are largely mediated by cadherins, a family of proteins important for mediating cell-cell interactions and cell signaling. E- and P-cadherin stabilize the polarized cell shape of the epithelium and maintain the undifferentiated state of the mammary epithelium, respectively^2^,^3^,^83^,^84^. N-cadherin is upregulated in invasive tumors and promotes tumor cell metastasis, however little is known of its function in the normal mammary epithelium (reviewed in ref. 61). We found a basal population specific upregulation of *Cdh2* (N-cadherin) during lactation, supporting a lactation-specific function in this cell layer. Understanding the function of N-cadherin under physiological conditions in the lactating gland may help to better understand its role in tumorigenesis and the progression to metastasis.

We have evidence supporting basal-specific upregulation of α-adrenoceptors during lactation. Oxytocin, released from the pituitary gland, stimulates the contraction of myoepithelial cells by binding to the oxytocin receptor, a GPCR^85^,^86^. Adrenergic receptors (AR) are essential to cardiac physiology and the α_1_-AR subclass (α_1A_-, α_1B_- and α_1D_-AR) signal through coupling to G_q_/11 (Gα_q_) G-proteins and activate phospholipase Cβ1 (PLCβ1), which results in calcium release from intracellular stores and smooth muscle cell contraction^87^. Additionally, we demonstrated a significant enrichment of genes involved in Gα_q_ and PLCβ1 mediated signaling. Due to the well-characterized function of α_1_-ARs in regulating smooth muscle cell contraction, we propose that these receptors may also be responsible for simulating myoepithelial cell contraction. We also observed a basal cell-specific upregulation of α_2_-ARs. Given the cell subtype specific function of ARs and the known potential for AR subclasses to interact, further investigation into the function of these receptors in myoepithelial cells should incorporate both subtypes (reviewed in ref. 88).

Though we observed a basal cell specific association with Igf1r overexpression, all three receptors *Igf1r*, *Igf2r* and *Insr* were expressed in both cell subtypes. The expression patterns across development were relatively consistent when comparing both cell subtypes. This suggests that ligand accessibility and downstream mediators facilitate cell subtype-specific functions of these receptors. As previously reported, we showed that *Igf1* expression was increased in the luminal population during lactation and into early involution, both insulin receptor substrates (*Irs1/2*) increased expression during lactation, and the Igfbps were differentially expressed throughout the developmental time points exhibiting basal cell specificity (with the exception of *Igfbp5*). 

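In lactating luminal cells, *Igf1* (ENSMUSG00000020053) rose by 2.10 (standard error 0.53, adjusted p = 0.0022, 0.0017 with the sort block) on the log2 scale, to 64.7 ± 49.9 CPM (SD, n = 3) at L10. At Id2 it was at 70.4 ± 64.2 CPM (SD, n = 3), with 2.20 (standard error 0.69, adjusted p = 0.016, 0.013 with the sort block), which did not pass the FDR. In lactation *Irs2* rose in basal cells by 1.22 (standard error 0.32, adjusted p = 0.0022, 0.0019 with the sort block), and its luminal change of 0.78 (standard error 0.29, adjusted p = 0.036, 0.035 with the sort block) was not called. The changes of *Irs1* were 0.93 (standard error 0.32, adjusted p = 0.017, 0.017 with the sort block) in basal and 0.77 (standard error 0.29, adjusted p = 0.038, 0.042 with the sort block) in luminal cells, neither of them called. Of the binding proteins, *Igfbp3* (ENSMUSG00000020427) was above luminal cells in basal cells over all time points by 4.55 (standard error 0.19, adjusted p = 6.6e-22, 3.3e-23 with the sort block).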

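In lactating basal cells *Igf2* reached 1560 ± 329 CPM (SD, n = 2) at L10 and 338 ± 163 CPM (SD, n = 3) at L3, against 55.5 ± 45.6 CPM (SD, n = 3) and 63.2 ± 48 CPM (SD, n = 3) in luminal cells. Its log2 fold change against the remaining basal time points was 5.10 (standard error 0.47, adjusted p = 1.1e-10, 7.3e-11 with the sort block), and basal cells were above luminal cells by 3.92 (standard error 0.56, adjusted p = 2.4e-07, 2.5e-08 with the sort block).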

Basal cell specific upregulation of *Igf2* during lactation is consistent with its function as a mediator of morphogenesis during alveologenesis acting as a paracrine factor for the alveolar cells. However, we detected reduced levels of *Prlr* expression in the basal cells during lactation compared with non-pregnant time points (data not shown), suggesting that, in basal cells, *Igf2* expression may not be directly regulated by prolactin as described for mammary epithelial cells as a whole^70^,^71^. 

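*Prlr* (ENSMUSG00000005268) was at 78.6 ± 116 CPM (SD, n = 3) at L3 and 29.6 ± 23.2 CPM (SD, n = 2) at L10 in basal cells, against 247 ± 286 CPM (SD, n = 3) at W10, 219 CPM at Iw4 (3 libraries at 55.1 to 352 CPM), 196 ± 89.5 CPM (SD, n = 3) at M4 and 47.5 ± 13.8 CPM (SD, n = 3) at P3.5. Its basal log2 fold change in lactation against all remaining time points was -1.96 (standard error 0.51, adjusted p = 0.002, 0.0018 with the sort block). In luminal cells it was at 760 ± 277 CPM (SD, n = 3) at L3, higher than in basal cells.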

The upregulation of *Igf2r* during early involution supports a potential function in the turnover of Igf2 after lactation allowing for local *Igf1* mediated signaling during early involution. This turnover is important because, like Igf1, overexpression of Igf2 has been found to delay mammary involution by increasing cell survival^89^. 

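*Igf2r* (ENSMUSG00000023830) was at 618 ± 90.4 CPM (SD, n = 3) in luminal and 408 ± 92.4 CPM (SD, n = 3) in basal cells at Id2, its highest mean in each. The log2 fold change against the remaining time points was 1.61 (standard error 0.15, adjusted p = 3.5e-10, 2.1e-10 with the sort block) in luminal and 1.32 (standard error 0.15, adjusted p = 6.7e-09, 4.1e-09 with the sort block) in basal cells.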

Further functional studies are required to demonstrate these proposed functions *in vivo*.

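In basal cells *Igf1* was at 855 ± 824 CPM (SD, n = 3) at Id2, with the 3 libraries at 224 to 1790 CPM, and at 137 ± 126 CPM (SD, n = 2) at P14.5. The log2 fold change at Id2 against the remaining basal time points was 5.14 (standard error 0.69, adjusted p = 3.1e-07, 1.7e-07 with the sort block), and basal cells were above luminal cells by 3.55 (standard error 0.91, adjusted p = 0.0022, 0.00049 with the sort block). Within time points, *Igf1* followed the fibroblast marker list over the 22 basal libraries with Pearson r = 0.81 (permutation p = 0.0013, adjusted 0.0033) and Spearman rho = 0.81 (permutation p = 0.001, adjusted 0.0035), and r was 0.73 without the 2 libraries farthest from the median of the list.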

Basal cell specific upregulation of *Igf1* during early involution suggests a potential role in involution. Previous studies have demonstrated that overexpression of Igf1 in the mammary gland results in enhanced focal cell survival during involution^90^,^91^ and that Igfbp5 interferes with Igf1 signaling, promoting apoptosis^92^. Our data suggests that the basal cells, through expression of *Igf1*, may be involved in orchestrating which cells survive, while luminal cell specific Igfbp5 induces apoptosis in the mammary epithelium during involution. 

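*Igfbp5* (ENSMUSG00000026185) was at 13900 ± 1920 CPM (SD, n = 3) in luminal and 2000 ± 1530 CPM (SD, n = 3) in basal cells at Id2. Its luminal log2 fold change against the remaining time points was 1.97 (standard error 0.35, adjusted p = 5.3e-05, 6.8e-05 with the sort block), and basal cells were below luminal cells at Id2, with -3.07 (standard error 0.46, adjusted p = 2.1e-06, 3.6e-07 with the sort block). At W10 the order was the other way round, with 6240 ± 2940 CPM (SD, n = 3) in luminal and 11000 ± 1750 CPM (SD, n = 3) in basal cells.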

Together, analysis of the spatio-temporal expression patterns of IGF signaling factors reveals novel insights into the coordinated signaling events during normal development, and more importantly highlights the importance of the basal epithelium in orchestrating development during lactation and post-lactational regression.

We obtained novel evidence that supports LPA receptor function in normal mammary gland development. A previous study has demonstrated that overexpression of LPA receptors is sufficient to promote mammary tumor formation and progression^93^, however their functions under physiological conditions have yet to be investigated. We demonstrate a basal cell specific upregulation of *Lpar1*, *Lpar3* and their upstream activator *Enpp2* (autotaxin). Considering that Lpar overexpression leads to a high frequency of chronic mastitis, which denotes chronic inflammation, we propose that Lpar1 expression promotes the early inflammatory response previously observed during early involution, which in turn also has the potential to induce the tumor-promoting environment during early involution^31^,^33^,^34^,^93^. We uncovered a novel role for Lpar3 in mediating the transition of basal epithelial cells into a more differentiated state committed to milk production. LPA, through its interaction with different high-affinity receptors, acts on different cell types and tissues to mediate a variety of cellular responses, including platelet aggregation, smooth muscle contraction, cell proliferation and differentiation, protection from apoptosis, stress fiber formation and tumor cell invasion^94^. In pancreatic cell lines, LPA was shown not to act as a mitogen, but as an efficacious stimulator of cell migration^95^. This is in agreement with our results where LPA hinder, proliferation in favor of differentiation. We also demonstrated that the expression profile of the basal population during pregnancy is significantly associated with active β-catenin signaling, an observation that is corroborated by the *in vivo* analysis of TcfLef-H2BGFP mice at P10.5. Given that a clear link between canonical Wnt signaling and the function of β-catenin in promoting lobulo-alveolar development during pregnancy has yet to be established (reviewed in ref. 96) and that Lpar3 has been found to activate β-catenin^77^, we now propose that signaling through Lpar3 may activate β-catenin in basal epithelial cells during early pregnancy. It is interesting to note that while at the mRNA level Enpp2 and Lpar3 increase in expression at early pregnancy, we do not observe active β-catenin signaling in the GFP reporter mouse until P10.5. While it is likely that the delay is caused by the time required for the establishment of the autocrine loop response, our results suggest that pregnancy could provide a robust model for the characterization of the activation of this specific pathway.

## Methods

### Mouse Maintenance and Mammary Gland Isolation

Four week-old male and female FVB/N (Taconic Laboratories Hudson, NY) were housed, bred and maintained under the approved animal protocol #20090502 (Institute for Animal Studies (IAS) of Albert Einstein College of Medicine). All methods were carried out in accordance with the guidelines approved by the Albert Einstein College of Medicine Institute for Animal Studies (IAS) (https://www.einstein.yu.edu/administration/animal-studies/). Animals were euthanized by an intraperitoneal injection with fresh 2.5% tribromoethanol (avertin) (Sigma Aldrich, St. Louis, MO) followed by cervical dislocation. Mice were mated at 8 weeks of age and the females were checked for plugs. A timeline of the sample collection strategy and the annotation used for the stages and time points are presented in the Supplementary Methods Table 1. Females with plugs were euthanized at 3.5 and 14.5 days post coitus (dpc). To further verify that the mice were pregnant, the uterus was checked for embryos. For the lactation time points, the mothers were euthanized at days 3 and 10 post-partum. Mice sacrificed for the involution time points were force weaned at 10 days post-partum. Involution day 2 mice were euthanized 2 days post forced weaning, and the involution week 4 (parous) mice were collected 28 days post weaning. The nulliparous (non-pregnant) age-matched controls were euthanized at 15 weeks (approximately 4 months old). Once euthanized, eight glands (second and third thoracic glands, the abdominal, and the inguinal glands) were collected from four mice and pooled for single cell suspension and FACS analysis (a total of 32 pooled glands for each sorting). The fourth mammary gland of a fifth mouse was fixed in 10% formalin and paraffin embedded for immunohistochemistry and immunofluorescence validation studies. The lymph nodes located in the abdominal and around the thoracic glands were removed before making the single cell suspension for cell sorting. To compensate for the variations in stages of the estrous cycle, mice were pooled into groups of four for sorting techniques.

TCF/Lef-H2BGFP mice were obtained by Jackson laboratory (Stock Number: 013752). Mice were bred in house and females with plugs were euthanized at 3.5 and 10.5 days post coitus (dpc). The third mammary gland isolated from a minimum of 3 mice for time point was fixed in cold acetone for 20 min and then embedded in Optimal Cutting Temperature (OCT) compound for sectioning.

### Single Mammary Epithelial Cell Suspension

Organoid isolation and single cell preparation were done as previously described^97^ with the following exceptions: phenol-red free DMEM/F12 was substituted for L15 medium (Invitrogen, Carlsbad, CA), tissue was finely minced manually on a glass petri dish on ice, enzymatic digestion was done in media consisting of phenol-red free DMEM/F12 supplemented with 2.5 μg/ml insulin in 0.01N HCl (Invitrogen, Carlsbad, CA), 2.5 μg/ml (Apo) transferrin in DMEM/F12 (MP Biomedicals, Santa Ana, CA), 10 ng/ml human EGF (Invitrogen, Carlsbad, CA), 0.5 μg/ml hydrocortisone (Sigma-Aldrich, St. Louis, MO), 50 μg/ml Gentamicin (Invitrogen, Carlsbad, CA) and 5% penicillin-streptomycin (Invitrogen, Carlsbad, CA) and combined with a 20X mixture of 300 U/ml collagenase A type 3 (Worthington, Lakewood, NJ) and 100 U/ml hyaluronidase (Sigma-Aldrich, St. Louis, MO). 20 μl 5 mg/ml DNaseI in 50% glycerol (Roche, Indianapolis, IN) was added to the mixture, glands were digested at 30 °C for 2 hours on a shaker at 200 rpm, and organoids were left at 4 °C overnight. Organoids were pelleted, and resuspended with 1 ml of pre-warmed 0.25% trypsin/EDTA (Invitrogen, Carlsbad, CA) containing 50 μg/ml freshly added DNaseI for (Roche, Indianapolis, IN) followed by digestion with trypsin for 2 minutes. To stop the digestion, 25 ml of wash media (DMEM/F12 with 5% FBS) was added to the tube, and the sample was pelleted at 800 rpm for 5 minutes. The dispase II digestion step was conducted by first adding 50 μg/ml DNaseI to 0.6 U/ml dispase II (Roche, Indianapolis, IN). The pellet was resuspended with the dispase solution and cells were digested at 37 °C for exactly 5 minutes. The cells were pelleted and the pellet was resuspended in ice-cold HBSS^cmf^. The cells were filtered over a 70 μm nylon filter (Thermo Fisher Scientific, Waltham, MA) and then over a 40 μm filter to remove any remaining clumps. The final single cell suspension was then pelleted, washed in PBS/EDTA, Dulbecco’s PBS^cmf^ (calcium-magnesium free) with 5 mM EDTA (Invitrogen, Carlsbad, CA).

### Fluorescence Activated Cell Sorting (FACS) Analysis

The isolated single cells were diluted to 10^7^ cells/ml in a FACS buffer, PBS^cmf^ supplemented with 2% BSA (bovine serum albumin) and 2% goat serum (Sigma-Aldrich, St. Louis, MO). 5 × 10^5^ cell aliquots were used as the negative and IgG controls, and the rest were stained with the antibody mix for positive and negative selection^28^ (see Supplementary Table S1). Staining was conducted by adding either the FACS buffer (negative control), fluorophore conjugated isotype mix (isotype control), or the fluorophore conjugated positive and negative selection cocktail to each well and mixing well by gently pipetting up and down. Cells were incubated protected from the light for 30 minutes on ice, then washed by adding a 50 μl FCS underlay. After pelleting, cells were resuspended in HBSS^cmf^ with 1% FCS to a final concentration of 10^6^ cells/ml. A compensation control was used to determine the true positive intensities for each fluorophore. FACS was performed as described elsewhere^28^,^43^,^97^,^98^ using the BD FACSAria II (BD Biosciences, San Jose, CA) equipped with a 100 μm nozzle and a pressure of 20 psi at 4 °C.

### RNA Amplification and Library Preparation for RNA-sequencing

We profiled a total of 47 samples for RNA-seq analysis, 3 biological replicates from each of the 2 cell subtypes across the 8 time points, with the exception of the lactation day 10 time point (only 2 biological replicates were assayed because of the low RNA yield). Due to the limited amount of RNA obtained from the sorted samples, the RNA was amplified using the Ovation RNA-Seq System V2 (NuGEN Technologies, San Carlos, CA). We followed the system protocol to amplify 5 ng of RNA for each sample, 100–200 pg of RNA was used as a low control to detect non-specific amplification. The resulting double-stranded cDNA (ds-cDNA) was stored at −20 °C for long-term storage. The Covaris-S2 Series ultrasonicator (Covaris, Woburn, MA) was used to fragment the ds-cDNA to around 300 bp. The libraries were made following the standard protocol for Illumina library preparation available online (http://www.einstein.yu.edu/docs/downloads/directional-transcriptome-seq.pdf). The protocol was followed with the exception of UNG treatment during the PCR amplification step. Samples were sequenced on the Illumina HiSeq (2000) Sequencing System (Illumina, San Diego, CA) by multiplexing six samples per lane across eight lanes. Normalized read counts and sequencing files in FASTQ format can be accessed at the Gene Expression Omnibus (GEO) repository under accession ID GSE88984.

### Statistics

All statistical methods, data analysis and enrichment analyses for the transcriptome and GEO data sets were conducted using the R statistical software^99^. To illustrate the expression differences for each gene we used the *ggplot2* package in R^100^ to plot the average of the normalized counts per million (CPM) across biological replicates and the standard error for each condition (conditions are defined in Supplementary Methods Table 1). Heatmaps were created using the heatmap.3 function in the GMD package^101^. The p-values for enrichment analyses were calculated using a hypergeometric distribution test using the R *stats package*^99^. For the functional experiments shown in Figs 4 and 5 statistical differences between BSA treated and LPA treated cells were calculated using a paired t-test. Differences between groups (Fig. 4c,f) were assessed using 2-way ANOVA (GraphPad Prism).

### Cell Culture and siRNA

Human Basal Myoepithelial Cells HME50 (gift of Professor Lindsay Hinck, Santa Cruz, University of California, USA) were grown at 37 °C with 5% CO_2_ in DMEM-F12 medium supplemented with 1% mammary epithelial cell growth supplement (MEGS), Cascade Biologics and 1% Penicillin-Streptomycin, GIBCO. For experimental purposes the cells were grown up to 50–60% confluency, trypsinized, counted with hemocytometer (Improved Neubauer) and used for further analysis. Serum starved HME50 cells were induced with 10 μM Lysophosphatidic acid (LPA, Avanti Polar Lipids, Alabama, USA) dissolved in PBS and 0.1% fat free BSA and added to the culture media. As a control, cells were suspended in DMEM-F12 medium with 0.1% fat free BSA only. The cells were incubated for 24 to 72 h after which they were either fixed for immunofluorescence, transfected for LPAR3 downregulation, or trypsinized and harvested by centrifugation at 1200 rpm for 10 minutes. The pellet was used for cell fractionation.

For silencing of LPAR3 we used the ON-TARGETplus LPAR3 siRNA (Dharmacon, Lafayette USA) and compared the results with HME50 cells treated using the Non-Targeting siRNA Control Pools. Si oligoes were resuspended using manufacture procedures in RNase-free 1x siRNA Buffer at a final concentration of 20 mM was delivered to HME50 cells using the Amaxa Nucleofector Technology (Program Y01). After transfections cells were allowed to recover for 24 hours after which the media was supplemented with LPA or vehicle.

To measure the growth rate response to LPA, serum starved HME50 cells plated in an optical white 96 well plate (Thermofisher, Waltham MA) were exposed to 10 μM LPA or vehicle (0.1% fat free BSA only) for 10 hrs after which the number of live cells was measured using the RealTime-Glo MT Cell Viability Assay (Promega, Madison WI) following manufacture procedures. Bioluminescent intensity was measured using a BioTek Synergy 4 Hybrid Microplate Reader (BioTek, Winooski VT).

## Additional Information

**How to cite this article**: Acosta, D. *et al.* LPA receptor activity is basal specific and coincident with early pregnancy and involution during mammary gland postnatal development. *Sci. Rep.* **6**, 35810; doi: 10.1038/srep35810 (2016).

**Publisher’s note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

## Figures and Tables

**Figure 1:**
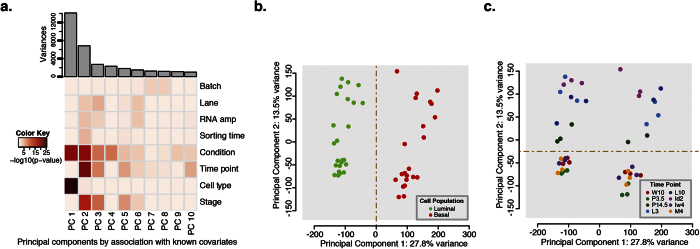
Analysis of the transcriptional variation between samples. Principal component analysis (PCA) was conducted to assess the variability between the samples based on their transcriptional profile. (**a**) Scree plot of the amount of variance associated with each principal component (top). Heatmap of the p-values of the association between biological (Condition, Time point, Cell type and Stage) and technical (Batch, Lane, RNA amp, Sorting time) covariates (rows) and the 10 major principal components. Dark red signifies a highly significant association (p-value = 10^−25^) and white represents less significant associations (p-value = 1). (**b,c**) Plots of the first two major principal components colored by cell population and time point, respectively. (**b**) Cell populations: green = luminal and red = basal (**c**) Time points: dark red = week 10 (W10), light green = pregnancy day 3.5 (P3.5), dark green = pregnancy day 14.5 (P14.5), light blue = lactation day 3 (L3), dark blue = lactation day 10 (L10), light purple = involution day 2 (Id2), purple = involution week 4 (Iw4) and orange = month 4 (M4). See also Supplementary Figure S2.

**Figure 2:**
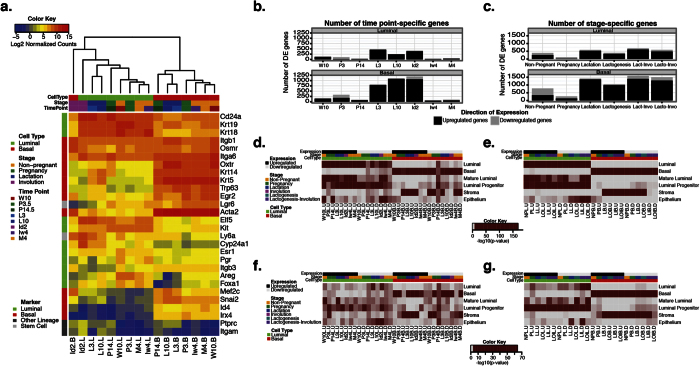
Enrichment of luminal and basal populations during postnatal mammary gland development. (**a**) Supervised heatmap clustering of luminal (green columns) and basal (red columns) epithelial cell populations based on the log2 transformed expression of known luminal (green rows), basal (red rows) and stem cell/other lineage (grey rows) markers. (**b,c**) Barplots of the total number of time point and stage specific genes, respectively, in the luminal (top) and basal (bottom) populations. Lactogenesis (P14.5, L3 and L10), lact-invo (lactation-involution, L3, L10 and Id2) and lacto-invo (lactogenesis-involution, P14.5, L3, L10 and Id2). (**d–g**) Heatmap representation of the enrichment of time point and stage specific gene sets (**b** and **c**, respectively) in gene sets from enriched mature luminal, luminal progenitor, basal and stroma populations isolated from the mouse (**d,e**) and human (**f,g**). Stages are abbreviated as non-pregnant (NP), pregnancy (P), lactation (L), lactogenesis (LO), lactation-involution (LI) and lactogenesis-involution (LOI). The stage abbreviations are categorized as either luminal (L) or basal (B) and up- (.U) or downregulated (.D). The luminal population gene set was obtained by comparing both the mature luminal and luminal progenitor populations to the basal population. The epithelial population gene set was obtained by comparing the combined mature luminal, luminal progenitor and basal populations to the stromal population. Dark red blocks indicate a statistically significant enrichment (p < 0.01). See also Supplementary Figures S2 and S3. For a comprehensive list of differentially expressed genes identified, see Supplementary Table S2.

**Figure 3:**
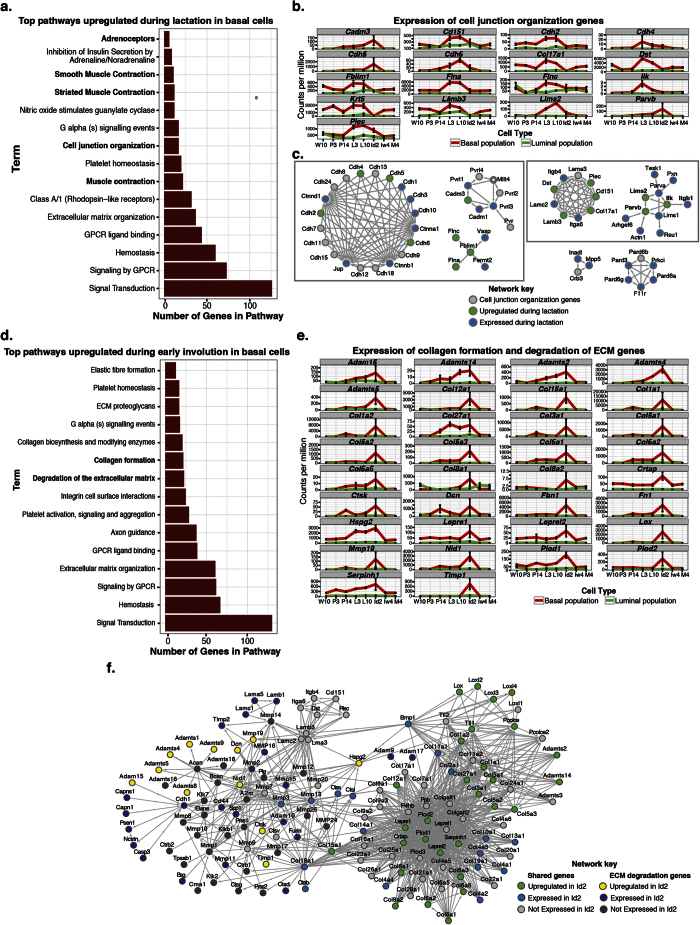
Cell-ECM interaction in basal cells during lactation and involution. (**a,d**) Top 15 Reactome pathways (FDR < 0.05) upregulated during lactation (**a**) and involution day 2 (**d**) in basal epithelial cells. Pathway terms are plotted on the y-axis and the total number of genes observed in each pathway is plotted on the x-axis. (**b,e**) Expression trajectory of identified cell junction organization genes (**b**, bold in **a**) and collagen formation and extracellular matrix degradation genes (**e**, bold in **d**) in basal (red line) and luminal (green line) populations. Normalized counts per million are plotted at each developmental time point. Error bars represent standard errors. (**c,f**) Functional Interaction (FI) network analysis of cell junction organization genes (**c**) and collagen formation and extracellular matrix degradation genes (**f**). Cell junction organization genes are subclassified by adherens junction interactions (dashed box), cell-extracellular matrix interaction (solid box) and tight junction interaction (no box) genes (**c**). Grey arrows (edges) represent direct interaction event. Grey and dark grey nodes are all genes in the pathway that are not expressed in the basal cells during lactation (**c**) and early involution (**f**). Green and yellow nodes are genes upregulated specifically during lactation (**c**) and early involution (**f**) in the basal population, while dark and light blue nodes represent genes whose expression is detected in the basal population during lactation (**c**) and early involution (**f**). All enriched reactome pathways are listed in Supplementary Table S4. See Supplementary Figure S4 for luminal reactome analysis results.

**Figure 4:**
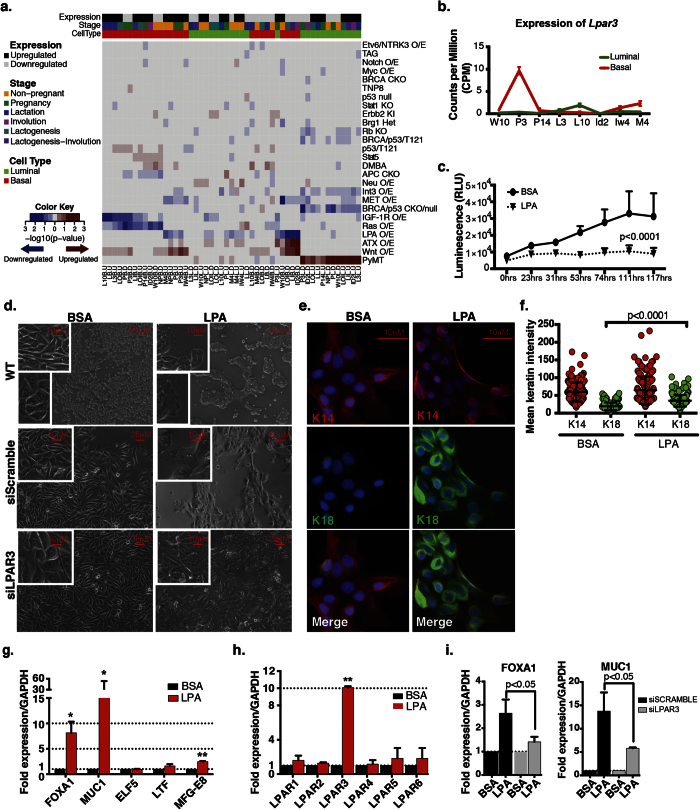
Lpar3 promotes LPA induced differentiation in basal mammary epithelial cells. (**a**) Heatmap of FWER p-values obtained from GSEA of the enrichment of the spatio-temporal gene sets (columns) obtained from various mouse models of mammary tumorigenesis (rows) in which genes were over expressed (O/E), conditionally knocked-out (CKO), knocked-out (KO) or knocked-in (KI) (red boxes represent association with upregulated genes, blue boxes associations with downregulated genes). (**b**) Expression trajectory of Lpar3 in the luminal and basal populations. Normalized counts per million are plotted at each developmental time point. Error bars represent standard errors. (**c**) Growth rate of HME50 cells in the presence of LPA (diamond dotted line) relative to mock treated (BSA) cells (circle continuous line) during 117 hrs of treatment. (**d**) Brightfield images of mock treated HME50 (left column) and LPA treated (right column). Cells were imaged cultured in growth medium (WT, top row), 48 hr post-transfection with a scrambled siRNA (middle row), or 48 hr post-transfection with a siRNA targeting LPAR3 (bottom row). Insert show enlarged representative areas of the main image. (**e**) Immunofluorescence of HME50 stained for cytokeratin 18 (green), cytokeratin 14 (red), and DAPI (blue) in the presence of mock treated controls or LPA. (**f**) Quantification of K14 and K18 signal intensity in mock controls versus LPA exposed HME50. (**g**) mRNA expression levels of luminal differentiation makers (*FOXA1* and *MUC1*) and milk production genes (*ELF5*, *LFT* and *MFG-E8*). Black columns represent mock treated HME50 cells and red columns LPA exposed cells (48 hr) (*p < 0.05). (**h**) mRNA expression levels of known LPAR receptors in HME50 cells upon 48 hr LPA (red columns) relative to mock treated cells (black columns) (**p < 0.01). (**i**) mRNA expression levels of *FOXA1* and *MUC1* in HME50 cells upon 48 hr LPA exposure after transfection with a scrambled siRNA (black columns) or a LPAR3 specific siRNA (grey columns). (**g–i**) Values are expressed as fold difference relative to GAPDH and normalized against the mock treated (BSA) controls. Error bars represent SD between three biological replicates, differences between groups were calculated using a t-test.

**Figure 5:**
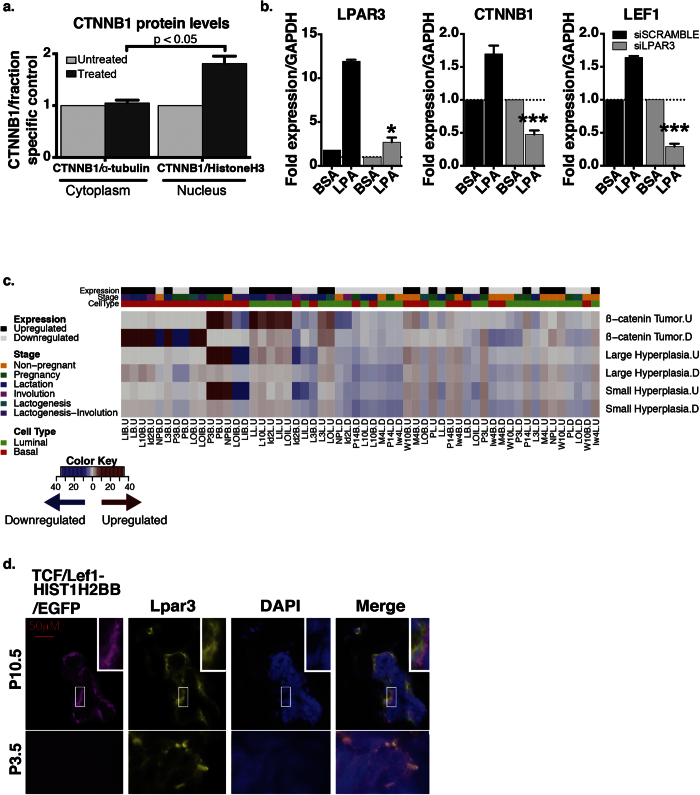
Lpar3 and β-catenin co-expression and activation during early pregnancy. (**a**) Quantification of β-catenin protein levels in cytoplasmic (left) and nuclear (right) fractions of LPA exposed HME50 cells versus controls. Error bars represent SD between three biological replicates, p = 0.031. (**b**) mRNA expression levels of *LPAR3*, *CTNNB1*and *LEF1* in HME50 upon 48 hr LPA exposure after transfection with a scrambled siRNA (black columns) or a *LPAR3* specific siRNA (grey columns). Values are expressed as fold difference relative to GAPDH and normalized against the mock treated controls. Error bars represent SD between three biological replicates, *p = 0.0049 and ***p = 0.003. (**c**) Heatmap representation of the enrichment of spatio-temporal gene sets (columns) in gene sets obtained from three stages of a mouse mammary tumor model in which β-catenin was overexpressed (GSE43825, rows). Each row represents genes upregulated (.U) and downregulated (.D) relative to normal samples. Dark red and blue blocks indicate a statistically significant enrichment of genes upregulated and downregulated in spatio-temporal gene sets, respectively (p < 0.01). (**d**) Fluorescent image of mammary gland alveoli at P10.5 and P3.5. Analysis performed on tissue sections of TcfLef-H2BGFP co stained for Lpar3 (yellow), and DAPI (blue).

# Supplementary material for: LPA receptor activity is basal specific and coincident with early pregnancy and involution during mammary gland postnatal development
**Source:** Sci Rep. 2016 Nov 3;6:35810. doi: 10.1038/srep35810
**Supplement:** Supplementary Information

## **LPA receptor activity is basal specific and coincident with early pregnancy and involution during mammary gland postnatal development**

Deanna Acosta<sup>1</sup>, Susmita Bagchi<sup>1</sup>, Pilib Ó Broin<sup>1</sup>, Daniel Hollern<sup>3</sup>, Silvia E. Racedo<sup>1</sup>, Bernice Morrow<sup>1</sup>, Rani S. Sellers<sup>2</sup>, John M Greally<sup>1</sup>, Aaron Golden<sup>1</sup>, Eran Andrechek<sup>3</sup>, Teresa Wood<sup>4</sup>, Cristina Montagna<sup>1,2</sup>

### **Supplementary Information**

Figure S1

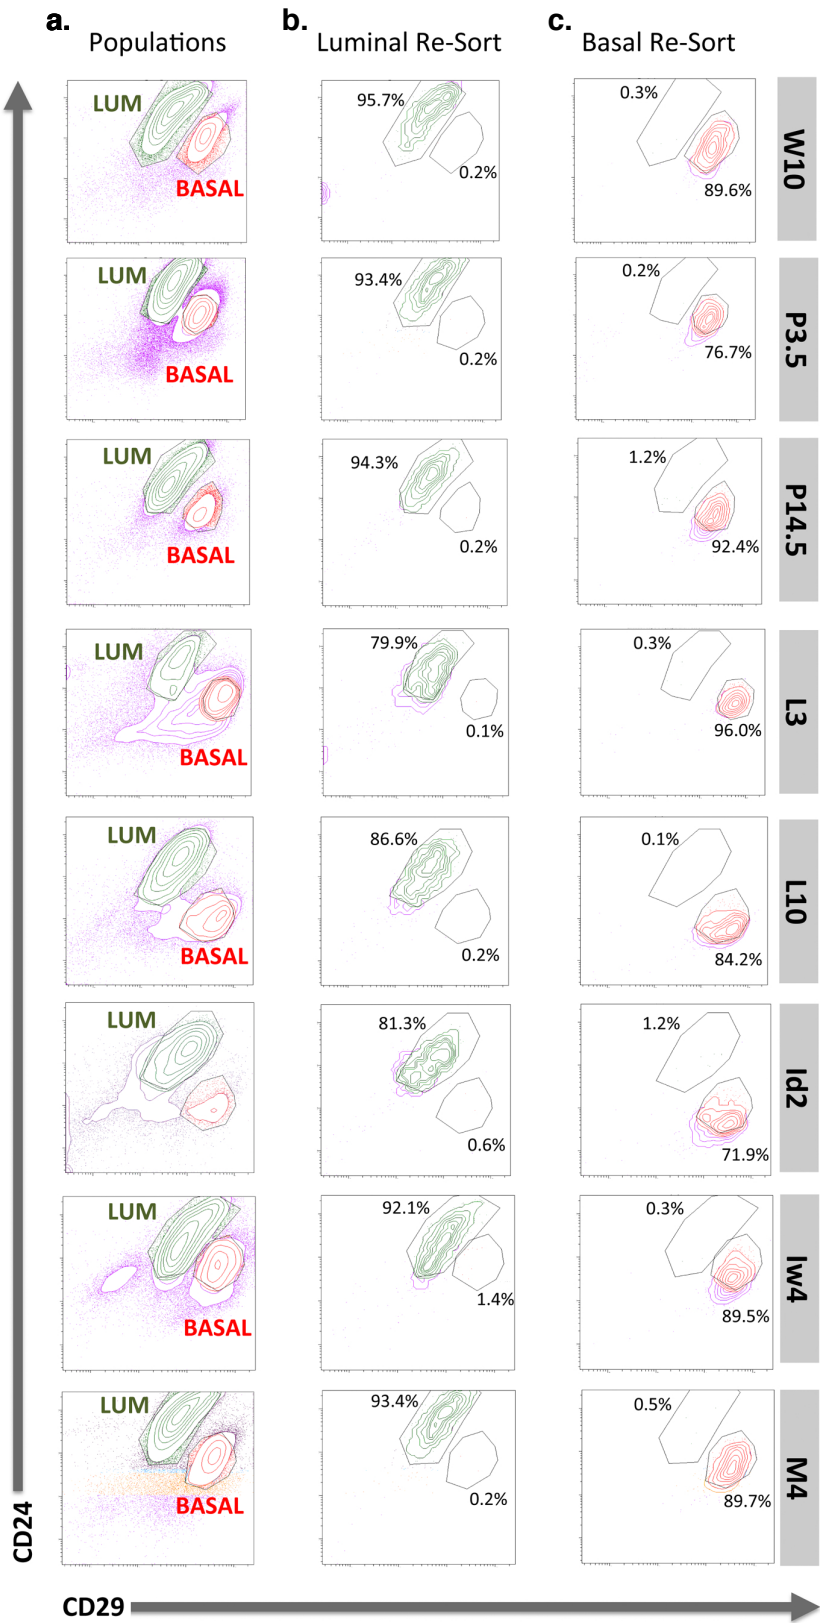

**Figure S1. FACS enrichment of luminal and basal epithelial populations.** **(a)** FACS contour plots of one representative sample per time point depicting the intensity of the CD24 and CD29 markers in the lineage negative population (purple points). Lin-CD24+CD29<sup>lo</sup> (luminal, LUM) and Lin-CD24+CD29<sup>hi</sup> (basal) populations are colored green and red, respectively. Each point in the plot represents a different cell. **(b and c)** Re-sort of 1,000 enriched luminal and basal epithelial cells, respectively, from each time point. The percentage of cells recovered in each population after the re-sort is noted next to its respective population on the graph. Each row represents a different time point as labeled in the grey boxes to the right of the graphs.

Figure S2

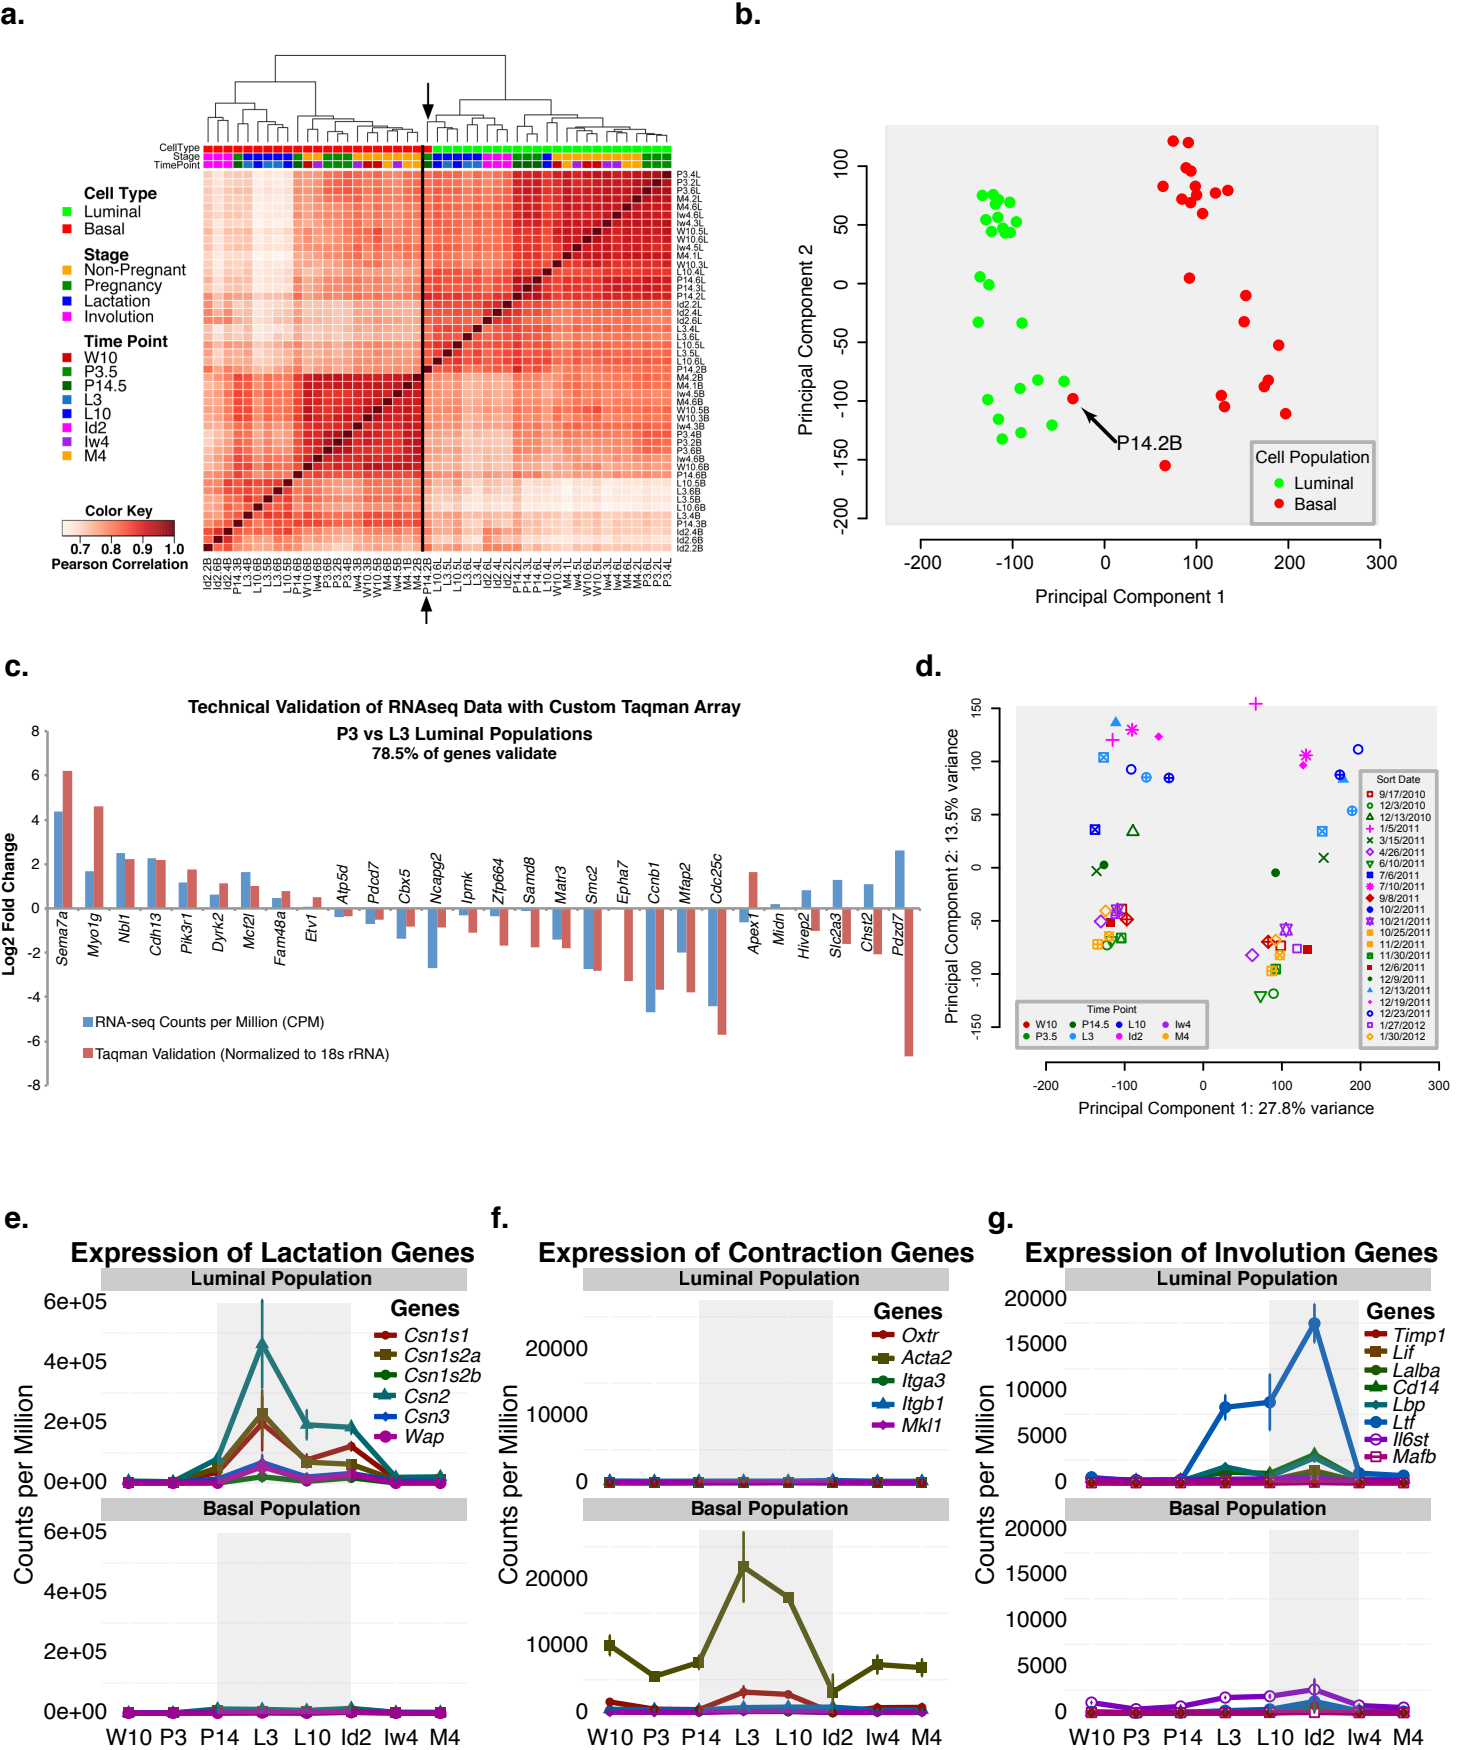

**Figure S2. Identification of sample outliers and validation of RNAseq data.** **(a)** Heatmap of the correlation matrix calculated across all samples using the Pearson method. Correlation scale ranges from blue to red, with red showing the highest correlation ( $R^2 = 1$ ). Each column is color-coded based on the biological covariates: cell type, stage and time point. Cell types are depicted in green (luminal cells) and red (basal cells). The stages are colored orange (virgin or non-pregnant), green (pregnancy), blue (lactation), and light purple (involution). The time points are highlighted in red (W10), light green (P3), green (P14), light blue (L3), blue (L10), light purple (Id2), purple (lw4) and orange (M4). The black arrow marks the sample outlier. **(b)** Plot of the first two principal components from the principal component analysis (PCA) of all samples colored based on the cell type of the sample, luminal (green) and basal (red). The black arrow points to the sample outlier. **(c)** Log2 fold changes (P3 vs L3) in RNAseq (normalized counts per million, blue) and Taqman (normalized to 18S rRNA, red) analyses plotted for each gene (x-axis). **(d)** Plot of the first two principal components from the principal component analysis (PCA) of all samples colored based on the FACS sorting date of the sample and time points. **(e-g)** Expression trajectories of lactation **(e)**, contraction **(f)** and involution **(g)** specific genes in the luminal (top) and basal (bottom) populations. Normalized counts per million are plotted at each developmental time point. Error bars represent standard errors.

Figure S3

a.

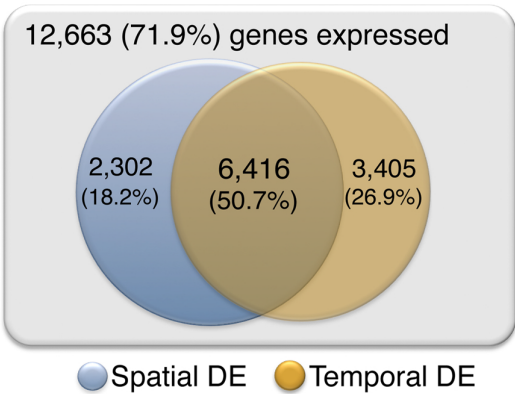

b.

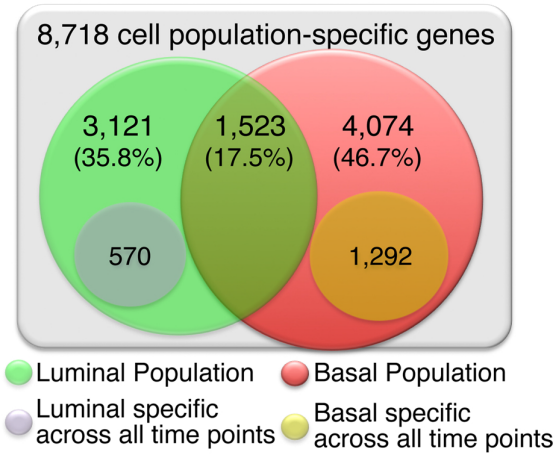

**Figure S3. Spatio-temporal analysis of differentially expressed genes, biological validation and species conservation of cell subtype-specific genes. (a)** Venn diagram representing the number of spatially (blue) and temporally (yellow) differentially expressed genes. The total number of expressed genes is on the top left. The overlapping area represents genes that are both spatially and temporally differentially expressed. **(b)** Venn diagram representing the number of genes that are luminal (green) or basal (red) in at least one time point. The total number of cell population specific genes in at least one time point is on the top left. Overlapping area shows the number of genes that are both luminal and basal specific at different time points. Smaller circles represent the number of luminal specific (purple) and basal specific (yellow) genes across all 8 developmental time points. **(a and b)** The arbitrary threshold for determining the number of significant differentially expressed genes was a relatively stringent fold change of 2 and FDR of 0.01.

Figure S4

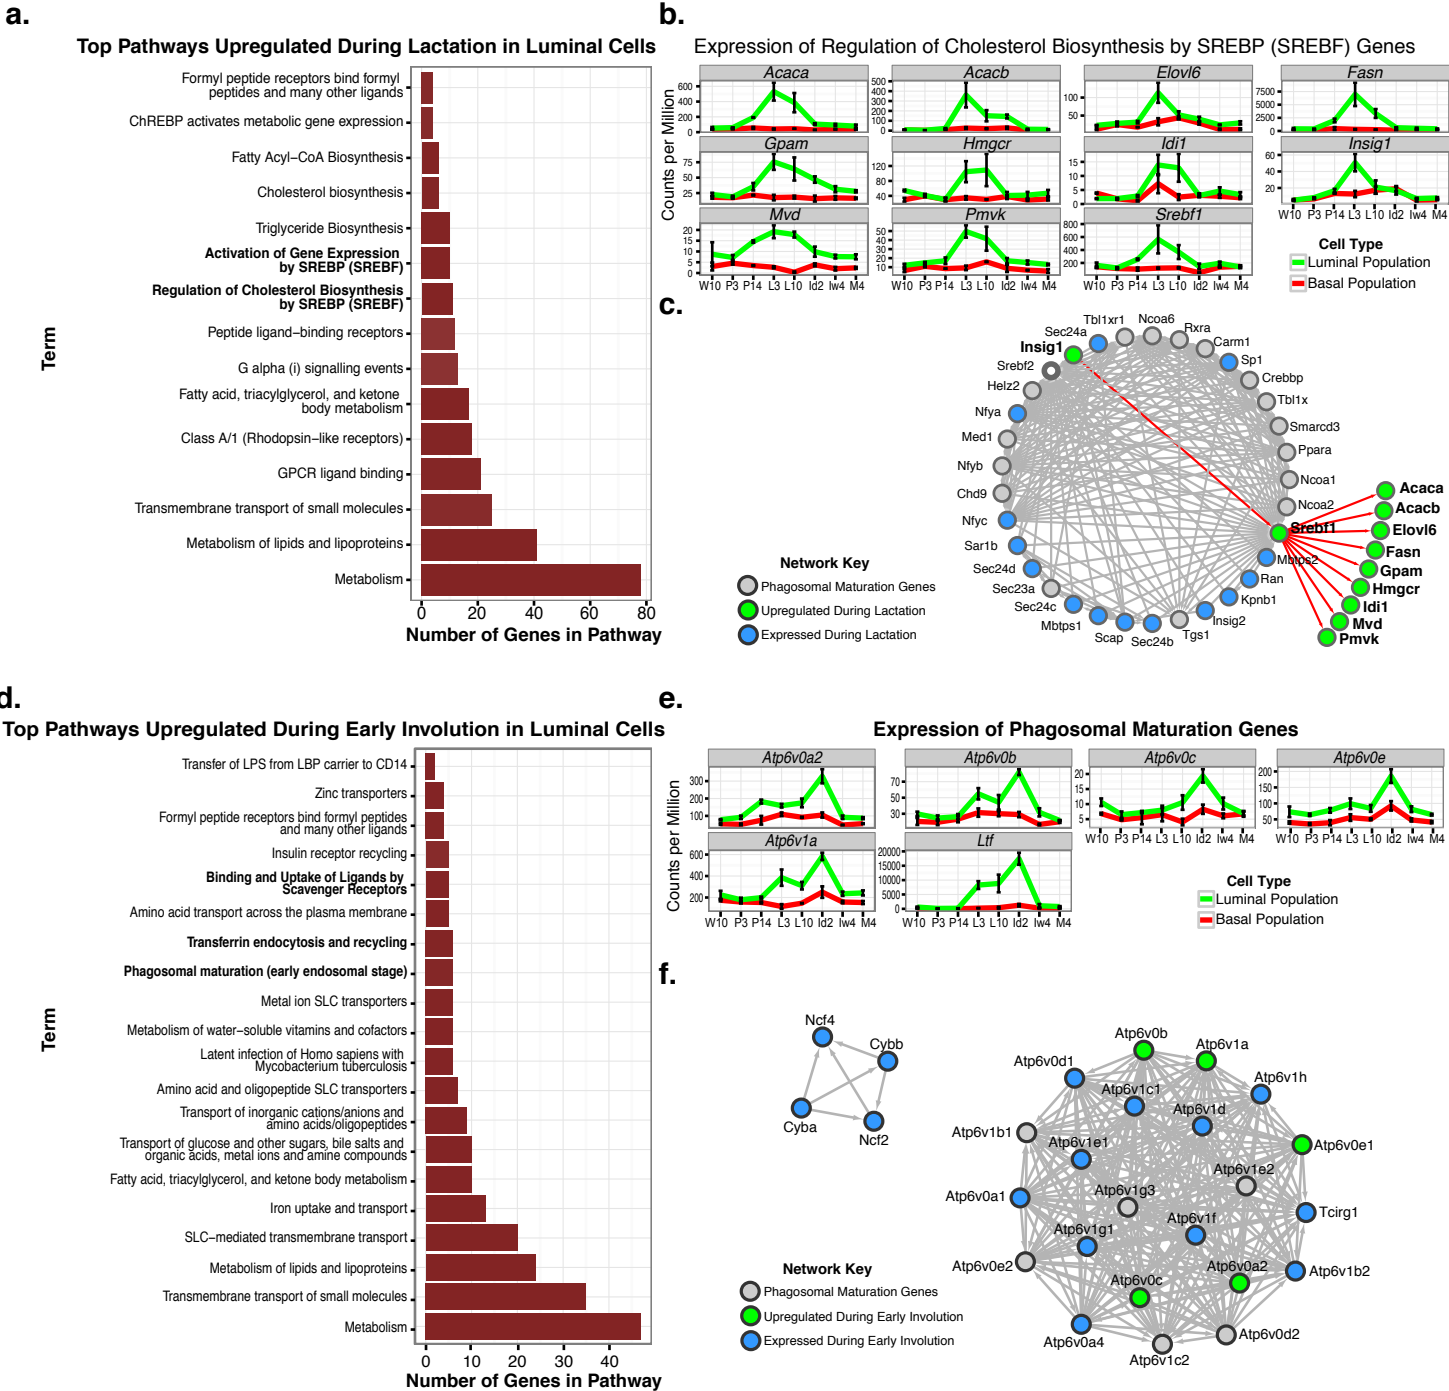

**Figure S4. Identification of novel SREBP target genes during lactation and core components involved in phagosomal maturation during Id2 in enriched luminal cells.** (a and d) Top Reactome pathways (FDR < 0.05) upregulated during lactation (a) and involution day 2 (d) in luminal epithelial cells. Pathway terms are plotted on the y-axis and the total number of genes observed in each pathway is plotted on the x-axis. (b and e) Expression trajectory of identified regulation of cholesterol biosynthesis by SREBP genes (b, bold in a) and phagosomal maturation genes (e, bold in d) in basal (red line) and luminal (green line) populations. Normalized counts per million are plotted at each developmental time point. Error bars represent standard errors. (c and f) Functional Interaction (FI) network analysis of regulation of cholesterol biosynthesis by SREBP and phagosomal maturation genes (c and f, respectively). Grey arrows (edges) represent direct interaction event. Grey nodes are all genes in the pathway not expressed in the luminal cells during lactation (c) and early involution (f). Green nodes are genes upregulated specifically during lactation (c) and early involution (f) in the luminal population, while light blue nodes represent genes whose expression is detected in the luminal population during lactation (c) and early involution (f).

Figure S5

Expression of IGF Signaling Factors During Mammary Gland Development

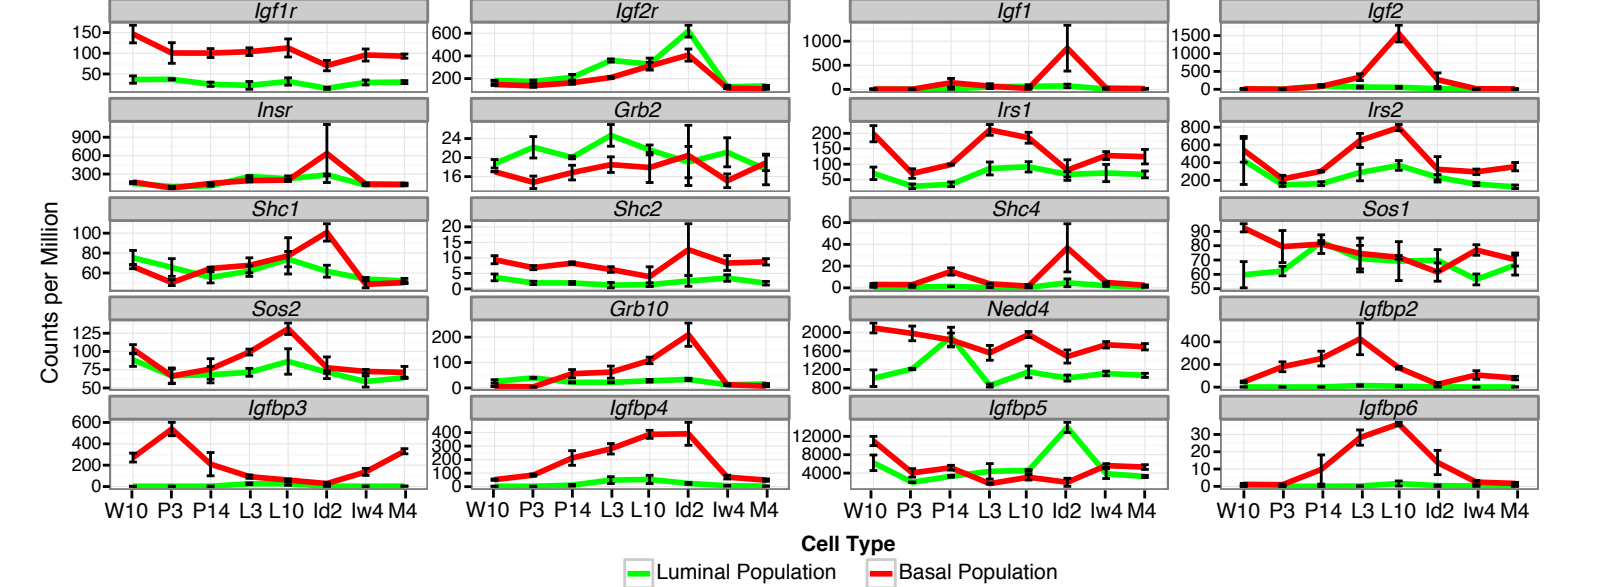

**Figure S5. Expression of IGF signaling factors during development.** Expression trajectory of identified IGF signaling factors in basal (red line) and luminal (green line) populations. Normalized counts per million are plotted at each developmental time point. Error bars represent standard errors.

Figure S6

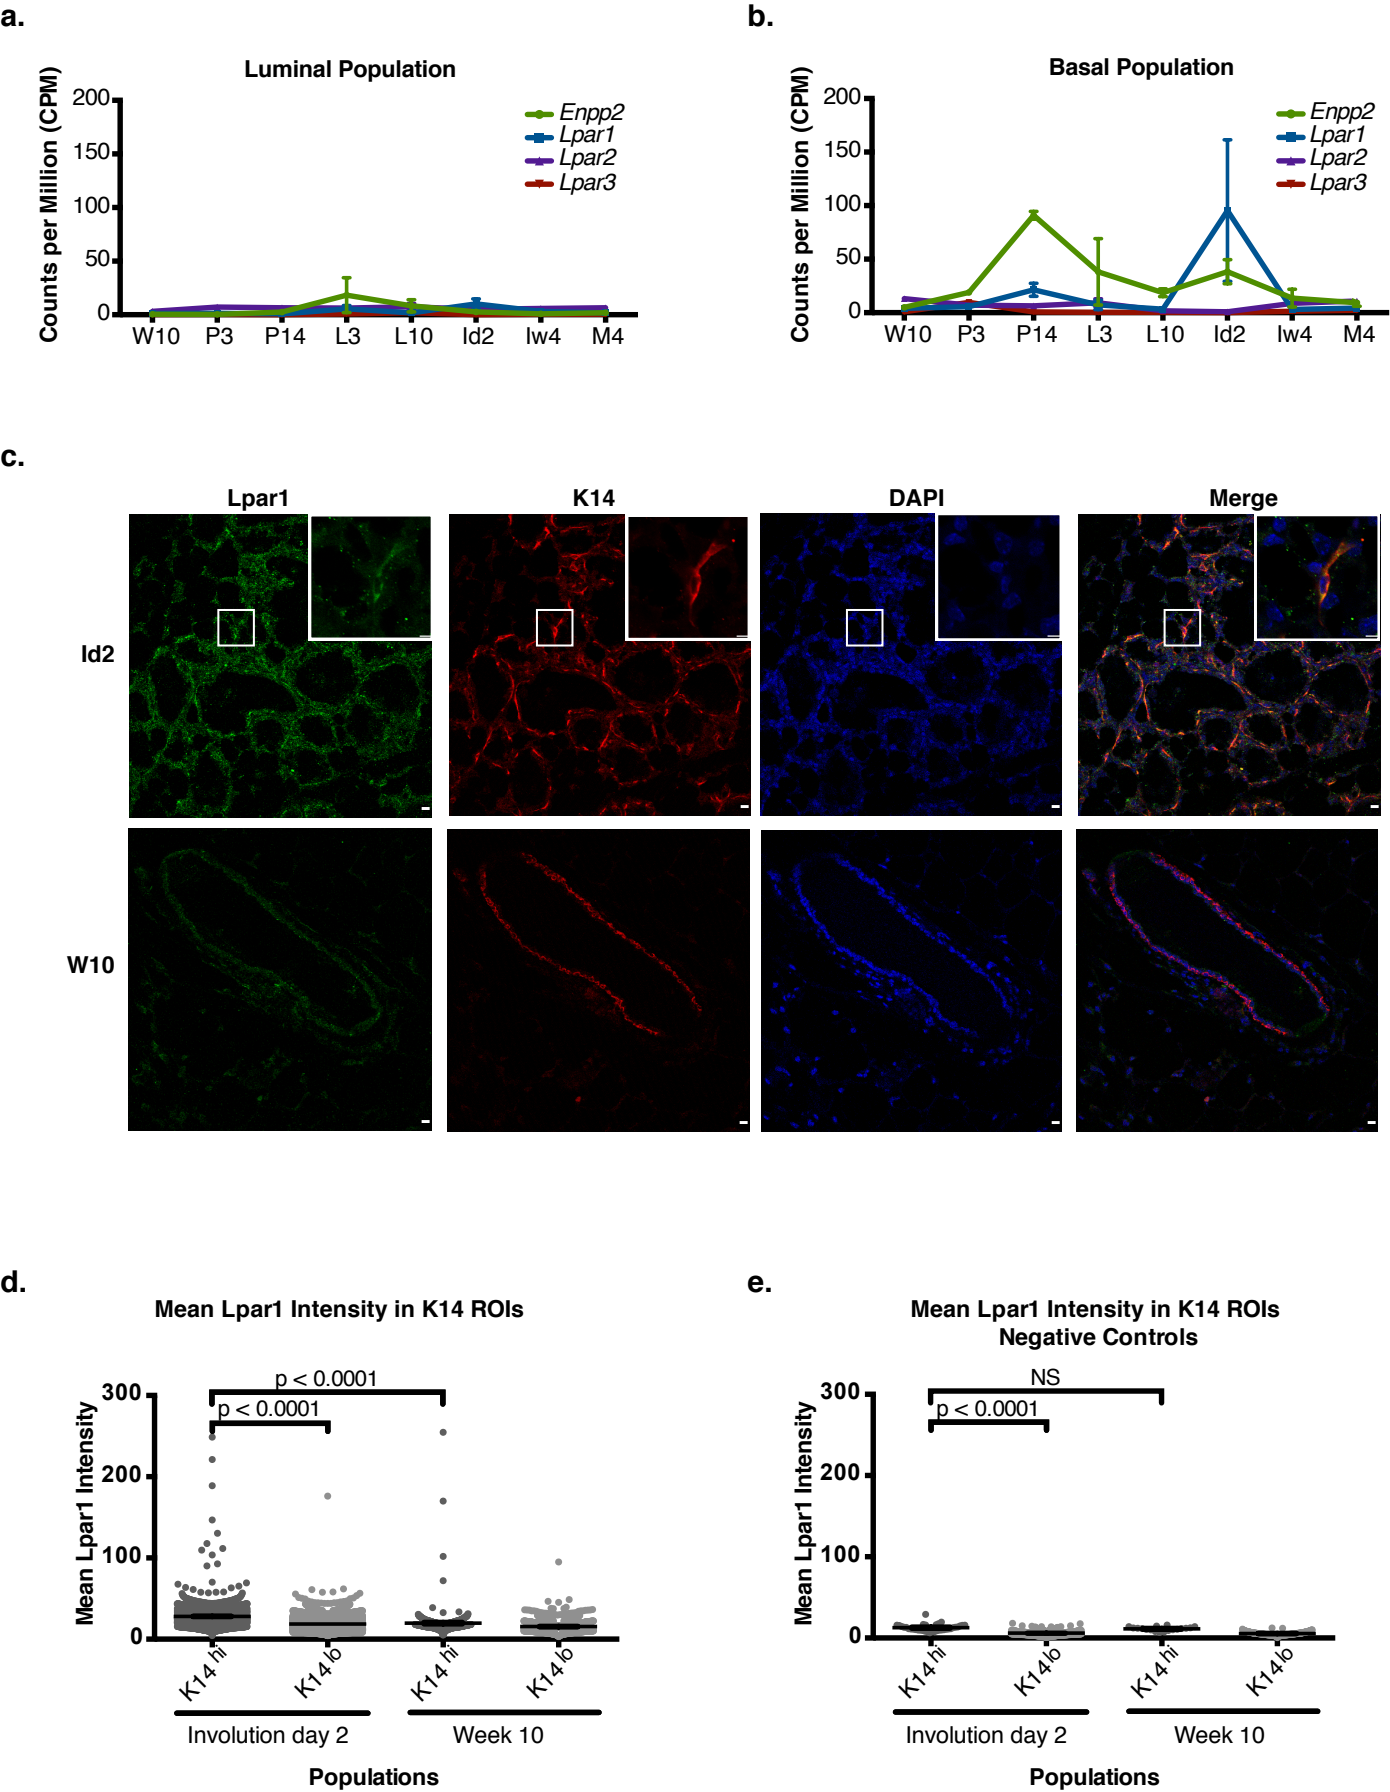

**Figure S6. Activation of Lpar1 in basal epithelial cells during early involution. (a and b)** Expression trajectories of ATX-LPA axis genes in the luminal **(a)** and basal **(b)** populations. Normalized counts per million are plotted at each developmental time point. Error bars represent standard errors. **(c)** Laser confocal microscopy images of involution day 2 (Id2) and week 10 virgin (W10) mouse mammary tissue sections stained for Lpar1 (green), cytokeratin 14 (K14, red) and DAPI (blue). Images were taken at 40X magnification, scale bars represent 10 $\mu$ m for main panel images and 5 $\mu$ m for insets. **(d and e)** Plots of the mean intensity of Lpar1 staining in K14 regions of interest (ROIs) in tissue stained with **(d)** and without **(e)** primary antibodies. Analysis performed on one tissue section from four mice at each time point and staining condition.

Figure S7

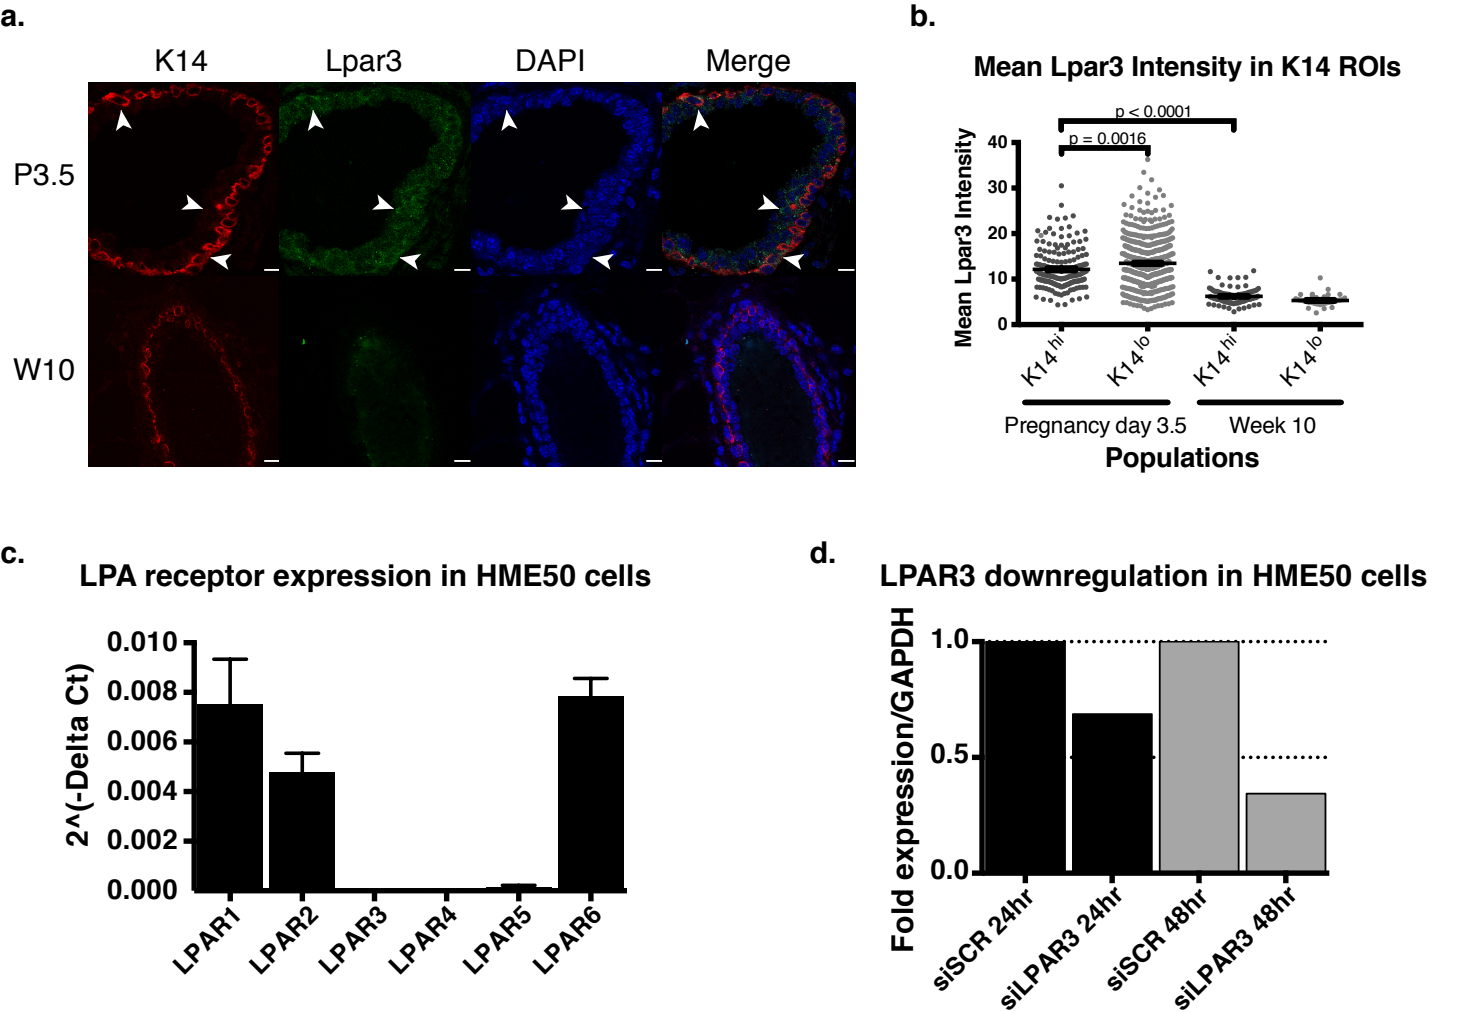

**Figure S7.  $\beta$ -catenin signaling is active during early pregnancy in the basal epithelial population.** **(a)** Laser confocal microscopy images of pregnancy day 3.5 (P3.5) and week 10 virgin (W10) mouse mammary tissue sections stained for cytokeratin 14 (K14, red), Lpar3 (green), and DAPI (blue). Images were acquired at 63X. The scale bars represent 10 $\mu$ m. Arrowheads pinpoint to regions of LPA responsive subpopulation of cells. **(b)** Plot of the mean intensity of Lpar3 staining in K14 ROIs. Analysis performed on two tissue sections from one mouse at each time point. **(c)** mRNA expression levels of LPAR receptors in untreated HME50 cells. Error bars represent SD over three biological replicates. **(d)** mRNA expression levels of LPAR3 in HME50 cells 24 or 48 hrs post transfection with a scramble siRNA (black columns) or transfected with an interference RNA against LPAR3 (grey columns).

Figure S8

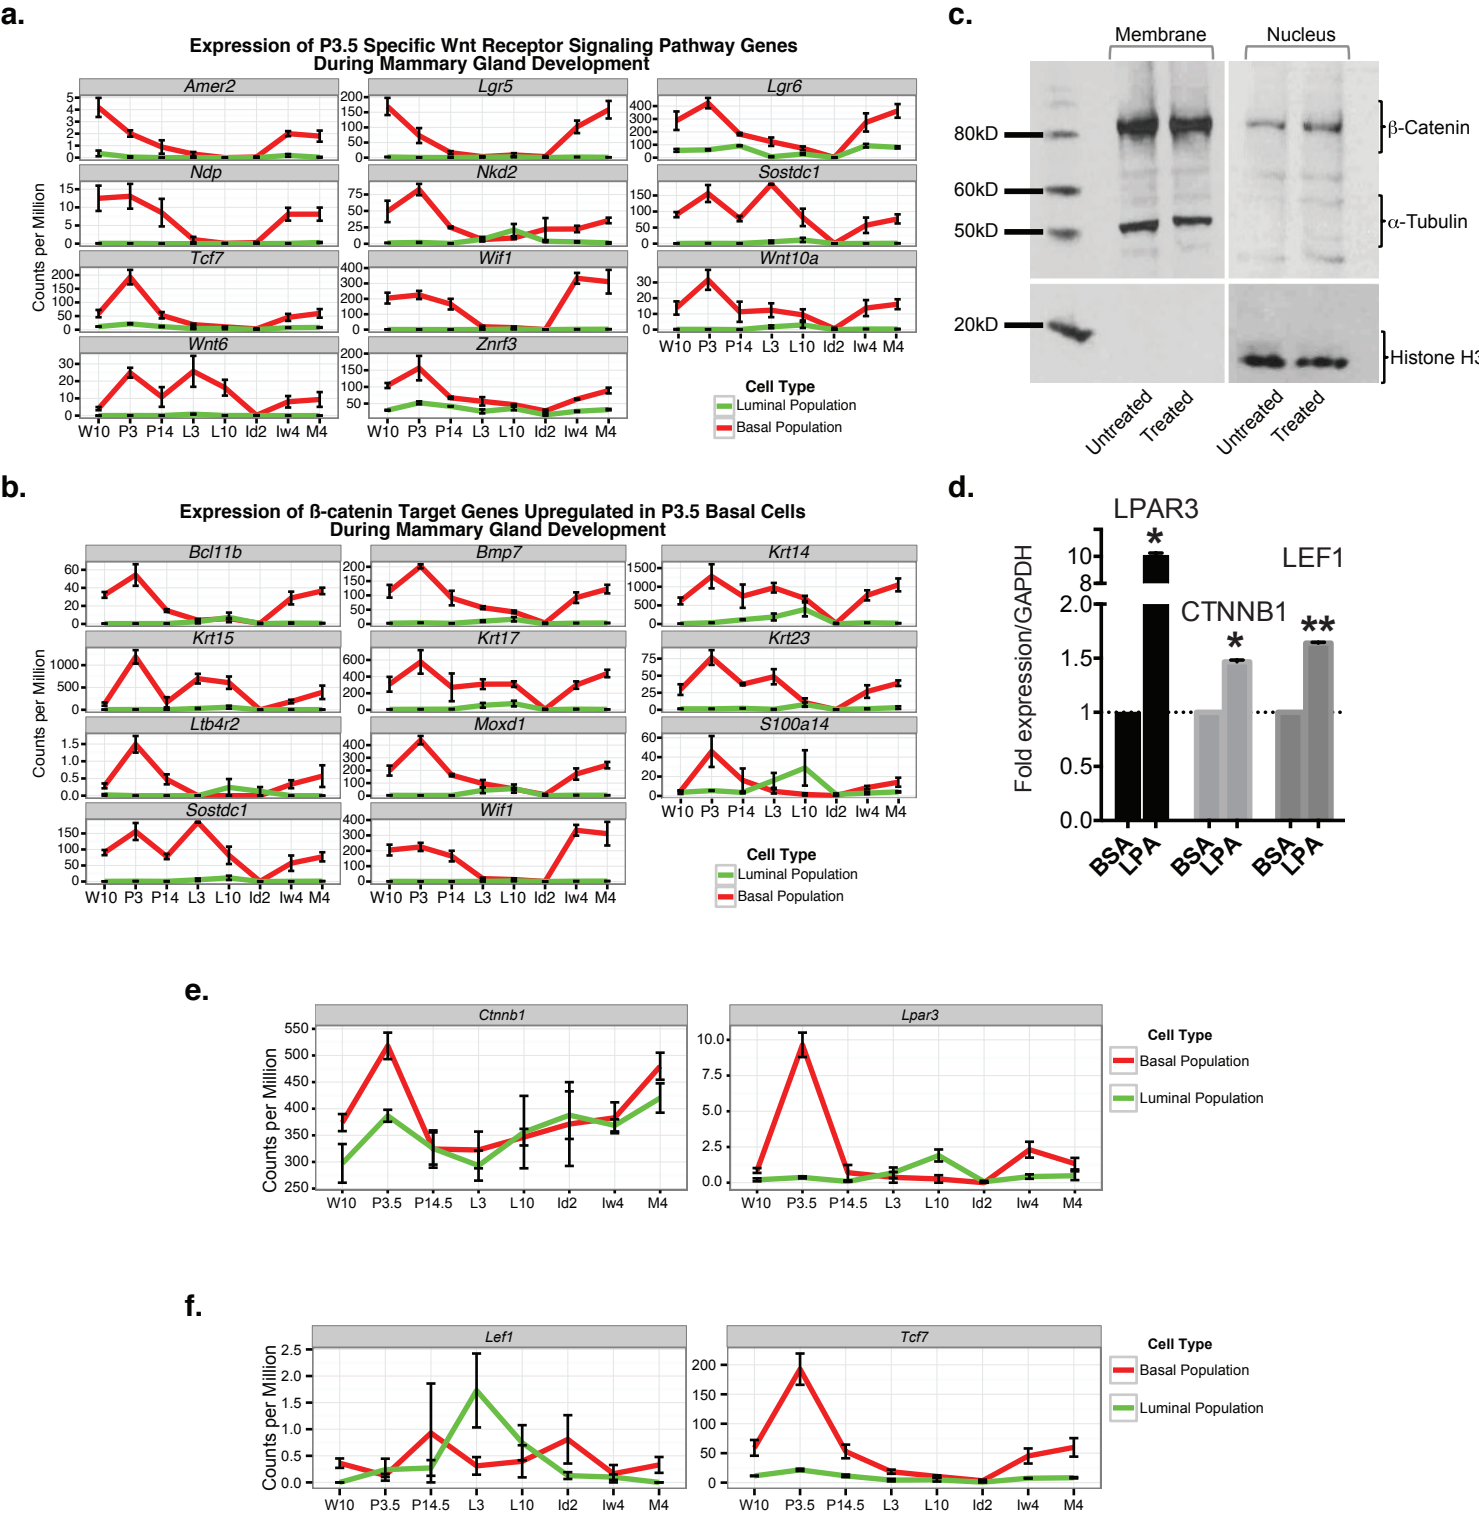

**Figure S8. LPA activates  $\beta$ -catenin signaling in basal cells.** (a and b) Expression trajectories of (a) Wnt receptor signaling pathway genes and (b)  $\beta$ -catenin target genes in luminal (green) and basal (red) epithelial cells throughout development. Normalized counts per million are plotted at each developmental time point. Error bars represent standard errors. (c) Western blot depicting bands corresponding to the levels of protein expression of  $\beta$ -Catenin (top, ~80kD band) and  $\alpha$ -tubulin (top, ~50kD band) in membrane and nuclear fractions of HME50 mock treated or LPA treated HME50 cells. The bottom panel shows the expression levels of the nuclear control protein Histone H3 in all cellular extracts. (d) mRNA expression levels of LPAR3, CTNNB1, and LEF1 in HME50 mock treated or exposed to LPA. \*LPAR3  $p=0.0302$ , \*CTNNB1  $p=0.0170$ , \*\*LEF1  $p=0.0052$ . Error bars represent SD over three biological replicates. (e) Expression trajectories of *Ctnnb1* and *Lpar3* genes in the luminal (green) and basal (red) populations. Normalized counts per million are plotted at each developmental time point. Error bars represent standard errors. (f) Expression trajectories of *Lef1* and *Tcf7* genes in the luminal (green) and basal (red) populations. Normalized counts per million are plotted at each developmental time point. Error bars represent standard errors.

### Antibodies and dilutions used for fluorescence activated cell sorting (FACS).

| Population Selection                          | Antigen              | Isotype              | Fluorophore/ Conjugate | Dilution | Company                       |
|-----------------------------------------------|----------------------|----------------------|------------------------|----------|-------------------------------|
| Positive Selection                            | mouse Cd24           | rat IgG2b, κ         | Alexa Fluor® 488       | 1:500    | BioLegend (San Diego, CA)     |
|                                               | mouse/rat Cd29       | armenian hamster IgG | Alexa Fluor® 647       | 1:200    | BioLegend (San Diego, CA)     |
| Negative Selection (Lineage negative markers) | mouse Cd11b          | rat IgG2b, κ         | PE                     | 1:500    | BioLegend (San Diego, CA)     |
|                                               | mouse Cd45           | rat IgG2b, κ         | PE                     | 1:500    | BioLegend (San Diego, CA)     |
|                                               | mouse Ly-6G/Ly-6C    | rat IgG2b, κ         | PE                     | 1:500    | BioLegend (San Diego, CA)     |
|                                               | mouse Ter-119        | rat IgG2b, κ         | PE                     | 1:500    | BioLegend (San Diego, CA)     |
|                                               | mouse Cd31           | rat IgG2a            | PE                     | 1:500    | BioLegend (San Diego, CA)     |
|                                               | human Cd140a         | mouse IgG2a, κ       | PE                     | 1:500    | BD Biosciences (San Jose, CA) |
| Isotype Controls                              | rat IgG2b, κ         | rat IgG2b, κ         | Alexa Fluor® 488       | 1:500    | BioLegend (San Diego, CA)     |
|                                               | armenian hamster IgG | armenian hamster IgG | Alexa Fluor® 647       | 1:200    | BioLegend (San Diego, CA)     |
|                                               | rat IgG2b, κ         | rat IgG2b, κ         | PE                     | 1:500    | BD Biosciences (San Jose, CA) |
|                                               | rat IgG2a, κ         | rat IgG2a, κ         | PE                     | 1:500    | BD Biosciences (San Jose, CA) |

## **Supplementary Methods**

### **Initial Validation of Sorted Populations**

Because we were specifically interested in comparing the luminal and basal subtypes across the developmental time points, we attempted to maintain the same gates for each time point, omitting the third unidentified population during lactation and involution. However, due to differences in the intensity of the fluorescence labeled antibodies over time, we had to adjust the gates slightly for each sort (**Supplementary Figure S1**). The enriched luminal and basal cell populations were collected in wash media at 4°C. Finally, to validate the sorted populations, we re-sorted 1,000 cells from each of the samples and verified that they were enriched in their respective Lin<sup>-</sup>Cd24<sup>+</sup>CD29<sup>lo</sup> and Lin<sup>-</sup>Cd24<sup>+</sup>CD29<sup>hi</sup> populations, and there was less than 2% cell cross contamination (**Supplementary Figure S1**).

### **DNA, RNA and Protein Isolation and Quantitation**

DNA, RNA, and protein were isolated from the same population of sorted cells using the AllPrep® DNA/RNA Micro Kit from QIAGEN (Germantown, MD). The protocol for animal and human cells provided with the kit was followed with a three minor additions: first, sorted cells were immediately pelleted and homogenized in the lysis buffer (Buffer RTL Plus with 1% β-mercaptoethanol (Bio-Rad, Hercules, CA)) after sorting to reduce RNA degradation, second, elution of DNA and RNA was done twice to increase the yield of nucleic acids, finally, the protein pellet was stored at -80°C in 80% acetone for downstream applications. For long-term storage, DNA was stored at -20°C and RNA was stored at -80°C. RNA was first treated with RNase-free recombinant DNaseI (Roche, Indianapolis, IN) to remove any contaminating DNA as recommended by Roche. Briefly, 1μl DNaseI, 1μl RNase OUT (Invitrogen, Carlsbad, CA) and the 10X incubation buffer were added to the RNA. The RNA was incubated at room temperature for 15 minutes, then at 37°C for 15 minutes. The reaction was stopped and the RNA was purified with the RNeasy MinElute Cleanup Kit (QIAGEN, Germantown, MD) as

described in the kit protocol. The final concentration of the RNA was determined by first staining diluted RNA with the Quant-iT™ Ribogreen® RNA Assay Kit (Invitrogen, Carlsbad, CA) following the kit protocol and measuring the quantity with a NanoDrop 3300 Fluorospectrometer (Thermo Fisher Scientific, Waltham, MA). Because of the low RNA yield, the quality of RNA was analyzed with the Agilent RNA 6000 Pico Assay on the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). A total of 3ng of RNA was used to assess the RNA quality.

### **RNA-seq Data Quality Assessment and Normalization**

Post-sequencing, the data were automatically processed through the web-based system termed WASP (Wiki-based Automated Sequence Processor) that was developed, and is maintained, at Einstein <sup>1</sup>. Aside from its use as a sample submission and laboratory information management system, WASP conducts automated primary data analysis of massively-parallel sequencing-based assays. The WASP pipeline (version 3.0.60, rev 6425) was specifically designed to process and align sequencing reads. The raw RNA-seq files (FASTQ files) automatically uploaded onto the system and the sequencing quality metrics were assessed using FastQC <sup>2</sup>. The WASP pipeline then trimmed the adapter sequences and aligned the reads against the reference mouse genome using the Genomic Short-read Nucleotide Alignment Program (GSNAP; version 2012-07-20) <sup>3</sup>. For the present study, the reference genome used was the National Center for Biotechnology Information (NCBI) Build 37.1 mouse genome obtained from the Reference Sequence (RefSeq) database <sup>4,5</sup>. The assignment of reads to genes was performed by htseq-count (v0.5.3p3), a component of the HTSeq package for analyzing high-throughput sequencing data <sup>6</sup>. The output of this pipeline was a samples (columns) by genes (rows) table with the total number of counts aligned to each gene and resulted in a sum of 37,991 mapped transcripts. Normalization was conducted in R v2.15.1 statistical software <sup>7</sup> using the edgeR and package available through Bioconductor <sup>8</sup>. The output data from the WASP pipeline were normalized following the documentation provided with the edgeR package.

Briefly, the total number of counts per million (CPM) were calculated for each sample by dividing the total number of reads by  $1 \times 10^6$ . A scaling factor was then computed for each sample based on the total CPM, and these factors were used to calculate the library sizes. To avoid skewing of the data we removed genes with an extremely high number of reads ( $> 2 \times 10^6$  reads) and low variability across the samples. Low expressed genes across the samples (genes that have less than 1CPM across 3 samples) were also removed. The normalization and filtering methods used left a total of 17,606 unique genes for subsequent analyses.

### **Principal Component Analysis**

The `prcomp` function that is part of the *stats* package in R<sup>9</sup> was used to calculate the amount of variability present between the samples. We then used a linear analysis of variance (ANOVA) modeling approach similar to that previously described<sup>10</sup> to calculate the p-values for the association between each of the different technical and biological covariates in our analysis and the principal components detected. The biological covariates include the stage, time point, cell type, and condition (combined time point and cell type) (see **Supplementary Methods Table 1 below**). The technical covariates are the RNA isolation batch (Batch), the lane on which the samples were run (Lane), the RNA amplification batch was conducted (RNAamp) and the FACS sorting batch (Sorting time).

| Supplementary Methods Table 1: Profile of Samples Collected for Sorting and Biological Validation |              |                    |                   |            |   |
|---------------------------------------------------------------------------------------------------|--------------|--------------------|-------------------|------------|---|
| Cell Population                                                                                   | Stage        | Time Point         | Condition         | Replicates |   |
| Luminal                                                                                           | Non-pregnant | Week 10            | W10.L             | 6          |   |
|                                                                                                   | Pregnancy    | Pregnancy day 3.5  | P3.L              | 6          |   |
|                                                                                                   |              | Pregnancy day 14.5 | P14.L             | 6          |   |
|                                                                                                   | Lactation    | Lactation day 3    | L3.L              | 6          |   |
|                                                                                                   |              | Lactation day 10   | L10.L             | 6          |   |
|                                                                                                   | Involution   | Involution day 2   | Id2.L             | 6          |   |
|                                                                                                   | Non-pregnant | Involution week 4  | Iw4.L             | 6          |   |
|                                                                                                   | Non-pregnant | Month 4            | M4.L              | 6          |   |
|                                                                                                   | Basal        | Non-pregnant       | Week 10           | W10.B      | 6 |
|                                                                                                   |              | Pregnancy          | Pregnancy day 3.5 | P3.B       | 6 |
| Pregnancy day 14.5                                                                                |              |                    | P14.B             | 6          |   |
| Lactation                                                                                         |              | Lactation day 3    | L3.B              | 6          |   |
|                                                                                                   |              | Lactation day 10   | L10.B             | 5          |   |
| Involution                                                                                        |              | Involution day 2   | Id2.B             | 6          |   |
| Non-pregnant                                                                                      |              | Involution week 4  | Iw4.B             | 5          |   |
| Non-pregnant                                                                                      |              | Month 4            | M4.B              | 6          |   |

### Identification of Sample Outliers

We used two approaches to detect outlier samples based on their normalized transcription profiles. First, we calculated the correlation matrix of the pairwise comparisons using the Pearson correlations (**Supplementary Figure S2a**). Comparison across biological replicates resulted in an  $R^2 > 0.85$  across all conditions. 

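In the 46 libraries, R² between biological replicates lay between 0.772 and 0.975 on log2(CPM + 1), and 2 of the 44 pairs were under 0.85. Both involve the basal library of Id2 replicate 2, with R² of 0.82 against replicate 4 and 0.772 against replicate 6. As Pearson r these pairs were at 0.906 and 0.879, both above 0.85. On untransformed CPM, where a few genes with many reads dominate, the lowest R² was 0.373 and 14 pairs were under 0.85.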

Our clustering analysis revealed prominent clustering based on the cell subtypes. Of the 47 samples analyzed we detected one outlier from this analysis, one of the basal pregnancy day 14.5 samples clustered with the luminal population samples (**Supplementary Figure S2a, black arrows**). Next, we performed a

principal component analysis on the dataset using the `prcomp` function that is part of the *stats* package in R <sup>9</sup>. As with the correlation analysis, the samples clustered primarily based on the cell population. The same sample emerged as an outlier and was removed from the analysis (**Supplementary Figure S2b, black arrow**). The normalization was performed again and subsequent analyses were conducted using the remaining 46 samples. Hierarchical clustering and plotting of the correlation matrix using the `heatmap.3` function in the *GMD* package <sup>11</sup>.

### **Real-time PCR**

RNAseq technical validation was performed on cDNA from the same three biological replicates from P3.5 and L3 basal populations used for RNAseq. A custom TaqMan® Array (Thermo Fisher Scientific, Waltham, MA) was designed with probes for 32 genes (including *18sRNA* and *Gapdh* as internal controls) in triplicate and qPCR was run on an ABI StepOnePlus instrument. Genes were selected based on RNAseq expression differences in the two populations and probe availability. Relative expression was calculated after normalization to *18sRNA* and the fold change expression in L3 relative to P3.5. Two probes were eliminated from analyses because no data were acquired for any of the samples tested.

Primers for *LPAR1*, *LPAR2*, *LPAR3*, *LPAR4*, *LPAR5*, *LPAR6*, *CTNNB1*, *LEF1*, and *GAPDH* were designed using Primer 3 web tool, choosing amplicons producing 80–100 bp products and excluding amplification of non-specific products by analyzing their sequences against public databases (BLAST). Primers for *FOXA1*, *MUC1*, *ELF5*, *LFT* and *MGF-E8* were synthesized as previously reported <sup>12</sup>. For all conditions RNA was extracted using the RNeasy Mini Kit (Qiagen) and 5µg were reverse-transcribed with Superscript II and random hexamers (ThermoFisher, Fair Lawn, NJ) according to the manufacturer's instructions. For gene expression analysis we used SYBR green detection system (SYBR Green Master Mix, Life Technologies, Carlsbad, CA) on an ABI StepOnePlus instrument, according to manufacturer's cycling conditions. The relative abundances of the mRNAs for the genes of interest were

calculated after normalization against *GAPDH* (glyceraldehyde-3-phosphate dehydrogenase) mRNA levels as an internal control. The primers sequences used are listed in **Supplementary Methods Table 2**.

**Supplementary Methods Table 2.** Sequences of the human primers used for qRT-PCR.

| Gene          | Fwd primer 5'-3'     | Rev primer 5'-3'       |
|---------------|----------------------|------------------------|
| <b>LPAR1</b>  | GACAAAGAAATGAGCGCCAC | GGTCATTGCTGTGAACTCCA   |
| <b>LPAR2</b>  | CTGCTCCTGGATGGTTTAGG | AGTACACAGCAGCATTGACC   |
| <b>LPAR3</b>  | GCCTTCCTCATCATGGTTGT | GTATGCGGAGACAAGACGTT   |
| <b>LPAR4</b>  | TGCAAGATCTCTGGAAGTGC | TAGACAATGGCCAGGAAACG   |
| <b>LPAR5</b>  | GTTAGCCAACAGCTCCTCAA | AAGCTGTAGACCACCAAGTG   |
| <b>LPAR6</b>  | CTTCACAACACGGAATTGGC | ATGCTTCCGTACATGTTGGT   |
| <b>CTNNB1</b> | AAGCCGGCTATTGTAGAAGC | GACCTTCCATCCCTTCCTGTTT |
| <b>Lef1</b>   | ACCCATCCCGAGAACATCAA | TCTGATGGGATGTGTGACGG   |
| <b>GAPDH</b>  | TCAAGAAGGTGGTGAAGCAG | CGCTGTTGAAGTCAGAGGAG   |

### **Biological Validation of Cell Subtypes with Publically Available Datasets**

The luminal and basal populations were biologically validated using a gene set derived from enriched mouse and human mammary epithelial populations<sup>13,14</sup>. The *Biobase*<sup>15</sup>, *GEOquery*<sup>16</sup> and *limma* packages were used in R to identify DE genes in this dataset. The normalized mouse and human datasets (GEO accession GSE19446 and GSE16997, respectively) were downloaded from the NCBI Gene Expression Omnibus (GEO) database<sup>17,18</sup>. The data were log 2 transformed and DE genes were identified by making pairwise comparisons between the luminal and basal cell populations. Mature luminal genes were identified by comparing the mature luminal samples versus the basal samples. Luminal progenitor samples were identified by comparing the luminal progenitors to the basal samples. Basal specific genes were identified by comparing the basal samples to both the mature luminal and luminal progenitor samples. The same threshold used for our dataset was applied to this dataset to generate a statistically significant DE geneset (fold change > 2 and FDR < 1%). Since the luminal epithelial samples in our dataset contain a mixture of luminal progenitors and mature luminal cells, we combined the

mature luminal and luminal progenitor gene data of the published sets for our enrichment analysis. The above analyses were done for both the human and mouse datasets. The human genes were then converted to their mouse orthologs by using the annotations available through Ensembl <sup>19</sup>. Of the 1,816 luminal-specific genes in the human, 1,332 (73.3%) had annotated mouse orthologs. Of the 1,544 basal-specific genes, 947 (61.3%) had annotated mouse orthologs. We used a hypergeometric distribution test to test for the enrichment of our geneset in the Lim et al mouse and human genesets <sup>13</sup>. This same method was used to calculate enrichment in the  $\beta$ -catenin mammary tumor models from GSE43825 <sup>20</sup>.

### **Statistical Methods for the Identification of Spatially and Temporally Expressed Genes**

ANOVA was used to identify genes that were significantly differentially expressed in at least one condition (**see Supplementary Methods Table 1**), defined as “expressed” genes, as previously described <sup>21</sup>. Based on our PCA analysis we were confident that the technical covariates did not significantly contribute to the overall variability between the samples, thus we did not include them in the linear model for ANOVA. After correcting for multiple testing using the Benjamini & Hochberg false discovery rate (FDR) method <sup>22</sup>, we set a statistical threshold of less than 0.01 (1%) to define the spatially and temporally “expressed” genes. This set of “expressed” genes was then used for subsequent analyses using edgeR package, available through Bioconductor in R, to determine cell type and time point specific genes <sup>8</sup>. Correction for multiple testing was performed using the Benjamini & Hochberg false discovery rate (FDR) method <sup>22</sup> and set a threshold of an absolute fold change > 2 and an FDR < 1%.

### **Reactome, Gene Ontology and KEGG Enrichment Analysis**

The Goseq package <sup>23</sup> was used to test for enrichment of our gene sets in functional groups based on their annotation defined by the Reactome database <sup>24</sup>, Gene Ontology (GO) Consortium <sup>25</sup>, or KEGG database <sup>26</sup>. We tested specifically for enrichment in the Biological Processes category and set a p-value cutoff of 0.05. Functional interaction network analysis

was conducted using the Reactome FI pug-in in cytoscape <sup>27</sup>.

### **Gene Set Enrichment Analysis**

Using transcriptional profiling of basal and luminal cells during postnatal mammary gland development, we generated stage specific gene lists. Individual gene lists were converted for use as gene sets for Gene Set Enrichment Analysis <sup>28</sup>. Using GSEA and a published database of mouse mammary tumor models <sup>29</sup>, we queried individual mouse mammary tumor models for enrichment of basal or luminal stage specific gene sets.

### **Immunostaining of Tissue Sections**

The mouse mammary inguinal gland was fixed in 10% formalin and paraffin embedded, 5 micrometer slices were sectioned and added onto slides. Slides with tissue sections were baked at 60°C for 1 hour, deparaffinized in xylene (twice for 10 minutes each time) and rehydrated in a series of 2 minute washes in ethanol (100%, 95%, 80%, 70%) followed by two washes in distilled water. Antigen retrieval was performed using the Vector® Antigen Unmasking Solution (H-3300, Vector Laboratories, Burlingame, CA) for 20 minutes and then cooled on the bench for 30 minutes in the buffer solution. The tissue was blocked in 8% goat serum/ in TBS for 60 minutes at room temperature. Sections were then incubated in the anti-CK14 (Covance, Dedham, MA), anti-LPAR3 (LifeSpan BioSciences, Inc., Seattle, WA), anti-LPAR1 (LifeSpan BioSciences, Inc., Seattle, WA) and anti-beta-catenin (abcam, Cambridge, MA) antibodies overnight at 4°C. These antibodies were used at a dilution of 1:1000, 1:200, 1:400 and 1:400 respectively. Secondary detection was performed using anti-mouse Alexa 488 dye (Invitrogen), Alexa 594 dye (Invitrogen) and Alexa 680 dye (Invitrogen) at a dilution of 1:200, 1:400 and 1:400 respectively. Primary and secondary antibodies were diluted in 5% goat serum/TBS. The tissues were counterstained with DAPI (4',6-diamidino-2-phenylindole) (Chroma Technologies, Bellows Falls, VT). All images were acquired using a Leica SP2-AOBS confocal microscope (Leica Microsystems, Buffalo Grove, IL) and quantitation done using Volocity 3D Image Analysis

Software (PerkinElmer, Waltham, MA).

For immunofluorescence, both control and LPA treated HME50 cells were grown in tissue culture petri dish containing glass cover slips. After exposure to LPA for 72h, the cover slips were removed and fixed using 4% Paraformaldehyde (PFA) for 15min at room temperature (RT). This was then replaced by 0.1% Triton (dissolved in PBS) for 10min, RT. After washing 3x with PBS the coverslips were blocked with 3% goat serum for 30 min, RT. For simultaneous identification of basal and luminal cells, the cells were incubated for 1h with primary antibody mixture containing mouse monoclonal to Cytokeratin18 (luminal specific) and Keratin14 Polyclonal chicken antibody (basal specific). This was followed by 3 washes with PBS and exposure of the slides to secondary antibodies for 1hr containing goat anti chicken, Alexa Fluor 488 (green) and goat anti mouse, Alexa Fluor 555 (red). The coverslips were washed and dehydrated with ethanol at room temperature – 70% for 3min; 90% for 3min; 100% for 3min. The coverslips were air dried for 1h. Mounting medium (Life Technologies, Carlsbad, CA) (10 $\mu$ l) with DAPI (blue) was placed on a slide and the coverslips were inverted on to it. The slides were visualized under Axiovert 200 inverted fluorescent microscope and the image captured using Case Data Manager 6.0 software (Applied Spectral Imaging, ASI Carlsbad, CA). The images were then analyzed using Image J software.

#### **Cell fractionation and western blotting**

Cell fractionation was performed as per the manufacturer's instructions using the Qiagen, CA, USA kit. Protein estimation for each of the cell fractions were carried out using BCA kit as per the manufacturer's protocol (Pierce Thermo Scientific, IL, USA). Mouse monoclonal to Cytokeratin 18 (K18) (primary antibody) was purchased from Abcam, MA, USA. Keratin 14 (K14) (primary antibody) Polyclonal Chicken Antibody was purchased from Covance, NJ, USA. Purified Mouse Anti-  $\beta$  – catenin (primary antibody) was purchased from BD Biosciences, USA.

Sodium dodecyl sulphate - polyacrylamide gel electrophoresis (SDS-PAGE) was conducted using 10% (w/v) separating gel. 50µg/ml proteins samples of membrane and nuclear fraction of LPA treated and control cells were separated by denaturing SDS-PAGE and then transferred to nitrocellulose membranes. The membranes were blocked with 5% (w/v) skimmed milk. The membrane fractions were incubated with Mouse Anti-β-catenin (1/2000) and Mouse monoclonal Anti –α–tubulin (1/1000) and the nuclear fractions were incubated with Mouse Anti-β-catenin (1/2000) and Rabbit monoclonal Histone H3 (1/2000) for 1h. After being washed, the membranes were incubated with goat anti-mouse HRP conjugate and goat anti-rabbit HRP conjugate (1/2000) for 1h. Proteins were visualized by addition of substrate (luminol).

Quantification of bands intensities was carries out using ImageJ <sup>30</sup>. After subtraction of background intensities the β-catenin specific expression was normalized against its respective control (Histone H3 for the nuclear fraction andα–tubulin for the membrane fraction); plots and statistical analysis were carried out using GraphPad Prism version 6 for Windows (GraphPad Software, La Jolla California USA, [www.graphpad.com](http://www.graphpad.com)).

## References

- 1 Core, C. E. T. a. C. G. *Wiki-based Automated Sequence Processor (WASP)*, <<http://wasp.einstein.yu.edu/>> (
- 2 Andrews, S. *FastQC*, <<http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc>> (
- 3 Wu, T. D. & Nacu, S. Fast and SNP-tolerant detection of complex variants and splicing in short reads. *Bioinformatics* **26**, 873-881, doi:10.1093/bioinformatics/btq057 (2010).
- 4 Mouse Genome Sequencing, C. *et al.* Initial sequencing and comparative analysis of the mouse genome. *Nature* **420**, 520-562, doi:10.1038/nature01262 (2002).
- 5 Pruitt, K. D., Tatusova, T., Brown, G. R. & Maglott, D. R. NCBI Reference Sequences (RefSeq): current status, new features and genome annotation policy. *Nucleic Acids Res* **40**, D130-135, doi:10.1093/nar/gkr1079 (2012).
- 6 Anders, S. *HTSeq: Analysing high-throughput sequencing data with Python*, <<http://www-huber.embl.de/users/anders/HTSeq/>> (

- 7 R Core Team, R: A language and environment for statistical computing. R Foundation for Statistical Computing. (Vienna, Austria, 2016).
- 8 Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139-140, doi:10.1093/bioinformatics/btp616 (2010).
- 9 Walter, W., Sanchez-Cabo, F. & Ricote, M. GOplot: an R package for visually combining expression data with functional analysis. *Bioinformatics* **31**, 2912-2914, doi:10.1093/bioinformatics/btv300 (2015).
- 10 Teschendorff, A. E., Zhuang, J. & Widschwendter, M. Independent surrogate variable analysis to deconvolve confounding factors in large-scale microarray profiling studies. *Bioinformatics* **27**, 1496-1505, doi:10.1093/bioinformatics/btr171 (2011).
- 11 Zhao, X., Valen, E., Parker, B. J. & Sandelin, A. Systematic clustering of transcription start site landscapes. *PLoS One* **6**, e23409, doi:10.1371/journal.pone.0023409 (2011).
- 12 Shehata, M. *et al.* Phenotypic and functional characterisation of the luminal cell hierarchy of the mammary gland. *Breast Cancer Res* **14**, R134, doi:10.1186/bcr3334 (2012).
- 13 Lim, E. *et al.* Transcriptome analyses of mouse and human mammary cell subpopulations reveal multiple conserved genes and pathways. *Breast Cancer Res* **12**, R21, doi:10.1186/bcr2560 (2010).
- 14 Lim, E. *et al.* Aberrant luminal progenitors as the candidate target population for basal tumor development in BRCA1 mutation carriers. *Nature medicine* **15**, 907-913, doi:10.1038/nm.2000 (2009).
- 15 Gentleman, R. C. *et al.* Bioconductor: open software development for computational biology and bioinformatics. *Genome Biol* **5**, R80, doi:10.1186/gb-2004-5-10-r80 (2004).
- 16 Davis, S. & Meltzer, P. S. GEOquery: a bridge between the Gene Expression Omnibus (GEO) and BioConductor. *Bioinformatics* **23**, 1846-1847, doi:10.1093/bioinformatics/btm254 (2007).
- 17 Barrett, T. *et al.* NCBI GEO: archive for functional genomics data sets--update. *Nucleic Acids Res* **41**, D991-995, doi:10.1093/nar/gks1193 (2013).
- 18 Edgar, R., Domrachev, M. & Lash, A. E. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res* **30**, 207-210 (2002).
- 19 Flicek, P. *et al.* Ensembl 2012. *Nucleic Acids Res* **40**, D84-90, doi:10.1093/nar/gkr991 (2012).
- 20 Moumen, M. *et al.* Myc is required for beta-catenin-mediated mammary stem cell amplification and tumorigenesis. *Molecular cancer* **12**, 132, doi:10.1186/1476-4598-12-132 (2013).

- 21 Pavlidis, P. Using ANOVA for gene selection from microarray studies of the nervous system. *Methods* **31**, 282-289, doi:Doi 10.1016/S1046-2023(03)00157-9 (2003).
- 22 Benjamini, Y. & Hochberg, Y. Controlling the False Discovery Rate - a Practical and Powerful Approach to Multiple Testing. *J Roy Stat Soc B Met* **57**, 289-300 (1995).
- 23 Young, M. D., Wakefield, M. J., Smyth, G. K. & Oshlack, A. Gene ontology analysis for RNA-seq: accounting for selection bias. *Genome Biol* **11**, R14, doi:10.1186/gb-2010-11-2-r14 (2010).
- 24 Ligtenberg, W *reactome.db: A set of annotation maps for reactome*. R package version 1.54.1.
- 25 Ashburner, M. *et al.* Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. *Nat Genet* **25**, 25-29, doi:10.1038/75556 (2000).
- 26 Carlson, M *KEGG.db: A set of annotation maps for KEGG*. R package version 3.2.2.
- 27 Wu, G., Feng, X. & Stein, L. A human functional protein interaction network and its application to cancer data analysis. *Genome Biol* **11**, R53, doi:10.1186/gb-2010-11-5-r53 (2010).
- 28 Subramanian, A. *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* **102**, 15545-15550, doi:10.1073/pnas.0506580102 (2005).
- 29 Hollern, D. P. & Andrechek, E. R. A genomic analysis of mouse models of breast cancer reveals molecular features of mouse models and relationships to human breast cancer. *Breast Cancer Res* **16**, doi:10.1186/bcr3672 (2014).
- 30 Schneider CA, Rasband WS, Eliceiri KW. NIH Image to ImageJ: 25 years of image analysis. *Nat Methods*. Jul;9(7):671-5 (2012).

How the deposited data were processed for this re-analysis (not part of the article)

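RNA-seq values of 46 libraries were used, 24 of luminal and 22 of basal mammary epithelial cells, from 8 time points of the reproductive cycle. Of the 47 samples described, the basal library of P14.5 replicate 2, which the authors set aside as an outlier, has no values here. Every column of the deposited table was used (0 were left out). The authors amplified the RNA, sequenced it, aligned the reads with GSNAP to the mouse genome (mm9), counted reads per Ensembl gene with htseq-count and normalized the counts with edgeR. They removed genes under 1 CPM in 3 samples and genes with very many reads and little variation. The deposited signal is the read count divided by the library's effective size, scaled to CPM by the authors. Columns differ in their sum, because the scaling factor differs from 1 and removed genes are absent. The table holds 17078 genes, of which 359 reach 1 CPM in fewer than 3 of the libraries, 11218 are above 0 in every library and 10580 have a mean of at least 5 CPM.

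Each value is a whole multiple of a step that is the same for all genes of a library, so the reads behind it were recovered (100% of the values in every library, and 100% when tested on simulated data of 17078 genes). The libraries hold 4398806 to 20023054 reads on genes, with a median of 8518616. A level of 3 reads, between 0.17 and 1.05 CPM depending on the library, was taken as the smallest that can be measured. This floor covers counting error only, since amplified reads without molecular identifiers include copies. Gene names were taken from an annotation of a later genome build, in which 16897 of the gene identifiers were found and 181 were not. No coordinates were used across builds. Of 221 genes named here, 19 share exon bases with another protein-coding gene in that annotation, and for 7 the overlap is at least 25%: *Apex1* (62%), *Dbp* (29%), *Igf2* (65%), *Ilk* (87%), *Irs1* (31%), *Itgam* (70%) and *Matr3* (25%). Reads of these genes, of *Orm1* and *Orm2*, and of *Aldh1a7* and *Aldh1a1*, which are close relatives, are uncertain.

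The model was limma 3.58.1 in R 4.3.3 on log2(CPM + 1), with a mean for each of the 16 combinations of time point and cell type and moderated tests with a mean-variance trend. A single model was used because conditions have 2 or 3 libraries. On this scale the fold change of genes with few reads is understated. A gene was called at a fold change of at least 2 and a Benjamini-Hochberg false discovery rate under 0.01. Counts of genes were taken among those that vary across the conditions (moderated F test), and single genes and panels were adjusted over all genes. Genes were spatially DE if called between luminal and basal cells at a time point, temporally DE if called between a pair of time points in a cell type, and temporally specific if called in the same direction at a time point or stage against each of the other time points and between the cell types. There were 6 stages. Changes of panels and single genes were taken against the mean of the remaining time points. The difference between cell types in their change from the non-pregnant time points to lactation was tested directly in the same model. Principal components were computed on centred values, and shares of variance explained were tested with 100000 permutations of the labels, for which the smallest p is 1e-05.

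Luminal and basal libraries of the same time point and replicate number come from the same sort according to the sample labels, and there were 24 sorts. Whether they share a deviation was checked across genes (median correlation 0.25 within sorts), which does not treat genes as independent replicates. The model was therefore also fitted with the sort as a block (consensus correlation 0.179). L3 and L10 libraries that share a sort date were kept as separate sorts. Lane and amplification batch were taken from the labels and used only to describe and to weigh results, because most of them hold whole time points.

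Genes are named by a rule set in advance. It takes every gene that the paper names in its text or panels for these libraries, and the 3 genes with the largest change among those specific to a time point and higher in each of its replicates than in each library of the other time points. A gene named otherwise is marked as such. An exception to the rule is a gene that is not reported here. Marker lists of other cell types were fixed before their values were seen and compared with 10000 random lists matched on mean expression in 20 bins. A list was read only if at least 80% of its genes are in the table.

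The alternatives were a pseudocount of 0.1, rescaling each library by median ratios, a filter on the mean, edgeR 4.0.16 (quasi-likelihood test on the recovered reads), the sort block, a false discovery rate of 0.05, a plain analysis of variance, no test across conditions first, the spread of the groups compared only, other definitions of temporally specific genes, genes scaled to unit variance or without milk protein genes, the Id2 libraries left out, and a sort or a library left out in turn wherever 2 libraries per condition remained. Random assignments of the labels were drawn 100 times.

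The steps were tested on simulated data of 17078 genes with the depths of these libraries. Every gene was given the same dispersion, libraries of a sort were simulated independently, and the changed genes had a mean of at least 5 CPM. Of 200 genes given a change, limma and edgeR recovered 179 and 187 for the comparison of basal with luminal cells at Id2, 200 and 200 for basal Id2 against the other time points, 194 and 190 for basal P14.5 against the other time points and 191 and 197 for the difference between the cell types in lactation. The unchanged genes called numbered, in the same order, 1 and 0, 1 and 0, 5 and 2, 4 and 5. The median error of the fold change was between 0.2 and 0.32 on the log2 scale. With no change in the simulation, 0 genes were called for each of the 12 counts that were tested. The wide spread between the real basal Id2 libraries was not simulated. These results therefore do not show how the tests perform at that spread or for genes with few reads.

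Protein and histology results, the RT-PCR measurements, the ontology enrichment and the comparison with other published data sets are not analysed here, since the deposited table holds only RNA-seq values.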

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

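The tests of *Lpar3* against the amplification batch and the scaling, of the cell type differences in lactation against the scaling, of the fibroblast list in a P14.5 basal library and of the milk protein share of another were chosen only after the result was seen. The other tests of this part were chosen before. GC content, gene length and reads shared between related genes were not tested for any of these results.

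Among 48 groups of libraries (a cell type and a stage, for the PC scores, depth and similar measures), 3 held a library whose distance from the others was past Dixon's critical value. By chance this happens in about 1 in 20 groups, so 3 is about the number that chance gives. The groups pool the time points of a stage. The basal library of P14.5 replicate 3 scored 89.5 on PC1, with the other basal pregnancy libraries between 48.8 and 57.9. Its mean log2(CPM + 1) over the fibroblast marker list was 5.95, the highest of 5 libraries (the others were between 1.89 and 4.71). Its endothelial (5.51) and pericyte (6.03) levels were also the highest of the 5, so fibroblasts are not singled out. RNA from such cells is a candidate explanation for its position. The basal library of P14.5 replicate 6, however, had the next highest fibroblast level (4.71) and the lowest PC1 score (48.8). It is the only other P14.5 basal library and shares the time point, so no biological explanation was tested.

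The luminal library of L10 replicate 4 scored 14.7 on PC2, against 44.6 to 59 in the other lactating luminal libraries. An excess of RNA from basal cells does not explain this, since its basal marker list was the lowest of 6 libraries, at 4.14 (the others were between 4.62 and 6.46), while a smaller amount of it than in the other libraries remains open. Nor does depth, since the gap to the nearest library was still 0.684 of the range after all libraries were thinned to the same number of reads, which is still past Dixon's critical value. What sets it apart remains open.

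Milk protein genes took 5.25% of the reads of the basal library of P14.5 replicate 6, against 0.053 to 0.629% in the other basal pregnancy libraries. Its luminal marker list was the highest of 5 libraries, at 5.72 (the others were between 3.96 and 4.93). The 6 milk protein genes stood at 10.3 to 30% of the luminal P14.5 mean, and these fractions differ by a factor of 2.91. RNA from luminal cells of an average P14.5 gland would give the same fraction for each gene, so it does not by itself account for the share. Luminal cells with another mix of milk protein RNA remain open, and the high luminal list goes with RNA from luminal cells. No biological explanation was tested.

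The change between the non-pregnant time points and lactation differed between basal and luminal cells for 1948 genes, in a direct test of the difference. The same test between W10 and the mean of Iw4 and M4, which are non-pregnant time points from different amplification batches, gave 0 genes, with 343 at an unadjusted p under 0.05, compared with 5703 for lactation. L3 and L10 have an amplification batch of their own, however, so a difference tied to that batch cannot be told apart from lactation. After rescaling by median ratios there were 1943 genes. With every library thinned to 3471241 reads on genes other than the milk protein genes there were 1798, 1683 of them among the 1948. Of the 1948, 1113 were also called between lactation and the non-pregnant time points in basal cells, 644 in luminal cells, 130 in both (63 in opposite directions) and 321 in neither. RNA carried from luminal into basal cells can make the basal change resemble the luminal one, so these counts do not decide whether it takes part. RNA from other cells was not tested against this count. In lactation the pericyte and endothelial lists were higher by 3.41 and 2.14 in basal and 0.83 and 1.60 in luminal libraries. The fibroblast list went the other way, with -0.07 in basal and 0.63 in luminal libraries. Among 100 assignments of time points to sorts, 1, the real assignment, gave as many genes, and the largest count of the others was 1.

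*Lpar3* rose at P3.5 in basal but not in luminal cells. The difference between these changes was 2.75 on the log2 scale (standard error 0.34, adjusted p = 2.4e-06, 3.7e-07 with the sort block, from limma). All 3 basal P3.5 libraries, at 8.08 CPM or more, were above every other basal library, of which the highest was at 3.27 CPM. P14.5 libraries were amplified in the same batch, and basal P3.5 was above P14.5 by 2.71, so the batch by itself does not explain the rise. After rescaling by median ratios the difference between the cell types was 2.69. Within time points, *Lpar3* did not follow the fibroblast list (r = -0.04). A change with early pregnancy in basal cells is therefore a hypothesis that these tests leave standing.

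The paper shows lineage markers by sample and describes most of them as absent or very low. At Id2, marker lists of other cell types, fixed in advance, were higher in basal libraries than in those of the other time points, with a median log2 difference of 3.06 for fibroblasts (15 of 15 genes higher, 10 called), 2.62 for endothelial cells (15 of 15 higher, 12 called), 1.95 for pericytes (10 of 10 higher, 6 called) and 1.14 for immune cells (11 of 12 higher, 3 called). Among 10000 random lists matched on mean expression these lay at percentiles 100, 100, 100 and 99.99. The adipocyte list was at percentile 12.15, but only 5 of its 9 genes are in the table, which is too few to decide. The luminal list fell, at percentile 0.81, which goes against RNA from luminal cells as the main source of the change. That list also fell in luminal cells at Id2 (-0.45), so a small share of luminal RNA is not excluded. The list of epithelial genes fell by 0.76 (percentile 0.04), and the basal list had a median log2 difference of -5.74, with 14 of 14 genes lower. W10 basal libraries, from the same amplification batch as Id2, had -0.66 for 4 basal keratins, compared with -6.93 at Id2, so the batch does not explain their loss.

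The 3 basal Id2 libraries were each led by a different list. Replicate 2 had the highest endothelial level (8.78 as mean log2(CPM + 1), against 4.93 and 4.6), replicate 4 the highest pericyte level (8.54, against 6.62 and 6.3) and replicate 6 the highest fibroblast level (7.65, against 4.5 and 5.22). *Krt5* was at 4.68, 156 and 6.95 CPM in replicates 2, 4 and 6. In luminal cells at Id2 the fibroblast, endothelial, pericyte and immune lists were higher than at the other luminal time points by 1.72, 1.41, 1.09 and 2.13. In the same order, 4 of 15, 0 of 15, 3 of 10 and 10 of 12 genes were called higher. RNA from other cells of the gland, in proportions that differ between sorts, may therefore contribute to the basal Id2 libraries, as the percentiles of 100 for the fibroblast, endothelial and pericyte lists allow. The lists cannot tell it apart from expression of the same genes by basal cells, as which the paper reads the stromal genes among its basal genes.

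In lactation, basal libraries were higher than at the other basal time points in the endothelial list, by a median of 2.14 (percentile 100, 13 of 15 called), in the pericyte list, by 3.41 (percentile 100, 10 of 10 called), and in the immune list, by 0.93 (percentile 99.95, 4 of 12 called). The fibroblast list had a median of -0.07 (percentile 47.11). Its genes went both ways, from -2.75 to 2.84, with 1 of 15 called higher and 3 called lower, so this median decides little. The adipocyte list was higher by 3.54 (percentile 100), but with 5 of its 9 genes in the table it cannot be read. The basal list rose by 1.86 and the luminal list had -1.10. *Cdh5*, an endothelial marker that the paper places among the junction genes of lactating basal cells, may thus come in part from endothelial cells. Expression of these genes by lactating basal cells remains equally open. In lactating luminal libraries the endothelial, pericyte, fibroblast, immune and basal lists were higher as well, by 1.60, 0.83, 0.63, 0.64 and 1.91. In the same order, 10 of 15, 3 of 10, 3 of 15, 2 of 12 and 11 of 14 genes were called higher.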

How the results depend on the processing

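Each alternative here was set before the data were examined, and all of them could be run, except that only 20 of the 24 sorts could be left out. Of the 31 results that answer a comparison, most stayed within 1.5 times their value, or on their side of the threshold, under a pseudocount of 0.1, rescaling by median ratios, the sort as a block, a filter on genes with a mean of at least 5 CPM and edgeR's test on whole reads. The variance shares of PC1 and PC2 were held to a narrower limit, the SD of their values over the fits that left out a sort. The exceptions follow, and for none of them was the cause tested.

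With a pseudocount of 0.1, PC1 and PC2 held 34 and 15.1% of the variance. With the filter on low genes they held 44.2 and 17.3%, and the temporally specific basal genes numbered 591. With genes scaled to unit variance the shares were 21.8 and 14.2%. With edgeR there were 92 luminal specific genes at all time points, 92 of them shared with limma, 220 temporally specific luminal genes (205 shared) and 558 basal ones (513 shared). At an FDR of 0.05 there were 422 switching genes and 304 luminal specific genes at all time points. The number of temporally specific luminal and basal genes was 1294 and 2654 against the mean of the remaining time points, 786 and 1619 without the condition on the other cell type, and 79 and 159 with time points only. With the spread taken from the 2 groups compared there were 4951 genes called between the cell types, 1897 luminal specific genes and 54 switching genes. In each of these settings that counts them, the temporally specific genes were more numerous in basal than in luminal cells. The cause was not tested.

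With each of 20 sorts left out, the luminal specific genes at all time points ranged from 89 to 196, those of basal cells from 344 to 486, the variance of PC1 from 39 to 41.1% and that of PC2 from 15.6 to 16.9%. The temporally specific genes ranged from 280 to 418 in luminal and 745 to 1031 in basal cells, the genes called between cell types from 7368 to 7816, between time points from 9813 to 10610 and across conditions from 11460 to 12205, and the switching genes from 163 to 234. With each library of the time point in question left out, the β-catenin target panel at P3.5 ranged from 5 to 7 genes, the extracellular matrix panel at Id2 from 13 to 31, *Lpar1* at Id2 from 1.86 to 4.14 (log2, no longer past the threshold in 1 of 3 fits) and *Lpar3* at P3.5 from 2.58 to 2.78. The Wnt panel gave 6 genes in each of the 3 fits, compared with 9 with all libraries. The junction panel gave 12 to 16, the SREBP panel 9 to 11, the V-ATPase panel 5 to 6 and the transcription factors 24 to 25. The cause was not tested.

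Among 123 changes of single genes, 117 of 123 stayed on their side of the threshold with edgeR (3 passed and 3 no longer passed), 102 of 103 with the filter (1 passed and 0 no longer passed), 117 of 123 with a pseudocount of 0.1 (1 passed and 4 no longer passed), 121 of 123 with the block (2 passed and 0 no longer passed) and 122 of 123 after rescaling (1 passed and 0 no longer passed). *Krt14* in basal against luminal cells at Id2 turned to -0.02 with a pseudocount of 0.1 (adjusted p = 0.99, between 0.18 and 0.99 over its settings). Directions also turned when a library was left out, for *Krt14* (-1.15 to 0.73) and *Trp63* (-0.83 to 0.7) in basal against luminal cells at Id2 and for *Igf1r* in lactating luminal cells (-0.46 to 0.07). Calls were lost when a library was left out for *Tll1* against luminal cells at Id2 (3 of 6 fits), *Tll1* at Id2 (1 of 3 fits), *Ctsk* against luminal cells at Id2 (1 of 6 fits), *Ctsk* at Id2 (1 of 3 fits), *Cdh4* (1 of 3 fits), *Fblim1* (2 of 3 fits), *Ilk* (2 of 3 fits), *Prlr* in lactating basal cells (2 of 3 fits), *Igf1* (3 of 6 fits), *Mvd* in lactating luminal cells (1 of 6 fits), *Ncf4* (1 of 3 fits) and *Atp6v0c* in luminal cells at Id2 (2 of 3 fits). The cause was not tested, and none of the genes whose direction turned was past the threshold with all libraries.

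Rescaling by median ratios moved the median of all genes by at most 0.056 (log2) over 43 comparisons. Of the calls between the cell types, 61.8% were higher in basal cells, 61.5% after rescaling, 62.1% with a pseudocount of 0.1 and 63.3% with edgeR. Depth limits the low genes, since 3 reads are worth up to 1.05 CPM in the library with the largest floor, and basal cells at P14.5 and L10, with 2 libraries, could not have a library left out.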

Differences from the paper's values

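The share of switching genes was 2.55% against the paper's 17.5%. Luminal specific genes at all time points numbered 178 against the paper's 570 (5.56% against the paper's 18.3%), and basal specific genes at all time points 437 against the paper's 1292 (10.2% against the paper's 31.7%). None of the alternatives set before the data were examined closed these gaps. For these counts and the share of switching genes, the nearest was a false discovery rate of 0.05, with 4.62% switching genes and 304 and 600 genes at all time points.

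Temporally specific genes numbered 911 against the paper's 3144 in basal cells and 350 against the paper's 1559 in luminal cells. Of the alternatives set before the data were examined, the comparison with the mean of the remaining time points closed the gap (2654 and 1294), and the others did not. Combined with edgeR it gave 2815 and 1368. Among the lists of Table S2, luminal genes higher at L3 numbered 6 against the paper's 463, at L10 3 against the paper's 245 and at Id2 64 against the paper's 390, and basal genes higher at P3.5 13 against the paper's 184 and at L3 7 against the paper's 798. The same alternative closed each of these gaps, with 412, 172, 445, 183 and 698 genes (414, 189, 353, 161 and 666 when combined with edgeR), while the sort block and edgeR did not when each time point had to be passed. Luminal genes higher at P14.5 numbered 2 against the paper's 29, and the gap was closed by edgeR with the mean of the remaining time points (25 genes), but not by limma (46 with the mean of the remaining time points, 2 with the block) or by edgeR against each time point (0). The gap stayed open for basal genes higher at P14.5, with 7 against the paper's 80, 30 with the mean of the remaining time points (17 of them in the paper's list) and 29 when combined with edgeR, and for luminal genes higher at Iw4, with 0 against the paper's 27, 15 with the mean and 14 when combined with edgeR. Some lists of stages and of lower genes also stayed more than 1.5 times apart. Of the 5022 entries of the 42 complete lists of Table S2, 5015 are in the table, and 5015 of these have the direction that the paper gives. By the requirement against each time point 210 were found in the same list, and by the mean 3527.

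By analysis of variance on PC2, the p-value of the lane was 2e-08 against the paper's 0.00035. That of the RNA amplification batch was 9.5e-06 against the paper's 0.0024, and that of the sort date 3.6e-10 against the paper's 0.00074. None of the alternatives set before the data were examined closed these gaps. The labels used here give 6 lanes and 22 sort dates. The paper's methods describe more lanes than that, and a FACS sorting batch in place of a date. Lane and sort date are thus not known to be the paper's variables, and their p-values are not compared like for like.

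Between replicates, 2 of 44 pairs here had R² under 0.85 on log2(CPM + 1), the lowest at 0.772. As Pearson r that lowest pair was at 0.879, so no pair was under 0.85 by that measure. The paper gives R² above 0.85 across all conditions. It places basal cells of early involution with luminal cells by their markers, yet distinct from them, while here the 3 libraries clustered with the basal libraries. Average linkage on correlations was used here, and the paper does not state its linkage. Correlations with the mean luminal and the other basal profile were 0.11 and -0.38 in replicate 2, -0.56 and 0.32 in replicate 4 and -0.22 and -0.03 in replicate 6. The clustering therefore does not settle the difference. Most lineage markers are given as absent or very low, while *Pecam1* and *Pdgfra* had means of 1130 and 785 CPM in these libraries. It describes *Krt5* and *Id4* as apparently lowered in those cells, in contrast to markers kept above luminal cells. Against luminal cells at Id2 they were at 2.29 and 1.49 and not called without the block, but they were called with it and with edgeR, and *Id4* also with a pseudocount of 0.1, after rescaling and with the filter on the mean. Of 6 fits that each left out a library, 2 called *Krt5* and 1 called *Id4*. Against the other basal time points both were lower by more than 2-fold. It detects no *Lpar3* transcript in luminal cells, while its highest luminal mean here was 1.91 ± 0.728 CPM (SD, n = 3), at L10.

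It gives *Enpp2* its highest induction in basal cells from late pregnancy to early involution. That span as a whole was not tested, so the result for P14.5 alone does not decide it. At P14.5 the change was 2.70 with an adjusted p of 0.13, against a rest that holds L3, L10 and Id2. *Enpp2* was called there against 0 of 7 time points. None of the alternatives called it. It gives *Lef1* a peak at P14.5 in basal cells, where the difference from Id2 was -0.02 and 0 of 7 comparisons were called. It reports a rise of *Insr*, *Irs1* and *Irs2* in lactogenesis, but none was called in either cell type under the alternatives tried. The largest change was that of *Irs2* in basal cells (0.80, adjusted p = 0.027). A rise of *Irs1* in lactation was not called either (0.93, adjusted p = 0.017 in basal cells; 0.77, adjusted p = 0.038 in luminal cells), while *Irs2* was called in lactating basal cells (1.22, adjusted p = 0.0022), but not in luminal cells (0.78, adjusted p = 0.036). *Igf1*, which the paper has raised in luminal cells into early involution, was not called at Id2 (2.20, adjusted p = 0.016), except with edgeR (2.63, adjusted p = 0.00086) and without luminal Id2 replicate 2 (2.96, adjusted p = 0.0083).

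Some genes of the paper's panels were not called. *Flnc* in lactating basal cells (1.18, adjusted p = 0.014) was called only without L3 basal replicate 6 and with the false discovery rate taken over the panel alone. *Hoxa2* (0.74, adjusted p = 2.6e-06) stayed under 2-fold and was called with a pseudocount of 0.1 and with edgeR. *Lgr5* at P3.5 (1.47, adjusted p = 0.012) was called with the filter on the mean, with edgeR and within its panel, *Krt14* at P3.5 (1.54, adjusted p = 0.017) within its panel, and *Amer2* (0.63, adjusted p = 0.0066) in no setting. Of the extracellular matrix genes at Id2, *Adamts2* (1.77, adjusted p = 0.011) was called after rescaling, with the block, with the filter, with edgeR, within the panel and without Id2 basal replicate 2. *Col27a1* (1.34, adjusted p = 0.017) and *Col8a2* (1.16, adjusted p = 0.015) were called with edgeR, within the panel and without replicate 2, *Col8a2* also without replicate 4. *Lepre1* (0.86, adjusted p = 0.079) and *Serpinh1* (0.87, adjusted p = 0.031) were called with edgeR and without replicate 2, *Dcn* (1.21, adjusted p = 0.17) with edgeR, and *Leprel2* (1.15, adjusted p = 0.035) in no setting.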

Other observations

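The 10 relations between single genes and marker lists below were chosen only after the levels of the lists and the leave-one-out ranges of the genes had been seen, and the reading of the milk protein test was set after its value was seen. The thinning test of the temporally specific genes was also added after the other results had been seen, with its reading written before it was run. The other tests of this part were chosen before.

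Genes named in the paper that varied between basal libraries of the same time point were set against a marker list over the 22 basal libraries, each as the deviation from its time point mean, which removes lane and the amplification batches that held whole time points. Labels were permuted within time points and p adjusted by Benjamini-Hochberg over 10 relations. With the fibroblast list, Pearson r was 0.84 (permutation p = 0.0045, adjusted 0.0069; Spearman rho 0.70, permutation p = 0.0098, adjusted 0.014; r 0.68 without the 2 farthest libraries) for *Lpar1*. For *Enpp2* it was 0.76 (permutation p = 0.00036, adjusted 0.0018; Spearman rho 0.75, permutation p = 0.0013, adjusted 0.0035; r 0.66 without the 2 farthest libraries), and for *Igf1* 0.81 (permutation p = 0.0013, adjusted 0.0033; Spearman rho 0.81, permutation p = 0.001, adjusted 0.0035; r 0.73 without the 2 farthest libraries). For *Ctsk* it was 0.91 (permutation p = 0.0011, adjusted 0.0033; Spearman rho 0.85, permutation p = 0.0014, adjusted 0.0035; r 0.81 without the 2 farthest libraries), and for *Pcolce* 0.87 (permutation p = 0.0019, adjusted 0.0037; Spearman rho 0.79, permutation p = 0.0026, adjusted 0.0052; r 0.75 without the 2 farthest libraries). It was not above chance for *Lpar3*, at -0.04 (permutation p = 0.93, adjusted 0.93; Spearman rho 0.06, permutation p = 0.82, adjusted 0.82; r 0.16 without the 2 farthest libraries), or *Tll1*, at 0.06 (permutation p = 0.92, adjusted 0.93; Spearman rho 0.31, permutation p = 0.33, adjusted 0.36; r 0.10 without the 2 farthest libraries). With the endothelial list r was 0.96 (permutation p = 3e-05, adjusted 0.0003; Spearman rho 0.94, permutation p = 7e-05, adjusted 0.0007; r 0.90 without the 2 farthest libraries) for *Cdh5* and 0.85 (permutation p = 0.0049, adjusted 0.0069; Spearman rho 0.68, permutation p = 0.0077, adjusted 0.013; r 0.60 without the 2 farthest libraries) for *Parvb*, and with the pericyte list 0.58 (permutation p = 0.023, adjusted 0.029; Spearman rho 0.58, permutation p = 0.017, adjusted 0.021; r 0.61 without the 2 farthest libraries) for *Lims2*. A candidate explanation for the genes that follow a list is RNA from those cells in amounts that vary between sorts. Basal cells that switch on the list together with the gene would give the same relations, so they do not decide between the explanations.

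More genes were temporally specific in basal than in luminal cells, by a ratio of 2.6. Without the Id2 libraries the ratio was 3.4 (946 and 278 genes), so these libraries alone do not make the excess. After rescaling by median ratios it was 2.7 (948 and 351). With L3, L10 and the stages that hold them left out as focal time points it was 1.52 (117 and 77), so most of these genes come from time points or stages that hold lactation. The remaining genes still had to be called against lactating luminal libraries, so this does not settle whether milk protein RNA takes part. With the milk protein genes removed and every library thinned to the same reads on the other genes, on the same CPM scale, the ratio was 2.66 (863 and 325), so the lower depth that milk protein RNA leaves to other genes does not explain the excess. The median SD of replicates in lactation was 0.403 in luminal and 0.458 in basal cells. It covers only 6498 genes, those with a mean under 5 CPM, whose differences are understated on the log scale used. These values therefore do not decide whether low precision of luminal values takes part in the excess. RNA from other cells in basal libraries, as weighed above, was not tested against the excess of temporally specific basal genes.

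In lactation the 6 milk protein genes in basal libraries stood at 2.64 to 3.68% of their luminal level, and the largest of these ratios was 1.39 times the smallest. An even share is what RNA from luminal cells could give. The luminal list did not rise in the same libraries (median -1.10), which by the rule set beforehand goes against that explanation, but a share of a few percent could not move that list, so the question was left open after the value had been seen.

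Assignments other than the real assignment were tried for each result of the model. With cell type labels swapped at random within sorts, the real labels gave the largest count in 100 draws (1 of 100, counting the real labels) for genes called between luminal and basal cells, luminal specific and basal specific genes, and those at all time points. The largest counts of the other draws were 6089 for the genes called between the cell types (real 7694, median 480), 1771 and 2035 for the specific genes, and 0 for those at all time points in either cell type. Draws that swap few sorts stay close to the real labels. With time points permuted among sorts it was also 1 of 100 for genes called between time points (largest of the others 2540), genes called in both ways (2149), switching genes (33), and temporally specific luminal (6) and basal genes (130). With conditions permuted among libraries it was 1 of 100 for genes varying across conditions, with at most 26 in the other draws. For the 7 gene panels, the genes of the RT-PCR comparison, the markers kept and lost at Id2, *Lpar1* and *Lpar3* it was 1 of 100 as well, for *Enpp2* 2 and for *Igf1r* 23. These genes were chosen in the paper for their pattern in the same libraries, so their shares give no verdict.

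Iw4 and M4 mice differ in whether they had been pregnant, and share 3 amplification batches. In luminal cells 0 genes were called between them, with 392 at an unadjusted p under 0.05 where chance gives 854. In basal cells 1 gene was called, with 322 at an unadjusted p under 0.05. Both counts are under the number that chance gives, so the test is conservative here, and the batch in which Iw4 and M4 libraries are paired is not in the model. The gene is *Tmem215*, named after its values were seen, at 0.163 ± 0.283 CPM in Iw4 and 2.35 ± 0.915 in M4 (SD, n = 3 each), a log2 fold change of -1.52 (standard error 0.21, adjusted p = 2e-04, 0.00026 with the sort block, from limma). The Iw4 mean is under the level of 3 reads.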
